# DNA methylation-based high-resolution mapping of long-distance chromosomal interactions in nucleosome-depleted regions

**DOI:** 10.1038/s41467-024-48718-y

**Published:** 2024-05-22

**Authors:** Yi Li, James Lee, Lu Bai

**Keywords:** Epigenomics, Epigenomics, Chromatin structure

## Abstract

3C-based methods have significantly advanced our understanding of 3D genome organization. However, it remains a formidable task to precisely capture long-range chromosomal interactions between individual loci, such as those between promoters and distal enhancers. Here, we present Methyltransferase Targeting-based chromosome Architecture Capture (MTAC), a method that maps the contacts between a target site (viewpoint) and the rest of the genome in budding yeast with high resolution and sensitivity. MTAC detects hundreds of intra- and inter-chromosomal interactions within nucleosome-depleted regions (NDRs) that cannot be captured by 4C, Hi-C, or Micro-C. By applying MTAC to various viewpoints, we find that (1) most long-distance chromosomal interactions detected by MTAC reflect tethering by the nuclear pore complexes (NPCs), (2) genes co-regulated by methionine assemble into inter-chromosomal clusters near NPCs upon activation, (3) mediated by condensin, the mating locus forms a highly specific interaction with the recombination enhancer (RE) in a mating-type specific manner, and (4) correlation of MTAC signals among NDRs reveal spatial mixing and segregation of the genome. Overall, these results demonstrate MTAC as a powerful tool to resolve fine-scale long-distance chromosomal interactions and provide insights into the 3D genome organization.

## Abstract (web summary)

Here, the authors present MTAC, a method to map chromosomal interactions in budding yeast. By applying MTAC to various viewpoints, they find that most of the long-distance chromosomal interactions detected by MTAC reflect tethering by the nuclear pore complexes.

## Introduction

The Chromosome Conformation Capture (3C) technique and its derivatives (4C, Hi-C, etc.) have revolutionized our understanding of the 3D genome organization^1–6^. By utilizing a crosslinking, digestion, and ligation process, these methods have revealed extensive interactions that occur between linearly distant chromatin fragments. Nevertheless, 3C-based methods come with certain limitations. The resolution of 3C is ultimately constrained by DNA fragment sizes after digestion. In addition, due to the stochastic nature of chromosomal interactions, 4C or Hi-C signals often need to be averaged over large genomic intervals to improve the signal-to-noise ratio, which further reduces resolution to 10^3^−10^5^ base pairs (bps)^7^. Consequently, these measurements are best at revealing large-scale structures over hundreds to thousands of kilobases (kbs), including Rabl configuration, A/B compartments, and topologically associated domains (TADs)^8–11^. However, some biologically relevant chromosome conformations, like enhancer-promoter (E-P) or promoter-promoter (P-P) interactions, involve highly dynamic contacts between short regulatory regions that typically span a few hundred bps. Mapping these types of interactions with 3C-based methods are challenging, even with a large number of cells and high sequencing depth^12–14^.

A variant of the Hi-C technique, Micro-C, uses smaller restriction fragments generated by Micrococcal Nuclease (MNase) digestion and thus provides higher resolution^15,16^. Micro-C was shown to be more effective in detecting interactions between regulatory regions, including E-P or P-P interactions^17,18^. It should be noted that many E-P or P-P chromosomal contacts may be mediated by proteins associated with nucleosome-depleted-regions (NDRs). The interactions between NDRs cannot be directly measured by Micro-C because these open regions are digested away by MNase. Therefore, the measured E-P or P-P contacts likely rely on the crosslinked products in the neighboring nucleosomal regions, which prevents a precise mapping of the interaction site. Moreover, differential sensitivity to MNase digestion among genomic regions may also introduce bias in the measured contact frequencies.

Since crosslinking, digestion, and ligation potentially generate biases, alternative methods free of these reaction steps have been explored. Some of these methods, including TSA-seq and DamC, target ectopic DNA modifying enzymes to specific genomic loci and use the resulting modifications to identify loci that are physically proximal to the target sites^19,20^. However, these methods also suffer from low resolutions. The resolution of DamC, for example, is ultimately limited by the frequency of the Dam motif, “GATC”, which on average occurs once a few hundred bps. Dam’s preference for accessible regions further reduces the number of usable motifs, necessitating the data to be binned over larger distances. As a result, similar to Hi-C, these methods have been mostly used to study large 3D genome structures like lamina/nuclear speckle associated domains^21–24^ or TADs^20^.

Here, we develop a Methyltransferase Targeting-based chromosome Architecture Capture (MTAC) method to measure finer-scale long-distance chromosomal interactions. This method utilizes an ectopic DNA methyltransferase, M.CviPI, that selectively methylates the cytosine in a “GC” dinucleotide^25^. M.CviPI fused to LacI can be recruited to an integrated LacO array and methylate accessible “GC”s that are physically proximal in *cis* and in *trans*. Like 4C, MTAC allows us to probe the interaction between one locus (viewpoint, VP) and the rest of the genome (one-to-all). However, in comparison with DamC and 4C, this method offers two major advantages. First, it has higher resolution. Over 98% of yeast NDR sequences contain “GC”s (in contrast to 34% containing GATC). Most of these NDRs have more than one “GC”, allowing us to integrate the MTAC signals over multiple methylation sites to reduce measurement noise. This enhanced signal-to-noise ratio allows us to pinpoint single NDRs that are in contact with the target site. 

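The first 1998 NDR coordinates of the paper's supplement were placed on the yeast reference genome, and their DNA was searched for GC, the site of the methyltransferase M.CviPI, and for GATC, the site of the Dam methylase. With a median length of 180 bp, 98.2% of these NDRs held at least 1 GC and 35.2% held a GATC. The median NDR held 6 GC sites, and 36 NDRs held none. Windows of the same lengths placed at random in the genome held a GC in 99.3% and a GATC in 41.0% of cases.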

Second, unlike 3C-based methods that take a “snapshot” of the genomic interactions at a single time point, MTAC captures interactions by leaving stable methylation marks on DNA, allowing the interactions to be recorded cumulatively over a period of time. This way, MTAC provides a much higher sensitivity to long-distance interactions that tend to be highly dynamic^26,27^.

We test the utility of MTAC by inserting the LacO array near nuclear pore complex (NPC) associated regions, methionine-regulated (*MET*) genes, and the mating locus (*MAT*). Using a NDR-centric analysis, we detect remarkably specific interactions between the target sites and individual NDRs near other NPC-proximal loci, co-regulated *MET* genes, and recombination enhancer (RE) / telomeres, respectively. Importantly, most of these interactions cannot be detected by 4C, Hi-C, or Micro-C. By manipulating VPs and/or applying other genetic perturbations, our measurements further suggest that (1) NPC tethering is a major mechanism that mediates long-distance chromosomal interactions in budding yeast, (2) at least a subset of the *MET* genes clusters near NPCs upon activation, and the clustered *MET* genes have closer proximity to each other than to other NPC-associated genes, (3) The *MAT*-RE interaction is mediated by condensin in a mating-type specific manner, and (4) The NPC-associated regions are well mixed, while *MAT /* RE */* telomere together occupies a separate nuclear space from the bulk of the genome. Overall, these results demonstrate that MTAC is a powerful method to map fine-scale chromosomal interactions and probe 3D genome organization.

## Results

### MTAC captures long-distance chromosomal interactions with high resolution and sensitivity

The MTAC method is based on methylation of DNA physically proximal to a target site. A GpC methyltransferase, M.CviPI, is fused with LacI and recruited to the VP where a LacO array was inserted. The recruited M.CviPI methylates nearby cytosines in a “GC” context both in *cis* and in *trans*, which can be detected by methylated DNA immunoprecipitation (MeDIP) sequencing^28^ (Fig. 1A). The methylation pattern of this yeast strain (“targeted strain”) is compared with a control strain with no LacO insertion, which reflects the background methylation by free LacI-M.CviPI. The loci that interact with the VP are defined as regions that have significantly higher methylation levels in the targeted strain than the control strain (Fig. 1A).

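The comparisons between targeted and control strains were taken from 21 tables deposited by the authors, each made from 2 libraries per group. For each NDR, the authors' deposited tables give the mean normalized read count (base mean), the log2 fold change, its standard error (SE) and the Wald statistic of DESeq2. Most tables hold 4828 NDRs. They hold no value per library, so the SE is the only measure of spread at a single NDR. The two-sided p was recomputed from the log2 fold change and its SE and adjusted over all NDRs of a table by the Benjamini-Hochberg method. NDRs above the paper's cutoffs counted as local up to 30 kb from the VP, as far-cis beyond that on the same chromosome, and as trans on other chromosomes. NDRs are named by chromosome, start and the genes whose start lies within 1 kb, or else the nearest gene.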

**Fig. 1:**
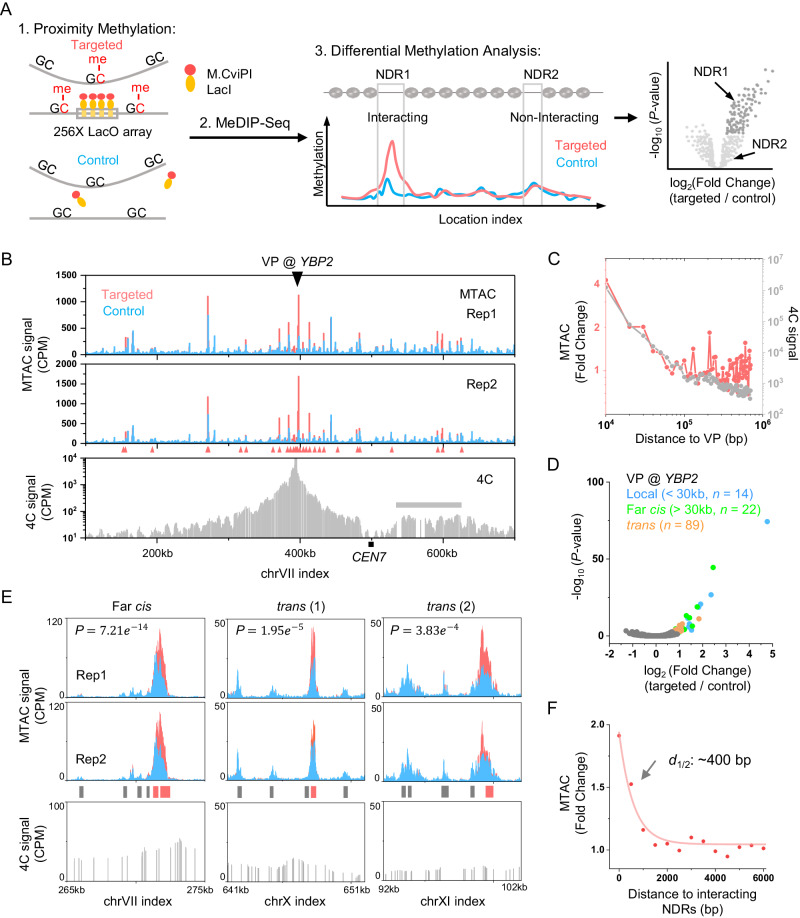
MTAC captures long-distance chromosomal interactions with high resolution and sensitivity. **A** Schematic diagram of MTAC methodology. 1. Constructs of the targeted and control strains, as well as the expected proximity methylation. 2. MeDIP is used for detecting methylated cytosines. 3. Differential methylation analysis for individual NDRs in targeted vs control strains. Fold change and *P*-values for each NDR between these two strains are shown in a volcano plot. **B** MTAC data at the *YBP2* viewpoint (VP). A 256-repeat LacO array was inserted into a gene-rich region near the *YBP2* gene. Methylation data near the VP are shown for the targeted (pink) vs control strain (blue) (*n* = 2 biologically independent samples per group). The 4C signals with the same VP in the same region are shown in the lower panel (gray). The interacting regions called by MTAC or 4C are shown in red triangles and gray bars, respectively. CPM: counts per million (same as below). CEN7: Chromosome VII centromere. **C** Averaged MTAC (pink) and 4C signals (gray) as a function of distance to the *YBP2* VP. **D** Volcano plot of MTAC signals from the *YBP2* VP. The local, far-*cis*, and *trans* NDRs that pass the threshold are shown in blue, green, and orange, respectively. **E** MTAC data at three regions that make long-distance interactions with the *YBP2* VP. The 4C signals over the same regions are shown in the bottom panels. Non-interacting NDRs and interacting NDRs are shown as gray and red bars. **F** Averaged long-distance MTAC signals as a function of distance to the centers of the captured interacting NDRs. Statistical tests for (**A**), (**D**), and (**E**) are based on two-sided Wald test with *P*-value adjustment for multiple comparisons (Benjamini & Hochberg method) by DESeq2 (*n* = 2 biologically independent samples per group).

To ensure a high signal-to-noise ratio in the MTAC measurement, the fusion protein needs to have a high affinity towards LacO sites and a low expression level to limit non-specific methylation. Based on our previous study of LacI binding^29^, we fused M.CviPI to the C-terminus of LacI (LacI-M.CviPI) and used the LexA-VP16-ER induction system to drive its expression^30^. We tuned the LacI-M.CviPI level by varying the concentration of β-estradiol and found that 2 nM β-estradiol generates the largest fold difference in local DNA methylation between targeted and control strains (Supplementary Fig. 1A, B). 

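The LacO array next to YBP2 on chromosome VII held 4, 8, 16 or 256 copies in strains induced for 1 h, and a strain with 256 copies was also induced for 2 h, each with 2 nM β-estradiol and 2 libraries. Uniquely mapped reads per library were 1897716 to 1912850 with 4 copies, 1071673 to 1882979 with 8, 1744597 to 2876922 with 16 and 5777646 to 7028231 with 256. The 4 tables at 1 h share a control without LacO (2563387 to 2609825 reads). Calls were counted in each table. For the strain with 256 copies, the log2 fold changes at both times were compared at each long-distance NDR, dividing their difference by the root of the summed squared SEs. The p was adjusted over the NDRs called at either time, as set before the values were seen, and over all long-distance NDRs, as added later.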

We also tested different induction times (1 or 2 h) and LacO repeat numbers (4X, 8X, 16X, and 256X). Among these parameters, longer induction time and more LacO repeats yield more significant MTAC signals (Supplementary Fig. 1C). 

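PKP2, which encodes a mitochondrial kinase acting on pyruvate dehydrogenase, lies beside the end of YBP2, and its NDR (VII, 392018) was called in all 5 tables. At this NDR the authors' deposited tables give log2 fold changes of 3.08 (SE 0.29) with 4 copies, 4.95 (SE 0.39) with 8, 1.51 (SE 0.32) with 16 and 3.01 (SE 0.52) with 256 copies at 1 h. Over the 29 local NDRs, the median log2 fold change was 0.19, 0.12, 0.14 and 0.30 at 1 h with rising copy number, and 0.45 with 256 copies at 2 h. Local calls numbered 2, 2, 4, 4 and 13 in the same order.
With 4 copies, the 6 long-distance calls all lay on chromosome IV, near AMD2, YDR215C, UPC2, VHS1 and RMD5. With 8 copies none was called, while 63 NDRs beyond 30 kb were raised at an unadjusted p under 0.05 and 21 NDRs were called lower. With 16 copies the 4 long-distance calls lay near YGR050C, YJL107C, HXT3 and MYO1. With 256 copies at 1 h there were 215, the strongest near MET13 (methylenetetrahydrofolate reductase), ERG5 (sterol desaturase), TPO2 (polyamine transporter), YBR085C-A and FRE3 (ferric reductase). Their log2 fold changes in the authors' deposited table were 2.41 (SE 0.19), 2.25 (SE 0.20), 2.35 (SE 0.23), 2.18 (SE 0.21) and 2.02 (SE 0.22). Another 155 NDRs were lower than in the control at 1 h, including those at CMK1, CYC1 and VOA1.
Of 301 long-distance NDRs called with 256 copies at either time, 30 were called at both (5.20 for independent lists, Fisher p = 8.7e-16). Tested over all 4799 long-distance NDRs, called or not, 41 were higher at 2 h and 41 higher at 1 h. Adjusted over the list alone of the 301 NDRs, which were drawn for being called, the numbers were 25 and 104. SLS1 (XII, 424146), YBR085C-A, RPL24B (VII, 788207), ALB1 (X, 189471) and FRE3 led those higher at 1 h, and at 2 h they had -0.19 (SE 0.16), 0.29 (SE 0.16), -0.32 (SE 0.17), -0.56 (SE 0.21) and 0.18 (SE 0.19) in the authors' deposited table. NDE2 (IV, 302233), CYC1, MAM3, BRP1 (VII, 483949) and PHO84 (XIII, 26470) led those higher at 2 h (adjusted p = 9.6e-07, 9.1e-05, 1.9e-04, 4.1e-04 and 9.5e-04), 31 of which were called lower than the control at 1 h. From its comparison of times and copy numbers, the paper concludes that longer induction and more copies give more signal, and it uses 256 copies at 2 h from there on. Copy number and depth changed together at 1 h, and with 256 copies induction time and depth changed together.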

All the data shown below are therefore generated with 2 nM β-estradiol induction for 2 h with a 256X LacO array.

We constructed an MTAC strain with the VP on chromosome VII, next to the *YBP2* gene (*YBP2* VP) (Fig. 1B). This VP was chosen because it is located in a gene-rich region near many NDRs that would provide robust local MTAC signals. 

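YBP2 encodes a protein of the oxidative stress response and lies at 390065 to 391990 on chromosome VII. Distances were measured from the VP coordinate of the paper's supplement, VII 398159, which lies beside OLE1 (398628 to 400160). The paper places the array next to YBP2. In every YBP2 table, the largest log2 fold change on chromosome VII lies at the end of that gene (392018). Distances from 398159 may therefore not be distances from the array. The 2 targeted libraries held 2750440 and 2836266 uniquely mapped reads, and the 2 libraries of the control without LacO held 6497995 and 7576467. At this depth the median base mean was 37.6 and the median SE of a log2 fold change 0.31. The control libraries also served the tables of 10 other VPs: control levels worked out from base mean and log2 fold change correlated between those tables at 0.9985 or more across NDRs. From this table the local decay, the long-distance calls and the signal around interacting NDRs were computed.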

We performed Hi-C experiments in this strain ± LacO insertion and ± LacI-M.CviPI induction (Materials and Methods). No significant changes in the Hi-C signals are detected, indicating that the LacO array and DNA methylation have no major impact on the nascent genome organization (Supplementary Fig. 2). After applying the MTAC procedure in Fig. 1A to this strain, most methylation is detected within NDRs, which are more accessible to methyltransferase^31^ (Supplementary Fig. 3A). In comparison to the control, we observed hypermethylation near the VP in the targeted strain (Fig. 1B), with the fold enrichment decreasing exponentially with distance to VP (Fig. 1C). These short-range *cis* interactions with the VP likely reflect the local folding of the chromosome. 

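Within 30 kb of the YBP2 VP, 13 of 29 NDRs were called. Measured from VII 398159, the PKP2 NDR (VII, 392018) lay 6.14 kb away, with a log2 fold change of 4.77 (SE 0.25) in the authors' deposited table. SDS23 and OLE1, a stationary-phase gene and the fatty acid desaturase gene, share an NDR 0.447 kb from that coordinate with 2.36 (SE 0.21) in the authors' deposited table. RIM8, a gene of the response to pH, lay 15.0 kb away with 1.91 (SE 0.19) in the authors' deposited table. The recomputed adjusted p values were 5.1e-75, 1.8e-27 and 2.2e-21.
By distance, the median log2 fold change was 0.50 at 2 to 5 kb (2 of 6 NDRs called), 1.32 at 5 to 10 kb (3 of 4), 0.68 at 10 to 20 kb (4 of 8), 0.37 at 20 to 30 kb (3 of 10), 0.23 at 30 to 50 kb (2 of 16) and -0.01 at 50 to 100 kb (5 of 41). An exponential fitted to the fold change within 100 kb had a half-distance of 11.2 kb, with a bootstrap interval of 0.208 to 69.3 kb, the limits set for the fit, and 0.109 of the variance explained. Measured from the PKP2 NDR instead, the half-distance was 0.347 kb (interval 0.250 to 31.7 kb). The second fit explained 0.935 of the variance. The fit depends on which position is taken as the VP. The distances and bins above are from VII 398159, which may not be the position of the array.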

Similar local patterns are found among different VPs that we tested (Supplementary Fig. 3B, C).

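At the other VPs, NDRs close to the inserted array had high values as well. In the authors' deposited tables, SHC1 (sporulation chitin synthase activator) gave 4.67 (SE 0.22) at its own NDR, LSM4 (mRNA decay) 4.41 (SE 0.19), and ITC1, beside PCL10, 3.80 (SE 0.23). At CDC43, the NDR of LYS5 and PEX14 had 2.90 (SE 0.29) in the authors' deposited table. The NDR of MMF1 and PCL7, 7.40 kb from the VHR1 VP, and that of STB6, next to LHS1, each had 2.28 (SE 0.18 and 0.19) in the authors' deposited tables. CWP1, a cell wall mannoprotein gene 4.92 kb from the MBR1 VP, had 2.53 (SE 0.22), and YKL063C, beside MNR2, 3.09 (SE 0.21) in the authors' deposited tables.
Within 10 kb, calls made up 8 of 8 NDRs at SHC1, 6 of 6 at CDC43, 8 of 11 at VHR1, 7 of 12 at MBR1, 4 of 8 at LHS1, 5 of 10 at MNR2, 2 of 5 at PCL10 and 1 of 7 at LSM4. From 10 to 30 kb they made up 3 of 12, 8 of 11, 7 of 16, 6 of 13, 10 of 23, 3 of 19, 3 of 16 and 3 of 13 in the same order. The Spearman correlation of fold change with distance across local NDRs was negative at all of these VPs, from -0.194 at LSM4 to -0.798 at SHC1. Fitted half-distances ran from 0.816 kb (SHC1) to 15.4 kb (VHR1) and 23.6 kb (LHS1), and at PCL10 and LSM4 the fit stopped at its lower limit of 0.208 kb, which is no estimate. The half-distances at CDC43, SHC1, PCL10, LSM4 and VHR1 left their bootstrap intervals with the fitted curve, the window or the position taken as the VP.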

MTAC also detects long-distance *cis* and *trans* interactions. When the data are binned with a constant interval, the high methylation signals from NDRs tend to be “diluted” by the low signals from adjacent nucleosomal regions, leading to reduced enrichment. To solve this problem, we took an NDR-centric approach by integrating the methylation signals over each NDR throughout the genome and calculated the statistical difference of the integrated signals between targeted and control strains (Fig. 1A) (Materials and Methods). 

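On chromosome VII, the strongest far-cis NDRs from YBP2 lay at MUP1, the high-affinity methionine permease gene (201 kb from the VP), STR3, which encodes cystathionine beta-lyase (242 kb), YGR050C (194 kb) and MET13 (126 kb). Their log2 fold changes in the authors' deposited table were 2.45 (SE 0.17), 1.77 (SE 0.18), 1.44 (SE 0.18) and 1.30 (SE 0.16), with recomputed adjusted p of 3.4e-45, 1.4e-19, 1.8e-12 and 7.2e-14. A second STR3 NDR (VII, 156076) had 1.56 (SE 0.26) in the authors' deposited table. On other chromosomes, the strongest lay at DMA2 (ubiquitin ligase; XIV, 408072), RRT15 (XII, 489463), PHM7 (XV, 161735), ACC1 and TIM23 (acetyl-CoA carboxylase and mitochondrial import; XIV, 661939) and FAA4 (acyl-CoA synthetase; XIII, 759216). The authors' deposited table gives 1.84 (SE 0.24), 1.03 (SE 0.15), 1.13 (SE 0.17), 1.01 (SE 0.16) and 1.01 (SE 0.16).
In all, 116 NDRs beyond 30 kb were called, 23 far-cis and 93 trans. VMA1 (vacuolar ATPase), JEN1 (lactate permease) and LEU9 (leucine synthesis) led 18 NDRs called lower, at -1.29 (SE 0.28), -1.03 (SE 0.25) and -0.82 (SE 0.20) in the authors' deposited table. At an unadjusted p under 0.05, 471 NDRs beyond 30 kb were raised. The number of calls falls to 23 at a log2 cutoff of 1 and to 13 after removal of the rise of log2 fold change with base mean.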

Using log2 (Fold Change) > 0.7 and adjusted *P*-value < 0.05 as cutoffs (same cutoffs for all MTAC data in this study), we identified 22 intra-chromosomal interactions with *YBP2* VP that are over 30 kb in distance (“far-*cis*”) and 89 inter-chromosomal interactions (“*trans*”) (Fig. 1D), with a few examples shown in Fig. 1E. The averaged MTAC signals and heatmaps of interacting vs non-interacting NDRs are shown in Supplementary Fig. 3D. Notably, the interactions detected by this method are highly localized: in Fig. 1E “*trans* (2)”, for example, significantly enriched signal was detected in the right-most NDR, but not the neighboring NDRs 1, 3, or 7 kb away, even though some of these NDRs show comparable basal-level methylation. 

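The right-most NDR of this region lies at LOT5 (XI, 99620), with a log2 fold change of 0.98 (SE 0.21) in the authors' deposited table and a recomputed adjusted p of 3.9e-04. The NDR 1.27 kb to its left, between YKL183C-A and LOT5, had 0.09 (SE 0.26), and that of SPE1, the ornithine decarboxylase gene 3.32 kb away, 0.30 (SE 0.25) in the authors' deposited table. At ASH1 and MTR2, 5.88 kb away, the value was 0.05 (SE 0.21), and at MTR2, 6.27 kb away, it was -0.77 (SE 0.26) in the authors' deposited table, neither called. Base means at LOT5, ASH1, SPE1 and MTR2 were 237, 193, 91.6 and 85.4 in the authors' deposited table.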

When all the interacting NDRs are aligned by their centers, the average MTAC signals in the neighboring NDRs decrease exponentially with a half-distance of ~400 bp (Fig. 1F). 

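Around the interacting NDRs of YBP2, among them those of MUP1, STR3 and DMA2, 792 neighbors within 10 kb were compared with 3927 uncalled NDRs farther from any of them. Called NDRs stayed among the neighbors (36 of 792), which raises their means against the others. The 33 neighbors within 0.5 kb had a mean log2 fold change of 0.54 (SD 0.49), which is 0.56 above the others (permutation p = 1e-05, the smallest the permutations can give), and 10 of them were called themselves. The 42 neighbors at 0.5 to 1 kb had 0.16 (SD 0.35), an excess of 0.19 (permutation p = 3.2e-04). At 1 to 2 kb (72 NDRs) the excess was 0.04 (permutation p = 0.276), and at 2 to 3 kb (94 NDRs) 0.01. At 5 to 10 kb (387 NDRs, 19 called) it was 0.05 (permutation p = 0.0044), and 0.004 among the 368 uncalled ones (permutation p = 0.829).
An exponential fitted to the signal of these neighbors had a half-distance of 189 bp (bootstrap interval 109 to 370 bp). From other VPs it was 212 bp (SHC1), 199 bp (LHS1), 157 bp (PUS2), 102 bp (VHR1), 64.4 bp (CDC43), 539 bp (LSM4) and 808 bp (MBR1). Some of these are poorly determined, with bootstrap intervals of 99.5 to 7568 bp for LHS1, 228 to 4274 bp for LSM4 and 60.3 to 697 bp for CDC43, whose fit stopped at the limit set for its amplitude. Distances are between NDR starts, and the interacting NDRs at distance 0 are not in the fit. With them in it, the half-distance was 347 bp for YBP2, 397 bp for CDC43 and 348 bp for PUS2.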

Given that the average distance between neighboring NDRs in the yeast genome is 2–3 kb, this data shows that MTAC measurement can pinpoint the long-distance interaction site to 1–2 NDRs, which reflects the high resolution of this method.

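Neighboring NDRs of the tables lie 2.47 kb apart on average (median 2.01 kb, over 4812 spacings), as around LOT5 on chromosome XI. The closest 10% lie within 0.539 kb and the most distant 10% beyond 4.85 kb, and 21.6% of spacings are under 1 kb. From the narrow signal around interacting NDRs and this spacing, the paper concludes that the interaction site can be placed within 1 to 2 NDRs. Neighbors of the YBP2 interacting NDRs within 0.5 kb that were not themselves called (23 NDRs) still had an excess of 0.31 in log2 fold change.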

We next compared the interactions measured by MTAC vs 3C-based methods. Since the scale of MTAC is analogous to 4C, we performed 4C with the *YBP2* VP using the standard protocol (Materials and Methods). Consistent with other published 4C data, most signals originate from local *cis* interactions, and the only long-range interaction that can be identified is a ~90 kb intra-chromosomal region from chrVII: 535 kb to 624 kb, which overlaps with a few interacting NDRs detected by MTAC (Fig. 1B). This region has a similar distance to the chrVII centromere as the VP, suggesting that the elevated contacts may be attributed to the Rabl configuration^8^. None of the other long-distance interactions (including far-*cis* and *trans* interactions) detected by MTAC are identified as significant 4C peaks (examples shown in Fig. 1E), although the compiled 4C signals over the MTAC far-*cis* or *trans* interacting NDRs are mildly but significantly higher than the non-interacting regions (Supplementary Fig. 3E). The local contact frequencies measured by 4C follow the same trend as the MTAC signals up to ~20 kb, but MTAC captures more interactions at longer distances (Fig. 1C). These observations illustrate the higher sensitivity of MTAC to long-distance interactions.

For further comparison, we binned our Hi-C data in yeast with 100 M reads into 10 kb windows. No long-distance interaction with the *YBP2* locus can be called from the Hi-C data, except for those caused by the Rabl configuration. When we collected the Hi-C signals from all the long-distance interacting regions detected by MTAC, the Hi-C signals from the far-*cis* regions, but not the *trans* ones, showed slight but significant elevation (Supplementary Fig. 3F). Additionally, we compared MTAC to a published Micro-C-XL dataset in yeast with 500 M reads^16^. As Micro-C requires genome digestion by MNase, which eliminates most NDRs, the interacting regions detected by MTAC are generally missing from the Micro-C data at 100 bp resolution. Especially for *trans* interactions, which tend to be sparser, we need to bin the Micro-C data at 5 kb to get enough reads for statistical comparison. At this resolution, a slight increase of Micro-C signal was observed between the *YBP2* VP and far-*cis* interacting NDRs, but not for the *trans* interaction sites (Supplementary Fig. 3G). Again, no individual contact point can be identified. Finally, we selected 25 interactions detected by MTAC with various signal intensities, as well as five negative control regions, and tested them by 3C (Supplementary Fig. 4A). 21 out of 25 MTAC-detected interactions can be detected by 3C, while 4 out of the 5 negative regions do not show 3C signals (Supplementary Fig. 4B). Taken together, these results show some consistency between MTAC and 3C-based methods, but more importantly, they demonstrate the unique power of MTAC in identifying highly localized, point-to-point interactions.

### MTAC captures nuclear pore complex (NPC)-associated interactions from the *YBP2* VP

Out of 4829 genome-wide NDRs, MTAC shows that *YBP2* specifically interacts with 22 far-*cis* and 89 *trans* NDRs (Fig. 1D). 

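On chromosome VII, which carries YBP2, MUP1 and STR3, 5.40% of the 426 NDRs beyond 30 kb from the VP were called, against 2.13% of the 4373 NDRs on other chromosomes (odds ratio 2.63, Fisher p = 1.8e-04, adjusted p over all tables 9.6e-04). Of the 93 trans calls, 91 lay in the 30% of NDRs with the highest base mean. Among NDRs near 40 genes of the methionine regulon, which include STR3, MET13 and MUP1, 4 of 43 beyond 30 kb were called, against 112 of 4756 others (Fisher p = 0.0194, adjusted over 14 gene lists 0.271). Near ribosomal protein genes 4 of 143 were called and near tRNA genes 2 of 238 (adjusted p = 1 and 0.892). The log2 fold change rises with base mean across NDRs in this table (Spearman 0.529).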

What is special about these NDRs, and how do they interact with the *YBP2* locus? We speculated that these NDRs may bind to certain factors that mediate the interactions. We therefore compared the MTAC signals with previously published Chromatin Immuno-precipitation sequencing (ChIP-seq) and Chromatin Immuno-precipitation with Exonuclease (ChIP-exo) data^32,33^ to search for factors that are associated with these *YBP2*-interacting NDRs. Interestingly, the binding sites of a nuclear basket protein, Mlp1, match closely to *YBP2*-interacting regions (Fig. 2A). This finding suggests that *YBP2* interacts with other NPC-associated genes in *cis* and in *trans*.

**Fig. 2:**
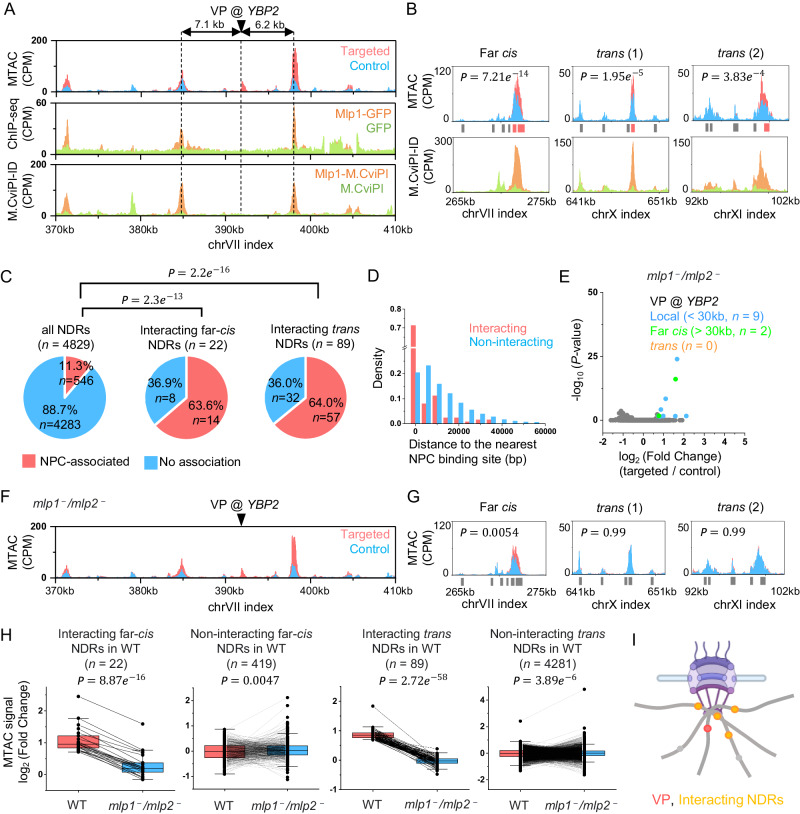
MTAC captures nuclear pore complex (NPC)-associated interactions from the *YBP2* VP. **A** MTAC, Mlp1 ChIP-seq^33^, and Mlp1 M.CviPI-ID data from the *YBP2* VP. For ChIP-seq data, ChIP-seq signal against Mlp1-GFP and free GFP (control) are shown in orange and green. For M.CviPI-ID data, methylation signals from M.CviPI-tagged Mlp1 and free M. CviPI (control) are shown in orange and green. **B** MTAC and Mlp1 M.CviPI-ID data at three regions that make long-distance interactions with the *YBP2* VP. **C** Percentage of NPC-association by genome-wide NDRs vs NDRs that make long-distance interactions with the *YBP2* VP. **D** Histogram of distances between interacting / non-interacting NDRs and the nearest NPC binding site. **E** Volcano plot of MTAC signals from the *YBP2* VP in the *MLP1/MLP2* double-deletion strain. **F** MTAC data near the *YBP2* VP (local interactions) in the *MLP1/MLP2* double-deletion strain. **G** MTAC data at the same regions as in B. With *MLP1/MLP2* deletion, these regions no longer make significant long-distance interactions with *YBP2* (the fold change of the far-*cis* interaction does not meet our cutoff). **H** Comparison of MTAC signals between WT and *MLP1/MLP2* mutant over interacting and non-interacting regions. Box plot notation: center line, median; box limits, 25th and 75th percentiles; boundaries of the whiskers, minimum and maximum values; points and lines, pairwise comparison of actual datapoints in two groups. **I** Model of NPC-associated interactions. The VP (red) tethered by NPC falls in proximity with other NPC-associated regions (orange). Created with Biorender.com. Statistical tests for (**B**), (**E**), and (**G**) are based on two-sided Wald test with *P*-value adjustment for multiple comparisons (Benjamini & Hochberg method) by DESeq2 (*n* = 2 biologically independent samples per group). Statistical test for (**C**) is based on two-sided two proportions z-test. Statistical test for (**H**) is based on two-sided paired students’ *t*-test. Source data are provided as a Source Data file.

To further test this idea, we conducted our own measurement of Mlp1 binding (Materials and Methods). To be more compatible with MTAC, instead of using ChIP-seq, we used a modified version of DamID called M.CviPI-ID to methylate Mlp1-associated sites using M.CviPI-labeled Mlp1 (Supplementary Fig. 5A, B). The methylation data was then compared with a control strain containing free M.CviPI to identify enriched sites (Materials and Method**s**). The M.CviPI-ID agrees well with the published Mlp1 ChIP-seq data, albeit with a better signal-to-noise ratio (Supplementary Fig. 5C). Importantly, MTAC peaks largely overlap with Mlp1-M.CviPI-ID peaks, both for the local and long-distance interactions (Fig. 2A, B). To evaluate this more quantitatively, we aligned M.CviPI-ID peaks with genome-wide NDR coordinates, resulting in 546 NPC-associated NDRs (11.3% of the total NDRs). Strikingly, out of the 22 and 89 NDRs that have far-*cis* and *trans* interactions with *YBP2*, 14 (63.6%) and 57 (64.0%) are associated with NPCs, much higher than the genome-wide average (Fig. 2C). Even for the ~ 1/3 of the interacting NDRs that are not directly NPC-associated, they tend to be NPC-proximal (median distance 6.9 kb vs 10.6 kb genome-wide; *P*-value = 6.3e-3) (Fig. 2D).

The results above strongly indicate the critical role of NPC in mediating long-distance genomic interactions with *YBP2* VP. To further test this idea, we deleted *MLP1* and its paralog *MLP2*, as some studies have suggested that these two proteins have largely redundant functions^34,35^. We performed MTAC on the same *YBP2* VP. In this *MLP1/MLP2* double-knockout mutant, the local interactions of *YBP2* remain largely intact (Fig. 2E, F), but most of the far-*cis* interactions and all the *trans* interactions are lost (Fig. 2E, G, Supplementary Fig. 6A, B). Quantitively, MTAC signals over long-distance interacting NDRs are significantly decreased, but the ones over non-interacting NDRs are slightly increased in the mutant (Fig. 2H, Supplementary Fig. 6A), indicating a global deregulation of genome organization. Together, these results show that the contacts with *YBP2* VP from distant genomic loci are likely due to the tethering by NPCs, and Mlp1 / Mlp2 are essential to mediate these interactions (Fig. 2I).

### VP dynamics facilitate the capture of NPC-associated interactions

The *YBP2* locus is not immediately adjacent to NPC (7.1 and 6.2 kb away from the upstream and downstream Mlp1 binding peaks, respectively) (Fig. 2A). This raises questions about whether NPC-mediated interactions can be detected from any genomic location, and how MTAC signals are influenced by the distance between VP and NPC. More specifically, we suspected that MTAC may detect more and/or stronger interactions when the VP is closer to NPC-associated loci. We thus generated two more strains with the LacO array inserted near *YBP2* at *PUS2* and *OLE1*, which are 1.5 and 2.3 kb away from the nearest Mlp1 binding site, respectively (Fig. 3A). 

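PUS2 encodes a pseudouridine synthase and OLE1 the fatty acid desaturase, both on chromosome VII near YBP2. Distances were measured from VP coordinates 383359 (PUS2) and 400465 (OLE1), which the paper's supplement gives. Each strain had 2 libraries after 2 h of induction, with 2771614 and 4293136 reads for PUS2 and 2589806 and 3160436 for OLE1. Median SEs were 0.30 in both tables. Long-distance calls were compared between the VPs on NDRs more than 30 kb from both, against the overlap of independent lists and against 200 simulated pairs of tables without interactions that share their controls.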

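From PUS2, the NDR of the RNA helicase gene MRH4 and PUS2 itself had the largest log2 fold change, 3.96 (SE 0.23), followed by PYC1 (pyruvate carboxylase) with 1.97 (SE 0.21) and the iron regulator gene AFT1 with 1.78 (SE 0.24) in the authors' deposited table. Beyond 30 kb the strongest were MUP1, STR3, YGR050C, the glucose transporter gene HXT1, TIR4 (cell wall mannoprotein) and MNN1 (mannosyltransferase). The authors' deposited table gives them 1.91 (SE 0.26), 1.56 (SE 0.23), 1.31 (SE 0.26), 1.22 (SE 0.26), 1.19 (SE 0.27) and 1.00 (SE 0.23). From OLE1, the local signal was 2.18 (SE 0.25) at ERV14, a gene for a cargo receptor, in the authors' deposited table. MUP1, DMA2, STR3, HXT1, YGR050C and YIR018C-A followed beyond 30 kb with 1.87 (SE 0.24), 1.45 (SE 0.26), 1.30 (SE 0.23), 1.08 (SE 0.26), 1.05 (SE 0.23) and 0.94 (SE 0.23) in the authors' deposited table.
From PUS2, 7 local, 6 far-cis and 24 trans NDRs were called, and 411 NDRs beyond 30 kb were raised at an unadjusted p under 0.05. From OLE1, the numbers were 6, 4 and 5, with 280 raised beyond 30 kb. The NDR of PTR3 and CDC14, the latter a mitotic exit phosphatase gene, was lower from both, at -1.30 (SE 0.26) and -1.18 in the authors' deposited tables. At a log2 cutoff of 1, 12 long-distance NDRs stay called from PUS2.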

Surprisingly, MTAC only captured 30 and 8 long-distance interactions from the *PUS2* VP and the *OLE1* VP, respectively, much less than the 111 interactions detected at *YBP2* (Fig. 3B). Most of these *PUS2* and *OLE1* interacting loci are a subset of those found at *YBP2*, and again, they tend to be NPC-associated (Fig. 3C, D). These results suggest that all three VPs capture NPC-mediated interactions, but the one located slightly away from NPCs can capture these interactions more effectively.

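Of the 30 long-distance NDRs called from PUS2, 25 were called from YBP2, 83.3%, where independent lists would share 0.720 (Fisher p = 2.6e-37). All 9 from OLE1, among them MUP1, STR3, DMA2 and HXT1, were called from YBP2 (0.218 for independent lists, Fisher p = 2.1e-15), and 8 of them from PUS2 (0.0563 for independent lists, Fisher p = 7.6e-18). The simulated tables without interactions shared at most 1. Few NDRs can pass an adjusted p under 0.05 in such tables, so a small overlap was fixed by design and is no test. The simulations also left out the rise of log2 fold change with base mean. The simulated number and those for independent lists may therefore be too low.
Across all NDRs more than 30 kb from both VPs, log2 fold changes correlated at 0.70 (YBP2 and PUS2), 0.66 (YBP2 and OLE1) and 0.86 (PUS2 and OLE1). Shared control libraries alone gave 0.50 for YBP2 and PUS2 in the simulations. The covariances were 0.0990, 0.0864 and 0.120, against 0.0454, 0.0450 and 0.0447 in the simulations. With the rise of log2 fold change with base mean removed, shared calls numbered 6, 4 and 4. From the nested lists and the pore association of their NDRs, the paper proposes that all 3 VPs report contacts made at nuclear pores. It also proposes that the VP somewhat farther from a pore contact captures more of them.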

**Fig. 3:**
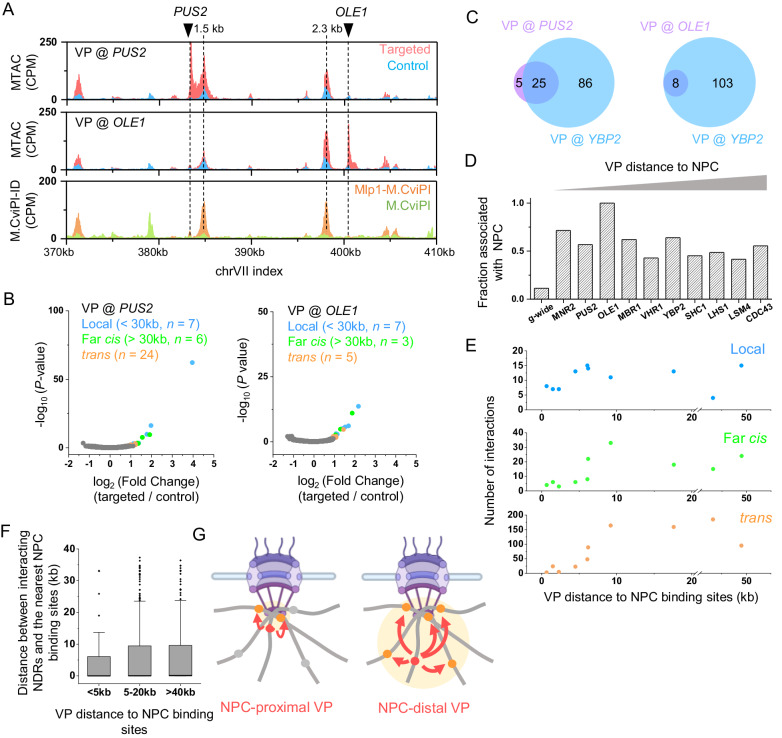
VP dynamics facilitate the capture of NPC-associated interactions. **A** MTAC and M.CviPI-ID data from the *PUS2* and *OLE1* VPs, which are 1.5 and 2.3 kb away from the nearest Mlp1 binding sites. **B** Volcano plots of MTAC signals from the *PUS2* and *OLE1* VPs. **C** Venn diagram of the long-distance interacting loci of *PUS2* / *OLE1* VPs and *YBP2*. **D** Fraction of interacting loci that are associated with NPC at different VPs. The VPs are ordered based on their distance to the nearest NPC binding sites. g-wide: genome-wide (same as below). **E** Number of local, far-*cis*, and *trans* interactions as a function of distance between VPs and the nearest NPC binding sites. **F** Distance between interacting loci and the nearest NPC binding sites captured by VPs with different distances to NPC binding sites. Less than 5 kb: *n* = 74 NDRs, 5-20 kb: *n* = 545 NDRs, > 20 kb: *n* = 319 NDRs. Box plot *n*otation: center line, median; box limits, 25th and 75th percentiles; boundaries of the whiskers, minimum and maximum values; points, outliers. **G** Model explaining the dependence of MTAC signals on NPC-to-VP distance. NPC-distal VPs can capture more interactions due to the increase of chromosome motion. Created with Biorender.com. Statistical test for (**B**) is based on two-sided Wald test with *P*-value adjustment for multiple comparisons (Benjamini & Hochberg method) by DESeq2 (*n* = 2 biologically independent samples per group). Statistical test for (**F**) is based on two-sided students’ *t*-test. Source data are provided as a Source Data file.

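The other VPs lie at CDC43 and PCL10 on chromosome VII, SHC1 and LSM4 on V, VHR1 on IX, and LHS1, MBR1 and MNR2 on XI. Each strain had 2 libraries after 2 h of induction. Uniquely mapped reads ran from 1562438 (SHC1) to 5045882 (CDC43) per library, and median SEs from 0.25 (MNR2) to 0.33 (SHC1). Apart from the paper's coordinates for YBP2, PUS2 and OLE1, the gene midpoint served as VP position. For the 10 VPs with a distance to the nearest Mlp1 site in the paper, numbers of calls were set against that distance with permutation tests in a family of 11 relations.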

To test the generality of the findings above, we applied MTAC to seven other VPs on three different chromosomes, with distances to NPCs ranging from 0.7 kb to 49 kb. It is worth noting that this range covers most of the genomic loci, as the average distance to the closest NPC from a random genomic locus is ~12 kb. All VPs tested here were found to interact with NPC-associated NDRs (Fig. 3D). 

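From CDC43 (49 kb from the nearest Mlp1 site) 117 long-distance NDRs were called, from LSM4 (43.2 kb) 200, from LHS1 (17.6 kb) 176, from SHC1 (9.2 kb) 197, from YBP2 (6.2 kb) 116 and from VHR1 (6.1 kb) 56. From MBR1 (4.5 kb) there were 29 and from MNR2 (0.67 kb) 7, and PUS2 and OLE1 lie at 1.5 and 2.3 kb. STR3, called from all of these, had its largest log2 fold change from CDC43, 2.88 (SE 0.17), and its smallest from MNR2, 0.84 (SE 0.20), in the authors' deposited tables. From LHS1, the cell wall gene CWP1 had 2.04 (SE 0.16), and from MBR1 the far-cis NDR of YKL068W-A had 2.18 (SE 0.22) in the authors' deposited tables. From LSM4, COM2 and PTP3 on the same chromosome had 1.15 (SE 0.15) and 1.24 (SE 0.18) in the authors' deposited table. MUP1 and RIM8 had 1.33 (SE 0.16) and 1.11 (SE 0.14) from VHR1 and 1.57 (SE 0.18) and 1.45 (SE 0.17) from LHS1, and DMA2 had 1.26 (SE 0.23) from MNR2 in the authors' deposited tables. From PCL10, for which the paper gives no such distance, 24 long-distance NDRs were called, among them STR3 (2.05, SE 0.19), MUP1 (1.27, SE 0.19) and TIR4 (1.15, SE 0.25) in the authors' deposited table.
Local calls ranged from 4 (LSM4) to 15 (VHR1) and did not follow the distance (Spearman rho 0.311, permutation p = 0.382). For far-cis calls rho was 0.823 (permutation p = 0.0054), for trans calls 0.830 (permutation p = 0.0046) and for both together 0.879 (permutation p = 0.0017, adjusted over the 11 relations 0.0083). With calls from a one-sided test against 0.7, the last of these falls to 0.510. The Pearson correlation for both together was 0.601 (permutation p = 0.0608, adjusted 0.114) and 0.843 without the 2 farthest VPs, CDC43 and LSM4. The 4 VPs under 6 kb had 7 to 30 long-distance calls and the 6 farther VPs 56 to 200, a boundary the paper takes from such counts. Read depth did not follow the number of calls (Spearman rho -0.191 over 11 VPs, permutation p = 0.575). Numbers of long-distance calls at SHC1, LSM4, LHS1 and CDC43 fall to 42, 31, 32 and 22 at a log2 cutoff of 1.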

The number of local interactions is relatively stable at different VP-to-NPC distances, while the numbers of far-*cis* and *trans* interactions increase sharply when the VP is ~6 kb away from the NPC (Fig. 3E). As VPs move further away from the NPCs, some of their interacting NDRs also become more distant to NPCs (Fig. 3F). These data support the model in Fig. 3G, where VP dynamics facilitate the capture of NPC-associated interactions. When the VP is very close to the NPC contact point, its motion becomes more constrained, limiting the number of NDRs it can encounter. In contrast, more distant VPs can explore a larger volume and contact more genomic loci, including those that are further away from the NPCs.

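The 4 VPs nearest to an Mlp1 site, MNR2, PUS2, OLE1 and MBR1, had a median of 19 long-distance calls, and SHC1, LSM4, LHS1, CDC43, YBP2 and VHR1 a median of 146.5. From the rise of far-cis and trans calls with distance and the steady number of local calls, the paper reasons that a VP close to a pore contact moves little and meets few NDRs, whereas a more distant VP explores more of the nucleus. NDRs lower than in the control rose with long-distance calls as well (Spearman rho 0.882 over 11 VPs), from 1 at PUS2 and 2 at MNR2 to 69 at LSM4. With the trend with base mean removed, these become 37, 4 and 85, and Spearman rho with the calls is 0.789. MNR2 is also the only VP of the 11 whose log2 fold changes do not rise with base mean (Spearman 0.006).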

### MTAC detects clustering among activated *MET* genes

Having demonstrated MTAC as a powerful method for capturing NPC-mediated interactions, we next investigated if it could detect chromosomal interactions between co-regulated genes. Our previous 3C measurements indicated that a methionine regulated gene, *MET13*, contacts a few co-regulated genes, and such interactions showed higher strength with methionine depletion (activating condition; -met)^36^. To further probe the proximity among the *MET* genes, we carried out Hi-C in -met conditions to measure the contact frequencies among genome-wide Met4 targets (Materials and Methods) (Supplementary Fig. 7). We also carried out the same analysis using published Hi-C maps in +met^37^ (Supplementary Fig. 7). In both conditions, these Hi-C datasets fail to detect any significant interactions between individual pairs of Met4-targeted sites. Even the compiled contact maps for all pairs do not show significant signals (Fig. 4A). Since Met4 targets are distributed across many chromosomes, these data are consistent with Supplementary Fig. 3E that it is hard to detect inter-chromosomal contacts from Hi-C^14^. We thus applied MTAC to measure the proximity among *MET* genes in ±met conditions. We first performed MTAC by placing the VP at *TRP2*, which is 3 kb away from a Met4-targeted gene, *MET6* (Fig. 4B). 

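TRP2 encodes a subunit of anthranilate synthase on chromosome V. Cells with the TRP2 VP were grown with or without methionine, with 2 libraries each (3955143 and 4071011 reads with it, 2336606 and 2536546 without) and their own controls without LacO (3278012 to 3437007 and 3543876 to 3896569 reads). Median SEs were 0.28 with methionine and 0.22 without. Both conditions were compared at each NDR by the difference of log2 fold changes over the root of the summed squared SEs. Targets of Met4 were represented by a list of 40 genes of the methionine regulon, written from general knowledge, with 46 NDRs near them.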

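MET6, which encodes methionine synthase, lies 3.69 kb from the TRP2 VP, and its NDR shared with IES5 had log2 fold changes of 2.63 (SE 0.15) with methionine and 3.60 (SE 0.14) without it in the authors' deposited tables. TRP2's own NDR had 3.40 (SE 0.27) and 3.31 (SE 0.21) in the authors' deposited tables. PTP3, a tyrosine phosphatase gene 27.2 kb away, had 0.70 (SE 0.17) with and 1.44 (SE 0.15) without methionine in the authors' deposited tables. The only NDR called beyond 30 kb with methionine lies at PET122, a gene for mitochondrial translation, at 0.95 (SE 0.19) with and 1.26 (SE 0.18) without methionine in the authors' deposited tables. GPP2 and THO1 (0.75, SE 0.17) and RPL34A and HMF1 (0.89, SE 0.21) on chromosome V were called without methionine in the authors' deposited table. MAM3 and RPA135 were among 13 NDRs lower than in the control with methionine, at -1.10 and -1.27 in the authors' deposited table, and none was lower without it.
Over all NDRs, the difference between conditions passed at MET6 (difference 0.97) and at MUP1 (1.12, adjusted p = 0.0051 each), and none was higher with methionine. At an unadjusted p under 0.05, 75 NDRs were higher without methionine and 11 with it. The difference at PTP3 was 0.74 (adjusted p = 0.700). With the rise of log2 fold change with base mean removed, no NDR passed, and the differences were 0.50 (SE 0.20) at MET6 and 0.83 (SE 0.24) at MUP1, from values of the authors' deposited tables.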

In the +met repressive condition, only five local and one far-*cis* interactions were detected, whereas in -met, five *trans* interactions emerged (Fig. 4C). 

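The trans NDRs called from TRP2 without methionine were MUP1 with a log2 fold change of 1.25 (SE 0.16), MET13 with 0.96 (SE 0.14) and at its second NDR 0.81 (SE 0.14), STR3 with 0.95 (SE 0.16) and YKL068W-A (XI, 308729) with 0.80 (SE 0.16) in the authors' deposited table. Recomputed adjusted p values were 2.8e-12, 1.9e-09, 1.2e-05, 1.7e-06 and 5.1e-04. MUP1 imports methionine, and STR3 and MET13 act in its synthesis. With methionine, the same NDRs had 0.13 (SE 0.18), 0.47 (SE 0.29), 0.48, 0.11 (SE 0.18) and 0.04 (SE 0.17) in the authors' deposited table. Tested over all NDRs, the difference passed at MUP1 (adjusted p = 0.0051) and not at STR3 (0.580), YKL068W-A (0.700) or the MET13 NDRs.
Of 44 trans NDRs near methionine regulon genes, 3 were called without methionine, against 2 of 4544 others (odds ratio 166, Fisher p = 8.1e-06, adjusted p = 1.5e-04). Only MUP1 of these 3 lay above a log2 cutoff of 1. STR3 and MUP1 were also called from all 11 VPs that share the control at 2 h, and MET13 from 3 of them. From MNR2, the same test gave an odds ratio of 238, so these calls are not particular to VPs near MET6. With methionine none of the 44 was called. Over the whole list, the median difference between conditions was 0.06 (permutation p = 0.198), with 26 of 44 NDRs higher without methionine. From the 5 trans NDRs near Met4 sites, the paper proposes that co-regulated methionine genes cluster in the nucleus.

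**Figure D1:**
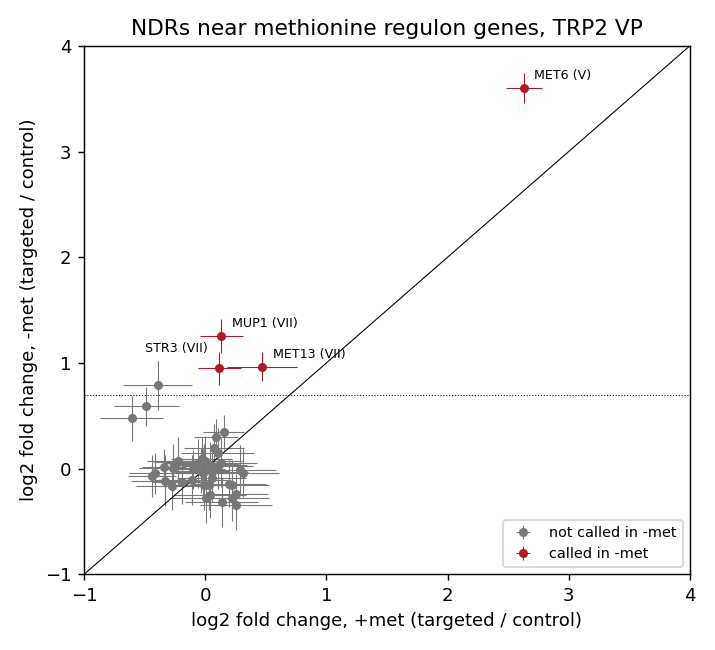
Log2 fold change from the TRP2 VP with methionine (horizontal axis) and without methionine (vertical axis) at NDRs near methionine regulon genes. Each point is an NDR, red points are called without methionine, bars are the SEs of the authors' deposited tables, the dotted line marks a log2 fold change of 0.7, and the diagonal marks equal values.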

Strikingly, all five *trans-*interacting NDRs are proximal to Met4 binding sites (two of them are adjacent to *MET13*) (Fig. 4D). This overlap is highly significant (*P*-value < 1e-5), especially given that Met4 ChIP-seq only shows 45 peaks throughout the entire genome.

**Fig. 4:**
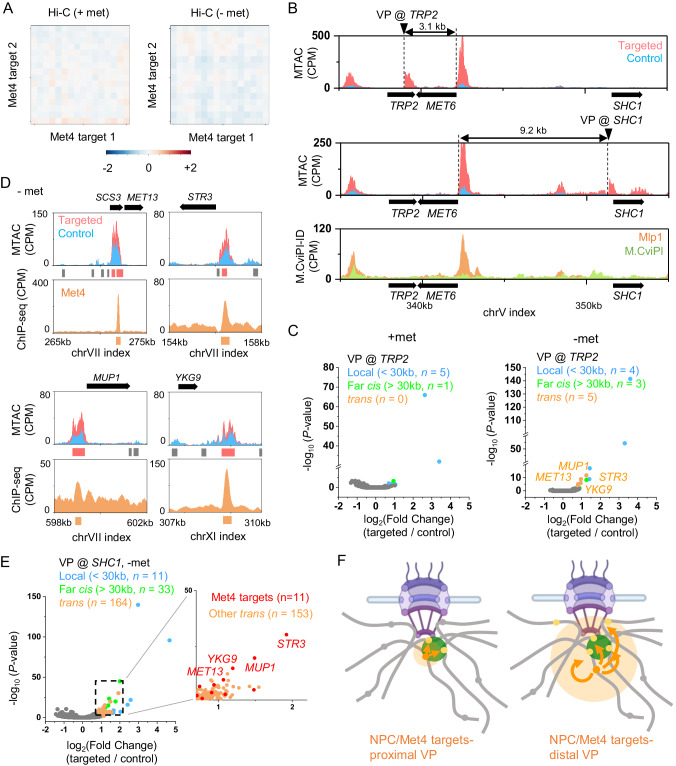
MTAC captures the clustering among activated MET genes. **A** Hi-C aggregate plot on Met4-regulated genes in –met (our data) and +met (Bastié et al.^37^.) conditions. The Hi-C signals (log2(observed/expected)) are binned with a 10 kb resolution. Signals centered around Met4 ChIP peaks are aggregated and plotted within +− 70 kb regions. **B** MTAC and Mlp1 M.CviPI-ID data near the *TRP2* and *SHC1* VPs. The *TRP2* and *SHC1* VPs are 3.1 kb and 9.2 kb from a Met4-regulated gene, *MET6*. **C** Volcano plot of MTAC signals from the *TRP2* VP in ± met conditions. **D** MTAC and Met4 ChIP-seq data over the five *trans*-interacting NDRs at the *TRP2* VP. Two of these NDRs are adjacent to the *MET13* gene. Met4 ChIP-seq peaks are shown as orange bars. **E** Volcano plot of MTAC signals from the *SHC1* VP in –met condition. Inset is a zoom-in volcano plot of the *trans*-Interacting NDRs. Met4 targets are shown in red and other *trans*-interacting NDRs are shown in orange. **F** Clustering of the activated *MET* genes detected by proximal vs distal VPs. Created with Biorender.com. Statistical tests for (**C**) and (**E**) are based on two-sided Wald test with *P*-value adjustment for multiple comparisons (Benjamini & Hochberg method) by DESeq2 (*n* = 2 biologically independent samples per group).

The number of interactions captured by MTAC in Fig. 4C is small, potentially because *MET6* is NPC-associated, and the VP used above is very close to the NPC contact point (Fig. 4B). We therefore moved the VP to *SHC1*, a locus ~9 kb away from *MET6* (Fig. 4B), and performed MTAC in -met. 

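SHC1 lies on chromosome V, and MET6 is 10.1 kb from the midpoint of the gene. The 2 SHC1 libraries held 1562438 and 1987853 reads. The control levels worked out from the SHC1 table correlate with those of the YBP2 table at 0.9993 and with those of TRP2 without methionine at 0.953 across NDRs. The labels do not give the medium of the control shared with YBP2, so the SHC1 log2 fold changes at STR3, MUP1 and MET13 are not known to compare strains in the same medium. Calls near methionine regulon genes were counted against other trans NDRs, as for TRP2.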

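The NDR of MET6 and IES5, an INO80 subunit gene, had a log2 fold change of 2.98 (SE 0.12) from SHC1 in the authors' deposited table, with a recomputed adjusted p of 3.9e-140. Farther on chromosome V lay PTP3 at 41.0 kb with 2.00 (SE 0.14), COM2 at 70.1 kb with 1.43 (SE 0.13), PET122 with 1.77 (SE 0.18), MNN1 with 1.38 (SE 0.16) and PMP2 with 1.22 (SE 0.15) in the authors' deposited table. In all, 33 far-cis and 164 trans NDRs were called from SHC1, along with 11 local ones. Far-cis calls made up 15.1% of NDRs on chromosome V beyond 30 kb, trans calls 3.57% of NDRs elsewhere (odds ratio 4.79, Fisher p = 2.7e-11). The subtelomeric NDRs of YBL111C (II, 5351), PAU10 (IV, 1524598) and GEX1 (III, 748) were among 47 lower than in the control, with -0.88 (SE 0.12), -1.35 (SE 0.18) and -1.09 (SE 0.18) in the authors' deposited table. With the rise of log2 fold change with base mean removed, 36 long-distance NDRs stay called.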

From this more distal VP, MTAC indeed detected many more long-distance interactions (Fig. 4E). Consistent with our observations in Fig. 2 and 3, many of these interactions (89 out of 197) are NPC-associated. 

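STR3, with 1.92 (SE 0.16), had the largest trans Wald statistic from SHC1 in the authors' deposited table, ahead of MUP1 with 1.49 (SE 0.15), PHM7 with 1.20 (SE 0.14), YGR050C with 1.12 and YIR018C-A with 1.07 (SE 0.15). The second STR3 NDR had 1.48 and MET13 0.75 (SE 0.12) in the authors' deposited table, both called (adjusted p of MET13 8.3e-08). YKL068W-A, the chromosome XI NDR called from TRP2, had 0.94 (SE 0.14) from SHC1 in the authors' deposited table and was called as well. Near methionine regulon genes, 5 of 44 trans NDRs were called, against 159 of 4545 others (Fisher p = 0.0193, adjusted p = 0.0695). STR3 and MUP1 were called from every other VP that shares this control as well. PHM7, YGR050C and YIR018C-A are outside the methionine list. From the few trans contacts at TRP2 and the many at SHC1, the paper reasons that a VP next to MET6 meets co-regulated genes only and that a more distant VP adds other pore-associated regions.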

Notably, the most significant *trans-*interactions with the *SHC1* VP occur near the same Met4 targets detected from the *TRP2* VP (Fig. 4C and E). These observations have interesting implications on the spatial organization of the *MET* regulon (see discussion) (Fig. 4F).

### MTAC reveals the mating type-specific interactions between the mating locus and RE

Long-distance chromosomal interactions have been proposed to play a significant role in a well-studied phenomenon in budding yeast called the mating type switch. The two mating types of budding yeast, a and α, are controlled by sequences in the mating locus (*MAT*) on chromosome III (chrIII). During each mother cell cycle, *HO* endonuclease is expressed and generates a double strand break (DSB) in *MAT*, which is repaired by a homologous sequence, *HMLα* or *HMRa*, on the same chromosome (Fig. 5A). To ensure effective mating type switching, *MATa* cells prefer to use *HMLα* as a donor for homologous repair, while *MATα* cells prefer *HMRa*. Such “donor preference” is promoted by a locus near *HMLα* called the Recombination Enhancer (RE) (Fig. 5A). Many genetic studies have indicated that *MAT* and RE physically interact in *MATa* cells, which leads to the preferred usage of *HMLα*^38–41^. However, previous 3C-based measurements, including our own 4C data (see below), did not detect localized contacts between *MAT* and RE, and only showed mild differences of chrIII conformation in a vs α cells^38^.

**Fig. 5:**
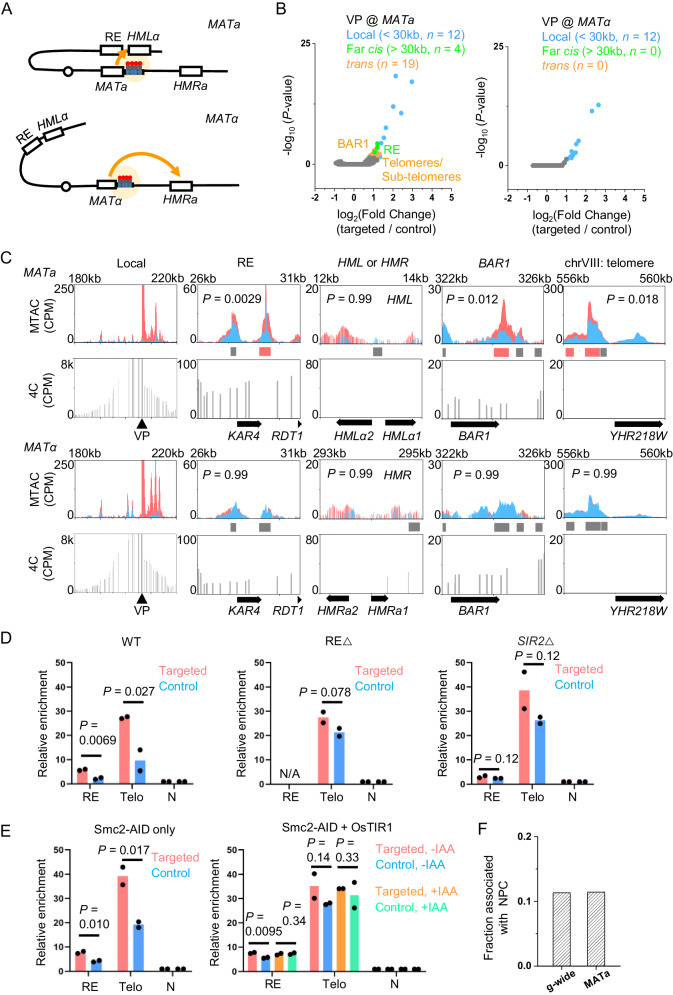
MTAC reveals the mating type-specific interactions of the mating locus. **A** Scheme of MTAC with the *MAT*a (top) or *MATα* (bottom) VP. **B** Volcano plot of MTAC signals from the *MAT* VP in *MATa* and *MATα* cell. *MATa* specifically interacts with RE, *BAR1*, telomeres and sub-telomeric regions. **C** Representative tracks of MTAC and 4C data near the *MAT* VP and other captured interacting regions in both mating types. Elevated methylation signals are observed in RE, *BAR1*, and telomere of chrVIII only in *MATa* cell. **D**, **E** MeDIP-qPCR of interacting RE and a telomeric region of *MATa* viewpoint in WT, ΔRE, *sir2*^–^, and Smc2 depleted strains (*n* = 2 biologically independent samples per group). **F** Fraction of the interacting NDRs at the *MATa* VP that are associated with NPC. Statistical tests for (**B**) and (**C**) are based on two-sided Wald test with *P*-value adjustment for multiple comparisons (Benjamini & Hochberg method) by DESeq2 (*n* = 2 biologically independent samples per group). Statistical tests for (**D**) and (**E**) are based on one-sided students’ *t*-test (*n* = 2 biologically independent samples per group). Source data are provided as a Source Data file.

To test if MTAC can better pinpoint the interactions with *MAT*, we inserted the LacO array next to the *MAT* locus and performed the MTAC in both mating types (Fig. 5A). 

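The array next to MAT on chromosome III was tested in MATa cells (1466199 and 1926066 reads) and MATα cells (1243979 and 1273791 reads), each against a control without LacO of its own mating type (1779710 to 2021677 and 1096130 to 1366041 reads). The sample labels give 2 h of induction, the paper 3 h. Median base means were 23.6 (MATa) and 17.7 (MATα), and median SEs 0.35 and 0.29. Distances were measured from the midpoint of TAF2, beside MAT. The mating types were compared at each NDR by the difference of log2 fold changes over the root of the summed squared SEs. On simulated tables with these SEs, a difference of 1 was found at 14% of NDRs, a difference of 1.5 at 42% and a difference of 2 at 90%.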

In *MATα* cells, only local interactions were detected (Fig. 5B). In contrast, MTAC captured 4 far-*cis* and 19 *trans* interactions in *MATa* cells, 13 of which are at telomeric or sub-telomeric regions (<10 kb from the chromosome ends) (Fig. 5B). 

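In MATα cells, the NDR of YCR043C (III, 206679), 3.39 kb from the VP, had a log2 fold change of 2.65 (SE 0.31), the mitochondrial ribosome gene IMG1 2.31 (SE 0.29), and TVS1 and TAH1 1.62 (SE 0.28) in the authors' deposited table. These are among 13 local calls, with recomputed adjusted p of 1.8e-13, 3.4e-12 and 8.3e-06. Beyond 30 kb none was called at the paper's cutoffs, and 6 NDRs there were raised at an unadjusted p under 0.05. In MATa cells, YCR043C had 4.99 (SE 0.24), IMG1 2.97 (SE 0.32) and the NDR of BUD23 and ARE1 2.14 (SE 0.22) in the authors' deposited table, with 12 local calls. The difference between mating types at YCR043C was 2.34 (adjusted p = 1.9e-05), the only NDR that passed over all NDRs. At an unadjusted p under 0.05, 63 NDRs were higher in MATa and 12 in MATα.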

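In MATa cells the long-distance NDRs with the largest Wald statistics were GEX1, a glutathione exchanger gene (III, 748), YBL111C (II, 6254), YIL177C (IX, 7424) and GEX2 (XI, 665880) near chromosome ends, PAU18 (XII, 11732), NDJ1, a meiotic telomere protein gene (XV, 117722), and PMP1 (III, 163242), 40.0 kb from the VP. Their log2 fold changes in the authors' deposited table were 1.20 (SE 0.24), 1.18 (SE 0.24), 1.04 (SE 0.23), 1.12 (SE 0.26), 1.11 (SE 0.25), 1.02 (SE 0.22) and 1.20 (SE 0.23). ARA1, an arabinose dehydrogenase gene far from any end, had 1.31 (SE 0.32) in the authors' deposited table. At the right end of chromosome VIII, IMD2 (556068) had 0.94 and YHR218W (556871) 0.75 in MATa cells, and 0.15 and 0.11 in MATα cells, by the authors' deposited tables.
Of 23 long-distance calls, 14 lay under 10 kb from a chromosome end, at 12 ends and at most 7.42 kb away. They are 15.4% of the 91 NDRs near ends, against 0.191% of 4702 others (odds ratio 94.8, Fisher p = 2.0e-19). All NDRs near ends had a mean of 0.27 (SD 0.52) in MATa (permutation p = 1e-05, the smallest the permutations can give) and -0.03 (SD 0.19) in MATα (permutation p = 0.244). YIL177C, YJL225C, PAU10, YER188C-A and YRF1-6 lay 7.42, 7.41, 7.335, 7.31 and 7.07 kb from their ends. For repetitive or homologous regions, the paper names longer reads as an option. Whether reads shared among similar ends bear on these calls was not tested, and both tests take the NDRs as independent. The 23 NDRs had a median of 1.03 in MATa and 0.08 in MATα. The 23 calls become 13 at a log2 cutoff of 1, with 6 near ends, 0 with a one-sided test against 0.7 and 41 with the trend of log2 fold change with base mean removed. No difference at these NDRs passed over all NDRs, and 20 of 23 passed adjusted over the list alone, a list drawn for being called in MATa.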

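The NDR over RE (III, 28977), beside KAR4 and 174 kb from the VP, had a log2 fold change of 1.06 (SE 0.24) in MATa and 0.18 (SE 0.30) in MATα cells in the authors' deposited tables. Its recomputed adjusted p in MATa was 0.0035. KAR4 encodes a transcription factor for nuclear fusion. The neighbors on both sides, at 27779 with 0.61 (SE 0.31) and at 31198 near SPB1 and RDT1 with 0.74 (SE 0.38), were not called in the authors' deposited table at the same cutoffs. The difference between mating types at RE was 0.88 (adjusted p = 0.0378 over the list alone of NDRs called in MATa, and 0.999 over all NDRs).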

Remarkably, one of the far-*cis* interaction sites is directly over RE (Fig. 5C). 

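BAR1, whose protein degrades alpha factor, lies at 322342 to 324105 on chromosome IX, and an NDR at its 3' end (324040) had a log2 fold change of 1.22 (SE 0.31) in MATa and -0.30 (SE 0.31) in MATα cells in the authors' deposited tables. The recomputed adjusted p in MATa was 0.0139. Upstream of BAR1 (322031) the value was -0.02 (SE 0.36), and beyond its 3' end (324931) it was 0.48 in the authors' deposited table, neither called. The difference between mating types at 324040 was 1.52 (adjusted p = 0.0041 over the list alone of NDRs called in MATa, and 0.641 over all NDRs). Just upstream of a-specific genes such as MFA1, STE2 and BAR1 itself, none of 4 NDRs was called (Fisher p = 1).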

We also detected interactions with *BAR1*, a gene that is only expressed in *MATa* cells (Fig. 5C), although the functional significance of this interaction is unclear. 

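At HML, the silent cassette on the left arm of chromosome III, 3 NDRs had log2 fold changes of 0.11, -0.07 and 0.43 in MATa cells in the authors' deposited table. At HMR on the right arm, 4 NDRs had 0.11, 0.04, 0.57 and 0.57 (SE 0.33 for the last) in the authors' deposited table. None of the 7 was called, and base means of NDRs at these cassettes ran from 2.78 to 42.3 in MATa cells in the authors' deposited table. The paper leaves open whether rare contact or sparse NDRs account for this.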

No significant interactions between *MATa*/α and *HML*/*HMR* were found (Fig. 5C), which may be due to intrinsically low contact frequencies and/or the lack of extensive NDRs in *HML*/*HMR*. None of these specific interactions are detected by 4C. In particular, 4C data shows elevated contact frequencies over the left arm of chrIII in *MATa* cells, but such elevation is diffusive without distinct peaks (Fig. 5C).

To further corroborate our findings, we forced the cells to switch mating type by expressing the *HO* endonuclease controlled by the *GAL1* promoter^42,43^. Following the procedure in Supplementary Fig. 8A, we generated a pulse of HO expression that led to the mating-type switch in ~47% of the cells (Supplementary Fig. 8B & C). As a control, the cells continuously incubated with glucose show no switching (Supplementary Fig. 8B, C). 

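After switching, the deposited tables cover cells that began as MATa (1903572 and 2083163 reads) and as MATα (1700940 and 1929813 reads), given galactose for 2 h and then glucose for 1 h, against cells of both types kept in glucose for 3 h. Controls had 2124145 to 3156921 and 858921 to 864864 reads. Median SEs after switching were 0.27 and 0.32. For each type, cells given galactose were compared with cells kept in glucose at each NDR, as were means over the 23 long-distance NDRs called in unswitched MATa. By the paper's account only part of the cells switched. Former MATa and former MATα cells below are thus mixtures, named by their type at the start. Sugar differs together with switching, and their effects cannot be told apart.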

We applied MTAC using the same *MAT* VP to the population after switching, which contains a mixture of *MATa* and *MATα* cells. 

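In cells that began as MATa, PAU18 fell by 1.80 after switching (log2 fold change 1.11 before, -0.70 after), YBL111C went from 1.18 to -0.56, GEX2 from 1.12 to -0.63 and RE from 1.06 to 0.00 in the authors' deposited tables. YHR218W (VIII, 556871) went from 0.75 to 0.28 in the authors' deposited tables, and over all NDRs neither this difference nor that at RE (adjusted p = 0.457) passed. Tests over all NDRs found 15 lower and none higher after switching, with 116 lower and 64 higher at an unadjusted p under 0.05. With the trend with base mean removed, which runs in opposite directions in these tables (Spearman -0.22 before and 0.35 after switching), 35 were lower. The 2 trans NDRs called after switching, neither of them called before, were AFG3 (V, 191884; 0.98, SE 0.23) and YGR067C (VII, 625214; 0.85, SE 0.21) in the authors' deposited table.
In cells that began as MATα, YAR010C (I, 165637; 1.24, SE 0.27), YHR218W (1.01, SE 0.22), NDJ1 (1.17, SE 0.26) and YPR137C-B (XVI, 810040; 1.15, SE 0.28) were called in trans after switching in the authors' deposited table. YCR043C beside MAT rose by 2.31 and was the only NDR to pass. The other values at the same threshold were 29 higher and 14 lower at an unadjusted p under 0.05.
Over the 23 NDRs called in unswitched MATa, the mean changed by -1.33 (SD 0.38) in former MATa cells, with 23 of 23 lower (permutation p = 1e-05, the smallest the permutations can give), and by 0.40 (SD 0.30) in former MATα cells, with 21 of 23 higher. The 90 NDRs near chromosome ends had a mean of 0.30 (SD 0.33) in former MATα cells, and in former MATa cells 91 had -0.13 (SD 0.28). The paper proposes that this loss and this gain are the pattern of a mixed population. In former MATa cells, however, the mean over the 23 NDRs went from 1.03 to -0.30, below that of unswitched MATα cells (0.06). Mixing of unswitched MATa and MATα values alone does not give such a mean. The 23 NDRs were drawn for high values in unswitched MATa, so part of their fall follows from that choice.

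**Figure D2:**
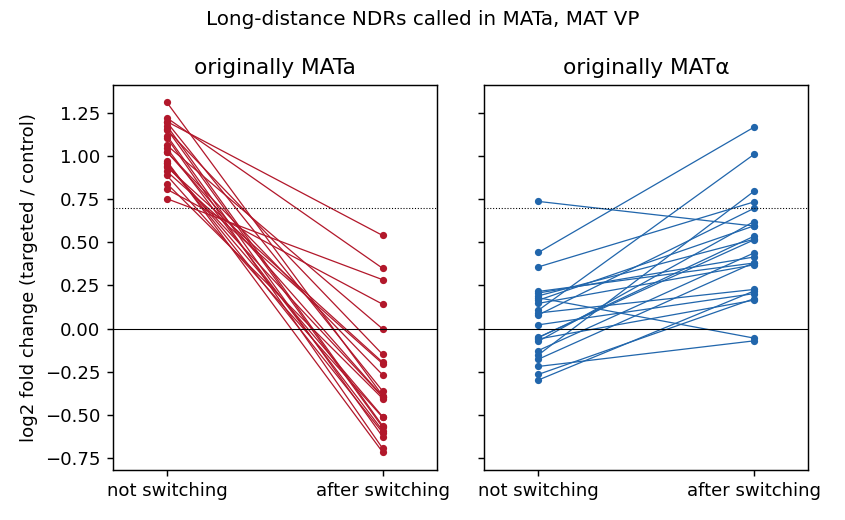
Log2 fold change from the MAT VP before and after switching at the long-distance NDRs called in unswitched MATa cells. Points are NDRs, joined by a line between both states, in cells that began as MATa (left, red) and as MATα (right, blue). Values are those of the authors' deposited tables, whose SEs are not drawn, and the dotted line marks a log2 fold change of 0.7.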

The interaction patterns are consistent with a mixed population: cells that were originally *MATa* lose most of their long-distance contacts, while those originally *MATα* gain interactions with a few telomeres (Supplementary Fig. 8D, E). These findings confirm the interactions with *MAT* found in Fig. 5B and illustrate their dynamic changes during the mating type switching process.

Previous studies indicate that RE, Sir2, and condensin are important for *MATa* interactions^42,44^. To test if these elements indeed lead to changes of MTAC signals, we constructed strains containing a RE or *SIR2* gene deletion, or auxin-degradable Smc2 (Smc2-AID) (Materials and Methods). Since Smc2-AID shows a partial degradation (reduced to ~50% of wt level) in the presence of ubiquitin ligase OsTIR1 even without auxin (Supplementary Fig. 8F), we compared Smc2-AID strains with or without OsTIR1. We applied MTAC to these cells using the same *MATa* VP and measured its interaction to RE and a telomeric region (chrXII: 5422-5571) by MeDIP-qPCR. Consistent with Fig. 5B, *MATa* in the wt cells shows interactions with RE and telomere, as indicated by the significant differences in their MeDIP signals between targeted and control strains (Fig. 5D). These interactions disappear in the strains with RE or *SIR2* gene deletion (Fig. 5D). In the condensin-depletion strains, these interactions can be detected with Smc2-AID in the absence of OsTIR1 (Smc2-AID only) but become weaker or non-significant in the presence of OsTIR1 with or without auxin (Fig. 5E), which shows that even a partial condensin loss can compromise these long-distance interactions. These results support the critical roles of RE, Sir2, and condensin in establishing *MATa* interactions. They also demonstrate that MTAC can be used to probe the mechanisms of long-distance chromosomal interactions through mutational perturbation.

### MTAC reveals a partitioned occupancy of nuclear space by different genomic loci

In comparison to other VPs tested in this study, the *MATa* VP has a unique interaction pattern. 

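STR3, MUP1 and DMA2 were called from all 11 VPs tested at 2 h, and HXT1, SLM4 and YGR050C from 10. YBP2 shared 79 long-distance NDRs with LHS1 (4.16 for independent lists, Fisher p = 4.2e-94), 69 with SHC1 (4.73, Fisher p = 5.2e-70) and 52 with CDC43 (2.74, Fisher p = 3.9e-58). LHS1 and SHC1 shared 90 (7.22, Fisher p = 6.0e-85), CDC43 and SHC1 72 (4.79, Fisher p = 9.7e-75), and CDC43 and LHS1 65 (4.25, Fisher p = 6.1e-67). Of 390 NDRs called from at least 1 of the 11 VPs, 213 were called from more than 1. With the rise of log2 fold change with base mean removed, these numbers were 87 and 33.
These tables share control libraries, and simulated tables without interactions shared at most 1 NDR. Few NDRs can pass an adjusted p under 0.05 in such simulated tables, so a small overlap was fixed by design and is no test. Those simulations left out the rise of log2 fold change with base mean. With that rise and noise alone, single simulated tables gave 30 (YBP2), 26 (SHC1) and 19 (LHS1) calls. The simulated numbers and those for independent lists may therefore be too low. Log2 fold changes correlated across NDRs at 0.79 (YBP2 and LHS1), 0.65 (YBP2 and SHC1), 0.67 (YBP2 and CDC43), 0.69 (LHS1 and SHC1), 0.75 (CDC43 and SHC1) and 0.70 (CDC43 and LHS1). The covariances were 0.114, 0.0982, 0.0833, 0.114, 0.107 and 0.0949, against 0.0455, 0.0485, 0.0405, 0.0479, 0.0427 and 0.0400 in the simulations. After removal of the rise of log2 fold change with base mean, shared NDRs numbered 6, 6, 7, 13, 15 and 10 in this order.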

All the other VPs tend to make interactions with NPC-associated NDRs (Fig. 3D), and therefore, their contacts have significant overlaps (Supplementary Fig. 9). In contrast, the contacts made by *MATa* VP are not enriched with NPC association and have almost no overlap with the other VPs (Fig. 5F and Supplementary Fig. 9). This observation implies that *MATa* is physically isolated from the bulk of the genome, presumably through interaction with the telomeres. It also raises an interesting possibility that the correlation of the MTAC data can reveal co-localization or separation in nuclear space among genomic loci. 

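The 23 long-distance NDRs of MATa, which include RE, BAR1 and subtelomeric GEX1, GEX2 and PAU18, shared 1 NDR with YBP2 (0.560 for independent lists, Fisher p = 0.434). They shared none with CDC43, LHS1 or SHC1, where independent lists would share 0.559, 0.831 and 0.940 (Fisher p = 1 each). Across NDRs, the log2 fold changes of MATa correlated with those of YBP2, CDC43, LHS1 and SHC1 at -0.24, -0.31, -0.28 and -0.40. The covariances were -0.0262, -0.0320, -0.0337 and -0.0507. The MATa table has its own control libraries, so simulated covariances with it are 0 by design and test nothing. Log2 fold change falls with base mean in MATa (Spearman -0.22) and rises in the other 4 (0.53, 0.51, 0.55 and 0.56). With these trends removed, the correlations were -0.17, -0.23, -0.21 and -0.34. From the lack of overlap, the paper proposes that MATa is set apart from most of the genome through contact with telomeres.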

More specifically, NDRs located in overlapped nuclear space should make similar interactions with VPs, and therefore, their MTAC signals should be positively correlated, while NDRs in separate nuclear space should show the opposite trend.

To test this idea, we collected the MTAC signals from all interacting NDRs (*N* = 487) with different VPs and calculated the pair-wise Pearson’s correlations among these NDRs (Fig. 6A). 

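The 15 tables behind the correlations are the 11 tested at 2 h, TRP2 with and without methionine, and MATa and MATα. All 487 NDRs of the paper's cluster list were called in at least 1 of these tables. Pearson correlations of log2 fold changes over the 15 tables were recomputed and set beside 23376 coefficients of the paper's supplement, for 487 NDRs against 48 of them. These include each of the 48 with itself and count pairs among the 48 more than once. Both sets correlated at 0.990, with 98.2% of equal sign. The clusters are the authors' own, so means within and between them describe the groups they were made from.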

We then clustered the correlation coefficients hierarchically (Materials and Methods) and plotted using a heatmap (Fig. 6B). 

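STR3 and MUP1, called from 12 of the 15 VPs, fall in cluster 3, and DMA2, called from 11, in cluster 1. PTP3 and PET122, called from 9, are in cluster 5. The mean correlation was 0.791 between NDRs of the same cluster and 0.153 between clusters. Within clusters 2 to 6 it was 0.571, 0.444, 0.525, 0.567 and 0.613. A hierarchical grouping into 6 clusters by Ward's method matched the authors' groups with an adjusted Rand index of 0.431, and average linkage with 0.716.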

Six major clusters emerged with strong positive correlations within each cluster and weaker or even negative correlations in-between (Fig. 6B). The most striking negative correlation occurs between cluster 6 and all the other clusters (Fig. 6B). 

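Cluster 6, which holds RE, GEX1 and NDJ1, had a mean correlation of -0.371 with NDRs of all other clusters, and 85.6% of these pairs were negative. It was -0.481 with 1a, where HXT1, SLM4 and YGR050C fall, -0.489 with 1b and -0.340 with 1c, the group of DMA2. With cluster 3, where STR3 and MUP1 fall, it was -0.235, with cluster 5 (PTP3, PET122) -0.354, with cluster 4 -0.133 and with cluster 2 -0.044. Without the MATa and MATα tables the mean over all others was -0.054, so this value depends on which VPs are included.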

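Among the 39 NDRs of cluster 6, 17 lie on chromosome III and 15 under 10 kb from a chromosome end. By the closest VP from which each was called, 13 of them are local, 5 far-cis, such as PMP1 and the NDR beside KAR4, and 21 trans, such as YBL111C, GEX2 and ARA1. The NDRs not called from MATa in the deposited table are TAH1 (III, 224747; log2 fold change 0.90), SNF4, a glucose-signaling kinase subunit gene (VII, 291710; 0.45), CCW14 (XII, 903409; 0.60) and one at the left end of chromosome XV (0.80) in the authors' deposited table. Counting MATα as well, 36 were called.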

Consistent with the observations in Supplementary Fig. 9, the vast majority of the NDRs in cluster 6 are the ones that interact with the *MATa* VP (35 out of 39), including *MAT*-proximal regions, RE, telomeres, and subtelomeric regions. A telomeric region (chrXV:15-149) that was previously not captured by *MATa* VP also appears in cluster 6. In comparison with other clusters, cluster 6 is the least associated with NPC (Fig. 6B). These data again suggest that *MATa*, RE and telomeres occupy a distinct nuclear space and separate from other NPC-associated regions.

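At this left end of chromosome XV, the NDR beside YOL166W-A had an SE of 0.25 and a recomputed adjusted p of 0.120 in MATa, and a log2 fold change of -0.01 in MATα cells, by the authors' deposited tables. From YBP2 it had 0.76 and was called (adjusted p = 0.017) in the authors' deposited table. It had 0.61 from VHR1, 0.58 from LHS1, -0.64 from SHC1 and -0.73 from PUS2 in the authors' deposited tables. A second NDR of the same end (XV, 468) was called from MATa, with 1.16 (SE 0.26) in the authors' deposited table. From the negative correlations and the members of cluster 6, the paper proposes that MATa, RE and telomeres share a part of the nucleus apart from pore-associated regions.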

**Fig. 6:**
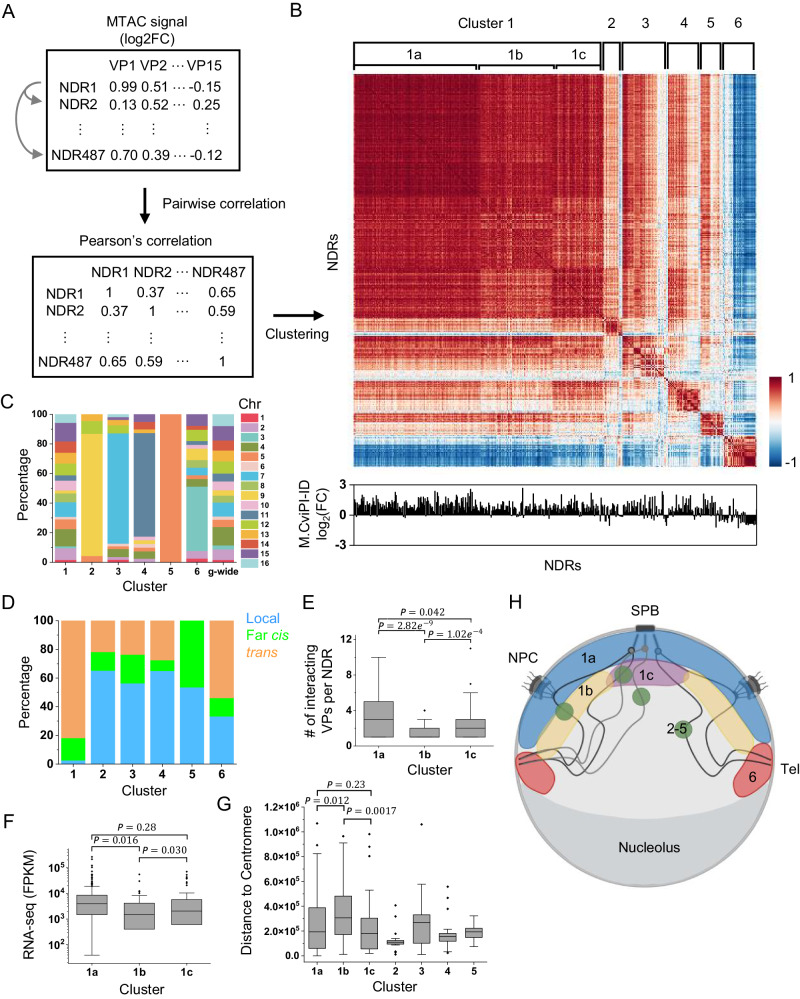
MTAC reveals the partitioned usage of nuclear space. **A** Scheme of correlation clustering analysis. MTAC signals from 15 VPs are calculated for 488 NDRs that are captured to be interacting regions with at least one of the VPs. Pairwise Pearson’s correlation is calculated for each NDR based on their MTAC signals from each VP. Correlation coefficient matrix is then clustered hierarchically to generate the heatmap in B. Cluster 1: *n* = 302 NDRs, cluster 2: *n* = 23 NDRs, cluster 3: *n* = 55 NDRs, cluster 4: *n* = 40 NDRs, cluster 5: *n* = 28 NDRs, cluster 6: *n* = 39 NDRs. **B** Clustered correlation heatmap. Six distinct clusters are found. Cluster 1 can be further divided into 1a-c. Bottom: Mlp1 M.CviPI-ID signals for the corresponding NDRs. **C** Percentage of chromosomes on which NDRs locate in each cluster. Genome-wide NDR locations are plotted as comparison. **D** Interaction types (local, far *cis*, and *trans*) of NDRs in each cluster. If multiple types of interactions are made by the same NDR, local interaction is counted before far *cis*, and far *cis* before *trans*. **E** Number of interacting VPs per NDR in cluster 1a, 1b and 1c. Cluster 1a: *n* = 154 NDRs, cluster 1b: *n* = 85 NDRs, cluster 1c: *n* = 63 NDRs. **F** RNA-seq counts of nearest gene of NDRs in cluster 1a (*n* = 154 genes), 1b (*n* = 82 genes), and 1c (*n* = 61 genes). FPKM, Fragments Per Kilobase of transcript per Million mapped reads. (*n* = 2 biologically independent samples per group) **G** Distance to centromere of NDRs in each cluster. Cluster 1a: *n* = 154 NDRs, cluster 1b: *n* = 85 NDRs, cluster 1c: *n* = 63 NDRs, cluster 2: *n* = 23 NDRs, cluster 3: *n* = 55 NDRs, cluster 4: *n* = 40 NDRs, cluster 5: *n* = 28 NDRs. **H** Model of the nuclear distributions of NDRs in different clusters. Created with Biorender.com. Box plot notation (**E**), (**F**), and (**G**): center line, median; box limits, 25th and 75th percentiles; boundaries of the whiskers, minimum and maximum values; points, outliers. Statistical tests for (**E**), (**F**), and (**G**) are based on two-sided students’ *t*-test. Source data are provided as a Source Data file.

For Cluster 2–5, the majority of NDRs in each cluster belong to a single chromosome that contains VPs tested in this study (Fig. 6C). 

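Cluster 5, with PTP3 and PET122, has 28 of 28 NDRs on chromosome V, where SHC1, LSM4 and TRP2 lie. Cluster 4 has 28 of 40 on XI (LHS1, MBR1, MNR2), cluster 3, with STR3 and MUP1, 41 of 55 on VII (YBP2, PUS2, OLE1, CDC43, PCL10), and cluster 2 has 19 of 23 on IX (VHR1). By the closest VP from which each NDR was called, clusters 2 to 5 hold 15, 30, 26 and 15 local, 3, 12, 3 and 13 far-cis, and 5, 13, 11 and 0 trans NDRs.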

Most of the interactions made by these NDRs are thus local and far *cis* interactions with the VPs on the same chromosomes (Fig. 6D). In contrast, the NDRs in Cluster 1 are more evenly distributed on different chromosomes, making mostly *trans* and far *cis* interactions with the VPs (Fig. 6C, D). Therefore, these clusters also reflect spatial separation: Cluster 1 makes long-distance chromosomal interactions in the proximity of NPCs, while many NDRs in Cluster 2–5 contact VPs due to local folding, which can occur anywhere in the nuclei.

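Cluster 1, with HXT1, SLM4, YGR050C and DMA2, holds 302 NDRs on all 16 chromosomes, at most 38 of them on a single chromosome (XV). By the same classes, 247 are trans, 49 far-cis and 6 local. From the chromosomes and classes of clusters 1 to 5, the paper concludes that cluster 1 reflects contacts made near nuclear pores and clusters 2 to 5 local folding.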

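Cluster 1a holds 154 NDRs, among them TIR4, YIR018C-A, PET8 and MNN1, cluster 1b 85 and cluster 1c 63. Mean correlations were 0.899 within 1a, 0.770 within 1b and 0.772 within 1c. Between them they were 0.810 (1a and 1b), 0.807 (1a and 1c) and 0.684 (1b and 1c).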

Cluster 1 can be further divided into sub-clusters a-c, where the correlations are higher within portion 1a and weaker in 1b and 1c. NDRs in cluster 1a have the strongest association with NPCs (Fig. 6B) and interact with significantly more VPs than those in 1b and 1c (Fig. 6E). 

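NDRs of cluster 1a, such as HXT1 and SLM4, were called from 3.27 VPs on average (SD 2.30), those of 1b from 1.67 (SD 0.89) and those of 1c, such as DMA2, from 2.60 (SD 1.89). The difference between 1a and 1b had a permutation p of 1e-05, the smallest the permutations can give, and that between 1a and 1c a permutation p of 0.0447 (adjusted p = 3.0e-05 and 0.0447). Between 1b and 1c, the permutation p was 1.2e-04. All of these differences depend on how the calls are made. With a log2 cutoff of 1, with a one-sided test against 0.7, or with the rise of log2 fold change with base mean removed, none passed (for 1a and 1b, adjusted p = 0.386, 1 and 0.490). The one-sided test and the removal of that rise also reverse the order of 1a and 1c, and the one-sided test that of 1a and 1b.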

Further analysis of the RNA-seq data shows that genes adjacent to cluster 1a NDRs tend to have large RNA-seq counts (Fig. 6F). Overall, these data indicate that cluster 1a represents highly expressed genes that are more stably associated with NPCs. When comparing cluster 1b and 1c, we noticed that 1c contains regions closer to the centromere (Fig. 6G). 

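DMA2, in cluster 1c, lies 221 kb from its centromere. The median distance was 180 kb for cluster 1c, 306 kb for 1b and 194 kb for 1a, whose member MNN1 lies 0.915 kb from the centromere of chromosome V. Means were 215 kb (SD 202) for 1c, 328 kb (SD 220) for 1b and 254 kb (SD 218) for 1a. The difference between 1b and 1c had a permutation p of 0.0018 (adjusted p = 0.0055), that between 1a and 1b 0.0119 (adjusted p = 0.0179), and that between 1a and 1c 0.231. NDRs on the same chromosome are not independent of each other.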

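By median distance to the centromere, clusters 2 (chromosome IX) and 4 (XI) lie at 109 and 157 kb, and clusters 3 (VII, with STR3 and MUP1) and 5 (V, with PTP3 and PET122) at 267 and 193 kb. Cluster 1c had mean correlations of 0.376 with cluster 2 and 0.447 with cluster 4, against 0.237 and 0.281 for 1b. With cluster 5 the values were 0.102 for 1c and 0.307 for 1b, and with cluster 3 they were 0.435 and 0.461. The groups were made from these correlations, so the values only describe them.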

Consistent with this observation, 1c also shows higher correlations with centromere-proximal clusters 2 and 4, while 1b is more correlated with centromere-distal clusters 3 and 5 (Fig. 6B and G). Taken together, the correlations of MTAC signals with multiple VPs among NDRs reveal a few major structural components in the nuclei that allow the partitioning of the nuclear space, including NPC, telomere, and centromere (Fig. 6H).

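Within this grouping, NDRs called from many VPs, such as HXT1 in 1a and DMA2 in 1c, stand apart from RE, GEX1 and the other MATa contacts of cluster 6. From the correlations among NDRs, the paper concludes that pores, telomeres and centromeres divide the nuclear space. Over the 11 VPs tested at 2 h alone, the mean correlation within clusters exceeded that between them by 0.409. The clusters were made in part from these same tables, so an excess is built in. Cluster 6 had a mean correlation of only -0.069 with the others over these 11 VPs, with 56.1% of pairs negative.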

## Discussion

In this work, we developed MTAC, a proximity methylation assay for capturing genome-wide chromosomal interactions with a single VP. In comparison with 4C, a widely-used method to measure genomic interactions at the same scale, MTAC offers some unique advantages. It is crosslinking, digestion, and ligation free, and therefore avoids biases generated in these steps. The procedure is simple, involving less reactions than typical 4C, Hi-C or micro-C. The use of a methyltransferase recognizing “GC” dinucleotides provides a higher resolution than 3C-based methods, as well as methods based on Dam methylase, such as DamC. The methylation marker is largely stable, allowing signals to accumulate over time and thus making it more likely to capture weaker and more dynamic interactions. Integrations of the MTAC signals over genome-wide NDRs, most of which contain multiple “GC”s, reduce the noise of the methylation measurements and enhance signal-to-noise ratios. Indeed, this work clearly demonstrates that MTAC can detect many long-distance interactions that are not captured by 4C. These advantages are accompanied by some drawbacks as well. The MTAC method requires genomic editing with long LacO repeats, which may be challenging for some species and/or cell types. The insertion points of LacO need to be carefully chosen to avoid perturbation of cellular function. Also, it is hard for MTAC to be scaled up to detect all-to-all interactions like Hi-C.

Besides establishing the method, this work also generated insights on the principles of 3D organization of the budding yeast genome. First, our results suggest that most interactions detected by MTAC are mediated through NPC tethering. Importantly, this does not mean that the bulk of the genome is constantly associated with NPCs. In contrast, NPC binding is likely to be a dynamic process^45^, but chromosomal encounters in the untethered state may be too transient to be captured by MTAC. A recent study in mammalian cells shows that NPC associated regions are enriched in super-enhancers and active genes, and are hubs for chromatin structural proteins, including CTCF and PolII^46^. Therefore, tethering by NPC could be one of the conserved mechanisms in eukaryotes that generates more stable long-distance chromosomal interactions for regulations of active transcription. Moving the VP closer to the NPC decreases the number of captured interactions, which is consistent with previous reports that tethering to the NPC reduces the chromatin sub-diffusion^45^. More generally, by manipulating VP positions, MTAC can function as a “ruler” to detect genomic loci that have variable distances to a tethering point.

Chromosomal interactions may also manifest as clustering of co-regulated genes. Recent studies in budding yeast have presented evidence that a few regulons tend to cluster upon activation, including genes responding to galactose or heat shock^47–49^. Most of these interactions were detected through imaging, which does not have the resolution to pinpoint the interactions between specific regulatory regions. Here, using a VP near *MET6*, a gene induced by methionine depletion, MTAC detects remarkably specific interactions among Met4-regulated genes only under the activating condition. Interestingly, an adjacent VP to *MET6* only captures interactions with co-regulated genes, while a more distal VP shows additional interactions with NPC-associated regions, indicating that the *MET* genes in the cluster have closer proximity to each other than to other NPC-associated genes. These results also suggest that the mechanism of *MET* clustering is different from NPC tethering. Based on previous findings that the clustering of *GAL* and heat shock genes rely on their corresponding transcription activators^47,49,50^, we speculate that Met4, or some other co-activators in the methionine-response pathway, may mediate *MET* gene interactions. The detailed mechanism requires further elucidation.

ChrIII architecture has been studied extensively due to its connection to mating type switch and donor preference^38^. Despite genetic evidence that RE makes specific interactions with the *MAT* locus, 3C-based methods only found diffusive interactions between *HML* and the right arm of chrIII, and such interactions are only mildly enhanced in the MATa cells^38^. The proximity between *MAT* and RE was also probed by imaging^38,51^, but the co-localization measurement was limited by the optical resolution. MTAC, on the other hand, captures a point-to-point interaction between *MAT* and RE in a-type cells. 

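The deposited MATa table holds 45 NDRs on the left arm of chromosome III. Apart from RE, the NDRs called are both beside GEX1 at the left end, at 748 and at 16, the latter with a log2 fold change of 0.81 (recomputed adjusted p = 0.0417) in the authors' deposited table. The arm as a whole had a mean of 0.33 (SD 0.31) in MATa, against 0.00 on other chromosomes (permutation p = 1e-05, the smallest the permutations can give). Of its 45 NDRs, 40 were raised, 8 of them at an unadjusted p under 0.05. In MATα cells the mean was 0.09 (SD 0.20), with 33 raised (permutation p = 0.0013). After switching it was 0.07 in former MATa cells (permutation p = 0.0168) and 0.05 in former MATα cells (permutation p = 0.0909). All of these tests set the arm against other chromosomes and take its NDRs as independent. They do not single out the left arm within the VP's own chromosome. RE had the second largest log2 fold change of the arm. The 55 NDRs of the right arm beyond 30 kb, on the VP's own arm, had a median of 0.43 in MATa, against 0.27 on the left arm. The arms were not matched for distance from the VP.

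**Figure D3:**
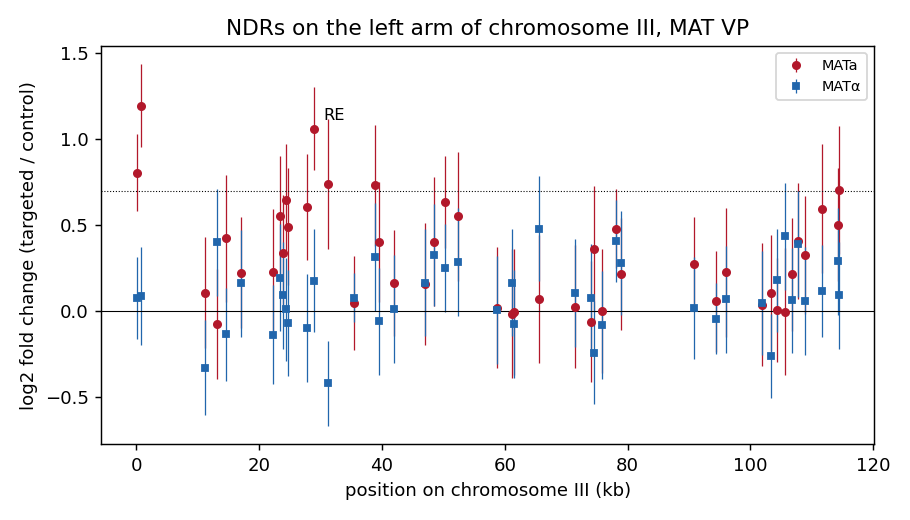
Log2 fold change from the MAT VP against position on the left arm of chromosome III. Each point is an NDR, red circles are MATa and blue squares MATα cells, bars are the SEs of the authors' deposited tables, RE is labeled, and the dotted line marks a log2 fold change of 0.7.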

Out of the 44 NDRs on the left arm of chrIII, the NDR over RE and two NDRs on telomere are the only ones showing significant MTAC signals, indicating that the interaction between *MAT*a and RE is highly specific. In terms of mechanism, published ChIP-seq data shows strong binding of condensin on the right side of RE near the ARS304 and *RDT1* gene^42^, and deletion of this region abolishes the mating type-dependent Hi-C pattern of ChrIII^38^. Consistent with this observation, we found that the depletion of condensin subunit Smc2 compromises the MTAC signal between *MATa* and RE. Functionally, condensin depletion impairs mating-type switch efficiency and donor preference^42,44^. Together, this data provides strong support for the model that condensin mediates the looping between *MATa* and RE to promote the usage of *HML* as the sequence donor.

All analyses above examine which NDRs are contacted by each VP. By collecting interaction data from multiple VPs, we can also ask the reciprocal question, i.e. which VPs are contacted by each NDR. For NDRs with a very similar interaction pattern, it is likely that they occupy similar nuclear space. Through this analysis, a few major spatial patterns start to emerge. First, NPC-associated NDRs across all 16 chromosomes (cluster 1) show high and relatively uniform correlations to each other. Except for a small degree of separation based on the proximity to centromere (cluster 1b vs 1c), there are no significant sub-clustering among these NDRs, indicating that these NPC-associated genes are well mixed without major NPC specialization (Fig. 6H). Second, NDRs that engage in local interactions with the VPs (cluster 2–5), especially those that do not bind to NPCs, show low correlations with NPC-associated NDRs. This reflects different mechanisms of interaction (local folding instead of NPC tethering) and also different locations of interaction (whole nuclei instead of on the membrane) (Fig. 6H). Finally, the NDRs close to the *MAT* and telomeres / sub-telomeric regions (cluster 6) show striking anti-correlations with NPC-associated NDRs, which indicates a spatial separation between NPC and telomeres, even though they are both anchored to the nuclear envelope (Fig. 6H). These observations are consistent with previous imaging studies showing the clustering of telomeres^52,53^. They also suggest that telomeres are attached to the envelope through different complexes other than NPCs, like the nuclear membrane proteins Mps3 and / or Esc1^54,55^. It should be noted that the correlation data in Fig. 6B depends on the VPs used in this study, and other patterns may emerge when more VPs are explored. Nevertheless, with the current VPs, MTAC is shown to be a powerful method in probing long-distance chromosomal interactions and 3D genome organization.

MTAC should have broad applications in other genetically tractable species, including mammals, with some key considerations: (1) GC content in NDRs. Ideally, multiple GCs should be present in individual NDRs to ensure a high signal-to-noise ratio. This criterion should be met in human cells, where NDRs are typically couple of hundred bps in length and GC dinucleotide occurs once every ~20 bp^56,57^. (2) Stability of the GC methylation. Unlike yeast, many species undergo an active 5mC demethylation process. Although TET enzymes in human cells have a strong preference for 5 mCG, they have lower activities towards 5mC in other sequence context^58^. It thus needs to be carefully evaluated if G5mC is stable enough for MTAC to maintain the interaction information. (3) Native DNA Methylation. Endogenous 5 mC may interfere with MTAC by elevating the background signal in the control and reducing the signal-to-noise ratio. Switching from meDIP to bisulfite sequencing may be beneficial in this case to allow the differentiation of 5 mC from different sequence context^59^.

## Methods

### Plasmid and strain construction

Standard methods were used to construct the strains and plasmids (See Supplementary Table 1 for plasmids and strains information). All strains used in this study were derived from a w303 background. MTAC control strain was constructed by integrating a *LacI-NLS-M.CviPI* into the *ADH1* locus. This fusion gene is driven by an engineered core *GAL1* promoter that binds to LexA-ER-VP16, which can be transcriptionally induced by β-estradiol^30,60^. MTAC targeted strains were constructed by integrating a plasmid containing 256X LacO repeats derived from a previous study^43^ into the corresponding VP locus into the control strain.

For strains used in Mlp1 M.CviPI-ID experiments, Mlp1 M.CviPI-ID strain and control were constructed by integrating a *Mlp1-M.CviPI-GFP* or *NLS-M.CviPI-GFP* driven by the same β-estradiol induced promoter into the *ADH1* locus. For strains used in the mating-type switching assay, a plasmid containing *GAL10pr-HO* was integrated into the *GAL10* promoter locus to express HO in both the MTAC targeted and control strains with the *MAT* VP. For strains with auxin-induced degradation, we tagged the C-terminus of endogenous Smc2 with AID and a V5 tag, and introduced OsTIR1 to the cells^61^. Depletion of the Smc2 was achieved by adding auxin (Sigma, I2886) to a final concentration of 500 μM. Strains were incubated with auxin for 1 h prior to MTAC experiment. Depletion was confirmed by western blot.

### MTAC induction and DNA preparation

Yeast strains were grown in 50 mL synthetic media with or without methionine at 30 °C to OD660 = 0.3. β-estradiol (Sigma, 50-28-2) was then added to a final concentration of 2 nM for 2 h, allowing the *LacI-NLS-M.CviPI* fusion protein to express, bind the LacO array, and methylate the neighboring DNA. To extract genomic DNA, cells were harvested, resuspended in 1 mL spheroplasting solution (1 M sorbitol, 0.5 mM 2-mercaptoethanol, 0.5 mg/mL zymolyase), and incubated at 37 °C for 30 min. After a brief centrifugation, cell pellets were resuspended in lysis buffer (65 mM EDTA, 52 mM Tris-HCl, 0.5% SDS; pH 8.0) and incubated at 65 °C for 30 min. Cell lysate was then sonicated with Diagenode Biorupter Pico to shear DNA (EZ mode, 30 s on, 30 s off, 10 cycles). Genomic DNA was purified by standard phenol-chloroform DNA extraction. A total of 5–10 µg genomic DNA was expected. Gel electrophoresis was performed to confirm the shearing efficiency. Samples with DNA fragment size ranging from 300 bp to 600 bp were used for downstream immunoprecipitation and sequencing library preparation.

### MeDIP-seq

Immunoprecipitation of methylated DNA was adapted from a previously published protocol^62^. 5 µg of DNA were diluted in 400 µL TE buffer, mixed with 100 µL 5X IP buffer (0.7 M NaCl, 50 mM sodium phosphate, 0.25% Triton X-100; pH 7.0) and 2 µg 5-Methylcytosine Monoclonal Antibody (Thermo Fisher, 33D3), and incubated at 4 °C overnight with rotation. After the overnight incubation, 80 µL of protein A/G agarose beads (Santa Cruz, sc-2003) were added to the DNA-antibody mixture. The mixture was then incubated at 4 °C for 2 h with rotation. Beads were washed for three times with 1 X IP buffer and resuspended in 210 µL digestion buffer (50 mM Tris-HCl, 10 mM EDTA, 0.5% SDS; pH 8.0). 20 µL of 20 mg/mL proteinase K (Thermo Fisher, EO0491) was added to the digestion solution and incubated at 55 °C for 2 h. Reaction was filtered with Pierce spin-filtering column (Thermo Fisher, PI69700). DNA was precipitated with ethanol and resuspended in TE buffer. qPCR was performed to check the enrichment of regions near the VP in both the MTAC targeted and control strain before library preparation (Supplementary Table 2). MeDIP-seq libraries were prepared with NEBNext Ultra II DNA Library Prep Kit (NEB, E7645L). Next generation sequencing was performed on NextSeq 2000 (Illumina). Two to five million 50 bp paired-end reads were expected for each MTAC sample. For detecting interactions on repetitive or homologous regions, 150 bp reads can be used instead.

### MTAC data analysis

Paired-end reads of 50 bp or 150 bp were processed with fastp (version 0.23.2) to remove low quality reads. Processed reads were aligned to *S. cerevisiae* genome (sacCer3) with BWA (version 0.7.17). Aligned bam files were deduplicated with Picard MarkDuplicates (version 3.0.0). These steps typically remove ~ 30% of the reads. For the remaining reads, bigwig files were generated by deeptools bamCoverage (version 3.5.1) for visualization purposes. To detect differentially methylated NDRs, aligned reads on each NDR were counted by Subread featureCounts (version 2.0.3) with the parameters “-p -O”. The NDR coordinates were generated by applying a previously described NDR annotation model^63^ to MNase-seq data in Kubik et al. (Supplementary Data 1)^64^. Differential methylation analysis was performed on data from the targeted and control strains. Fold change and *P*-value were generated by DESeq2 (version 1.38.0) without outliers filtering. log2 (Fold Change) > 0.7 and the adjusted *P*-value < 0.05 were used as the cutoff for identifying differentially methylated regions.

### MTAC correlation analysis

For the correlation analysis in Fig. 6, we collected MTAC data for 487 interacting NDRs from 15 VPs located on 5 different chromosomes. In other words, each NDR has 15 MTAC signals (log2FC) associated with different VPs. The pair-wise Pearson’s correlation of MTAC signals was calculated for each NDR with the rest of 486 NDRs. A 487 × 487 correlation coefficient matrix (Supplementary Data 2) was generated and clustered hierarchically by Wald’s method using the scipy.cluster.hierarchy package (version 1.12.0). Heatmap was generated by Seaborn heatmap (version 0.11.1).

### Methylation measurement with bisulfite conversion

For the methylation measurement in Fig. S1B, we generated MTAC strain with LacO inserted in the *MATa* VP and carried out the same MTAC procedure described above. Instead of doing MeDIP-seq, we performed bisulfite conversion and Sanger sequencing to quantify the absolute methylation level of the local region next to the VP in both the MTAC targeted and control strains. 400 ng DNA were extracted after MTAC induction and bisulfite-converted using EZ DNA Methylation-Gold Kit (Zymo Research, D5005). PCR amplification was performed to convert ssDNA to dsDNA using primers designed for a region spanning the *MATa* and the backbone of LacO plasmid used for integration (Supplementary Table 2). PCR product was sequenced by Sanger sequencing. The Methylation rate was calculated by custom MATLAB scripts as the average fraction of “C” at each “GC” position on this PCR product based on the Sanger sequencing intensity of each nucleotide.

### M.CviPI-ID

To identify NPC-associated regions, yeast strains containing *Mlp1-M.CviPI* or free *M.CviPI* (control) was grown in 50 mL synthetic media without methionine at 30 °C to OD660 = 0.3. The expressions of these fusion proteins were induced by adding β-estradiol to a final concentration of 10 nM for 2 h. Methylated DNA was purified and sequenced by MeDIP-seq as previously described. Differentially methylated regions were identified by MACS2 (version 2.2.7.1). NPC-associated NDRs were identified by finding the intersection between NDRs and the differential peaks called by MACS2.

### 3C assay

3C was adapted from a previously published protocol^43^. Yeast strains were grown in 200 mL synthetic media without methionine to OD660 = 0.3. Cells were fixed with 3% formaldehyde (Sigma, 252549) for 20 min at 25 °C and then quenched with glycine for 20 min at room temperature. Cells were collected by centrifugation and washed with the same medium. Cell pellets were resuspended in 1 mL TBS, 1% Triton X-100 and 1X protease inhibitor cocktail (Thermo Fisher, 78420). Cell lysis was performed by adding 500 μL acid-washed glass beads (Sigma, G8772) and vortexing for 25 min at 4 °C. The chromatin was recovered through centrifugation, washed with 1 mL TBS, resuspended in 500 μL 10 mM Tris-HCl buffer and digested with DpnII (NEB, R0543) overnight at 37 °C. The digested DNA fragments were ligated by T4 DNA ligase (Thermo Fisher, EL0014) for 4 h at 16 °C. Crosslink was reversed by incubation with proteinase K at 65 °C overnight. DNA was purified by the standard phenol-chloroform extraction. PCR primers (Supplementary Table 2) were designed for the regions of interest near DpnII cutting sites, and PCR reactions were performed for testing interactions between these regions under different conditions with 4 ng input DNA and 45 amplification cycles.

### 4C assay

4C was adapted from a previously published protocol^65^. Yeast strains were grown in 200 mL synthetic media without methionine to OD660 = 0.3. Cells were fixed with 3% formaldehyde (Sigma, 252549) for 20 min at 25 °C and then quenched with glycine for 20 min at room temperature. Cells were collected by centrifugation and washed with the same medium. Cell pellets were resuspended in 1 mL TBS, 1% Triton X-100 and 1X protease inhibitor cocktail (Thermo Fisher, 78420). Cell lysis was performed by adding 500 μL acid-washed glass beads (Sigma, G8772) and vortexing for 25 min at 4 °C. The chromatin was recovered through centrifugation, washed with 1 mL TBS, resuspended in 500 μL 10 mM Tris-HCl buffer and digested with DpnII (NEB, R0543) overnight at 37 °C. The digested DNA fragments were ligated by T4 DNA ligase (Thermo Fisher, EL0014) for 4 h at 16 °C. Crosslink was reversed by incubation with proteinase K at 65 °C overnight. DNA was purified by the standard phenol-chloroform extraction. A second digestion was performed by resuspending previous 3C DNA template in 1X RE buffer and incubating with NlaIII (NEB, R0125) overnight at 37 °C. The digested DNA fragments were ligated again by T4 DNA ligase overnight at 16 °C. 4C template was purified by phenol-chloroform extraction. VP specific primers were designed to PCR amplify potential interacting DNA fragments of the viewpoint (Supplementary Table 2). 4C-seq libraries were prepared with NEBNext Ultra II DNA Library Prep Kit. Next generation sequencing was performed on NextSeq 2000. Two to five million of 150 bp paired-end reads were aligned to *S. cerevisiae* genome (sacCer3) and analyzed with pipe4C. Peak calling was performed with PeakC.

### Hi-C assay

Hi-C was adapted from a previously published protocol^66^. Yeast strains were grown in 200 mL synthetic media without methionine to OD660 = 0.3. Cells were fixed with 3% formaldehyde for 20 min at 25 °C and then quenched with glycine for 20 min at room temperature. Cells were collected by centrifugation and washed with synthetic media. Cell pellets were resuspended in 1 mL TBS, 1% Triton X-100 and 1X protease inhibitor cocktail. Cell lysis was performed by adding 500 μL acid-washed glass beads and vortexing for 25 min at 4 °C. The chromatin was recovered through centrifugation, washed with 1 mL TBS, resuspended in 500 μL 10 mM Tris-HCl buffer and digested with DpnII overnight at 37 °C. Digested DNA fragments were filled in with biotin-labeled dATP by incubating with Klenow enzyme (NEB, M0212), biotin-14-dATP, dCTP, dTTP, and dGTP for 4 h at room temperature. The biotin-filled DNA fragments were ligated by T4 DNA ligase for 4 h at 16 °C. Crosslink was reversed by incubation with proteinase K at 65 °C overnight. DNA was purified by phenol-chloroform extraction. Biotin-labeled, un-ligated fragment ends were removed by incubating with T4 DNA Polymerase (NEB, M0203), dATP and dGTP for 4 h at 20 °C. DNA was cleaned by DNA clean and concentrator-5 kit (Zymo, D4014) and sheared by Diagenode Biorupter Pico (EZ mode, 30 s on, 30 s off, 15 cycles). Biotin-labeled DNA was enriched by MyOne™ streptavidin C1 beads (Thermo Fisher, 65001). Hi-C libraries were prepared with NEBNext Ultra II DNA Library Prep Kit. Next generation sequencing was performed on NextSeq 2000. 100 million of 150 bp paired-end reads were aligned to *S. cerevisiae* genome (sacCer3) and analyzed with HiC-pro (version 3.1.0).

### ChIP-seq

Met4 ChIP-seq was performed according to a standard protocol^60^. We tagged the endogenous Met4 with TAP tag and grew the strain in 50 mL synthetic media without methionine at 30 °C to OD660 = 0.3. Cells were crosslinked with 1% formaldehyde, and the reaction was quenched by addition of glycine. Cell pellet was collected and vortexed with glass beads for lysis. Cell lysate was collected again by centrifugation, and sheared by Diagenode Biorupter Pico (EZ mode, 30 s on, 30 s off, 10 cycles). Sonicated cell lysate was incubated with pre-blocked Magnetic IgG beads and TAP Tag Polyclonal Antibody (Thermo Fisher, CAB1001) for the pull-down of Met4-TAP. Proteinase K was added to reverse the crosslinking. DNA was purified by phenol-chloroform extraction. ChIP and input libraries were prepared with NEBNext Ultra II DNA Library Prep Kit. Next generation sequencing was performed on NextSeq 2000. 5 million of 150 bp paired-end reads were aligned to *S. cerevisiae* genome (sacCer3). Peak calling was performed with MACS2 (version 2.2.7.1).

### RNA-seq

RNA-seq was performed according to a standard protocol^67^. Yeast strains were grown in 50 mL synthetic media with methionine to OD660 = 0.2. The culture is collected by centrifugation and washed 3 x with sterile H_2_O. The collected culture is then grown in synthetic media without methionine for 2 h to reach OD660 ~ 0.4 and centrifuged at 300 g for 4 min at RT. The pellet was washed twice with sterile H_2_O and resuspended in 250 µl of RNA lysis buffer (10 mM Tris-HCl, 5 mM EDTA, 2% SDS, 2% stock 2-mercaptoethanol; pH 8.5) and placed on a heat block at 85 °C for 20 min mixing every 2 min. The mixture was centrifuged at 12,000 g for 5 min and the supernatant was transferred to a new tube. The supernatant was then mixed with 1 mL of trizol and heated at 65 °C for 20 min with mixing in between. Standard trizol/chloroform RNA extraction protocol was followed. The extracted RNA was analyzed with TapeStation (Agilent) to check their integrity. RNA with RIN (> 7.5) was used for downstream analysis. mRNA was captured using RNA purification beads (NEB). The eluted mRNA was fragmented and denatured for first and second strand synthesis for conversion into cDNA. The RNA-seq libraries were prepared with NEBNext Ultra II DNA Library Prep Kit. Next generation sequencing was performed on NextSeq 2000. 20 million of 50 bp paired-end reads were aligned to *S. cerevisiae* genome (sacCer3), FPKM was counted by featureCounts (version 2.0.3).

### Mating-type switch assay

The experiment was performed as previously described^43^. Single colonies were grown to log-phase in 50 mL synthetic media with raffinose. *GAL10pr*-*HO* was induced by adding 3% galactose. After a 2 h incubation, 2% glucose was added to stop the *HO* expression, and cells were incubated for additional 1 h to allow DNA repair. 2 nM of β-estradiol was added during this 3 h process to induce MTAC. Genomic DNA was extracted for genotyping and detection of methylation. To differentiate *MATa* and *MATα*, specific primers were designed to uniquely amplify a or *α* sequence (Supplementary Table 2). *CDC43* gene was used as control for input genomic DNA.

### Western blotting

Yeast strains were grown in 50 mL synthetic media without methionine to OD660 = 0.5. Cells were split into two samples, one for auxin treatment and one for mock treatment. Auxin was added to the treatment group to a final concentration of 500 μM, and cells were incubated for 1 h. Proteins were extracted by a TCA whole cell extract protocol^68^, and western blotting was performed according to standard protocols. Primary antibodies were used at the following concentrations: Anti-V5 tag antibody [SV5-Pk1] (Abcam, ab27671), 1:1000. Anti-Actin antibody [mAbGEa] (Abcam, ab230169), 1:2000. Secondary Anti-Mouse IgG (Fab specific)—Peroxidase antibody produced in goat (Sigma, A9917) was used at 1:2000 concentration.

### Statistics and reproducibility

No statistical method was used to predetermine sample size. No data were excluded from the analyses. For DNA and RNA sequencing experiments, two biological replicates per group were used. For other in vivo experiments, two biological replicates and 3 technical replicates per group were used. The Investigators were not blinded to allocation during experiments and outcome assessment; however, quantifications were performed using computational pipeline and threshold applied equally to all conditions with no bias.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

### Source data

Source Data

## Data Availability

The sequencing data generated in this study have been deposited into the Gene Expression Omnibus (GEO) database under accession code GSE242400. The viewpoint information and detected chromosomal interactions are listed on Supplementary Data 3. The summary of datasets generated or used in this study is listed on Supplementary Table 3. Source data are provided with this paper.

## Code availability

Custom scripts for correlation analysis and heatmap plot in Fig. 6 are available at github.com/yzl452/MTAC.

# Supplementary material for: DNA methylation-based high-resolution mapping of long-distance chromosomal interactions in nucleosome-depleted regions
**Source:** Nat Commun. 2024 May 22;15:4358. doi: 10.1038/s41467-024-48718-y
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

DNA Methylation-Based High-Resolution Mapping of Long-Distance Chromosomal Interactions in Nucleosome-Depleted Regions

Yi Li ^{1,2}, James Lee ^{1,2}, and Lu Bai ^{1,2,3*}

Supplementary Information includes:

Supplementary Fig. 1: Parameters determination for the MTAC procedure.

Supplementary Fig. 2: Hi-C experiments for testing the effect of LacO insertion and DNA methylation on 3D genome conformation.

Supplementary Fig. 3: Additional MTAC data and comparison with 3C-based methods.

Supplementary Fig. 4: Examples of MTAC-captured interactions with YBP2 VP and 3C validation.

Supplementary Fig. 5: Mlp1 M.CviPI-ID and the comparison to Mlp1 ChIP-seq data.

Supplementary Fig. 6: MTAC data at YBP2 VP with mlp1/mlp2 double deletion.

Supplementary Fig. 7: Hi-C experiments.

Supplementary Fig. 8: MTAC during mating-type switch.

Supplementary Fig. 9: Venn diagram of the overlap of interactions made by different VPs.

Supplementary Table 1: Plasmid and strain list.

Supplementary Table 2: Primer list.

Supplementary Table 3: Genomic Dataset summary.

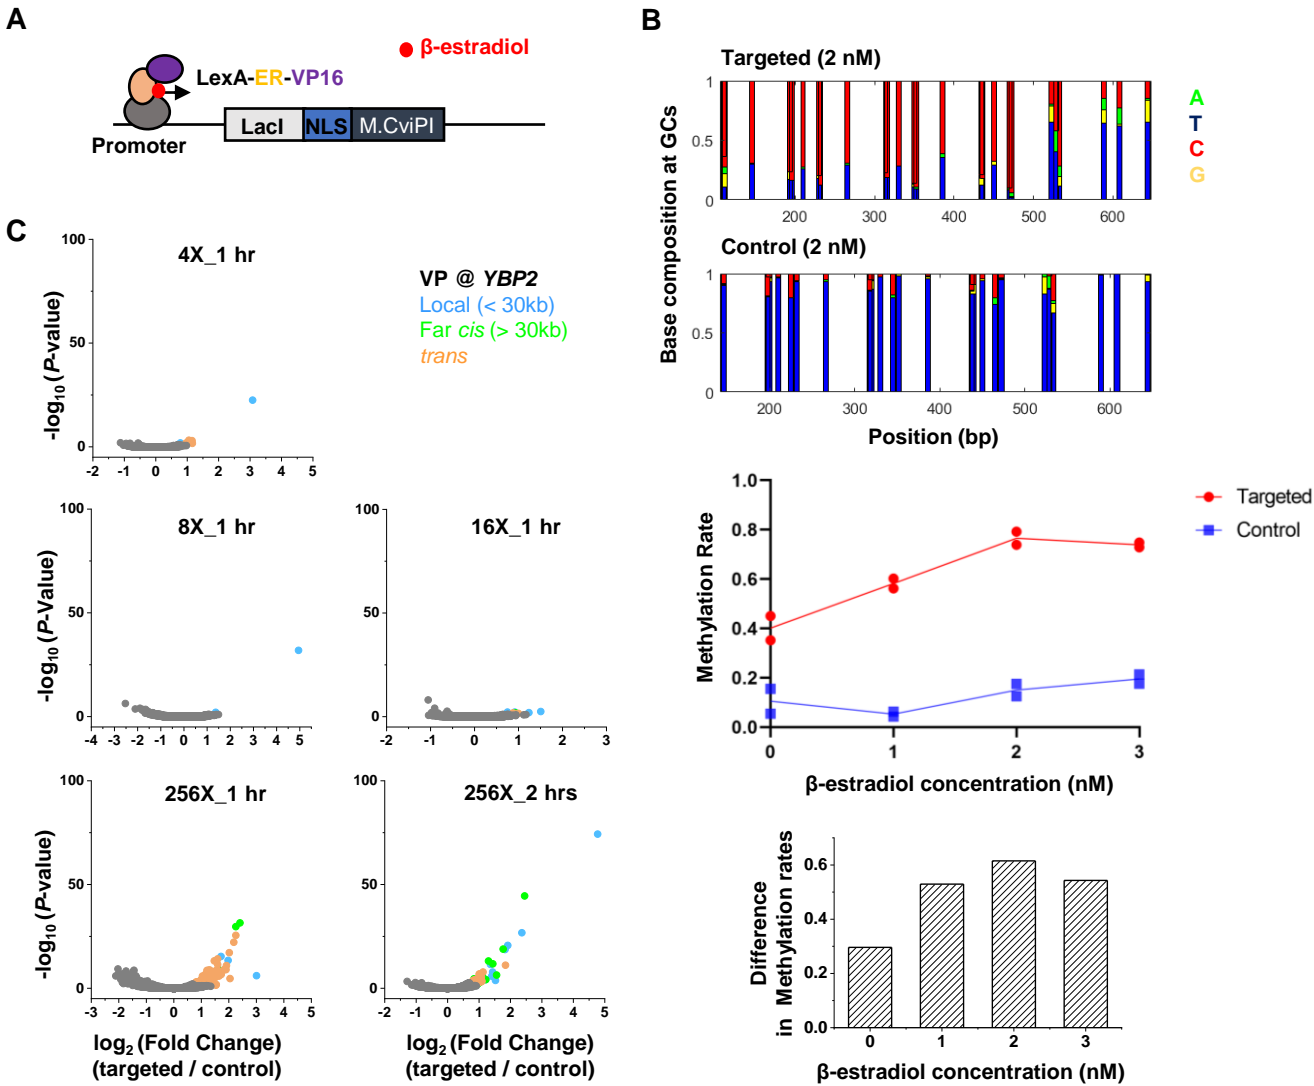

Supplementary Fig. 1. Parameters determination for the MTAC procedure. **A)** Inducible expression system of the LacI-M.CviPI fusion protein. The fusion protein with Nuclear Localization Sequence (NLS) is controlled by a constitutively expressed LexA-ER-VP16 artificial transcription factor, which is activated upon addition of β -estradiol. **B)** Optimizing the inducer concentrations by the local methylation rate. The local methylation is measured by Sanger sequencing of a bisulfite-converted PCR product near the *MATa* VP. Nucleotide composition is calculated for cytosine in each “GC” context, where the targeted strain has more methyl-C that is resistant to bisulfite conversion (top panel). Methylation rate is calculated as the average fraction of “C” at each “GC” position on this PCR product for both targeted (red) and control (blue) strains (Middle panel). The differences between the two are plotted in the bottom panel. **C)** Volcano plot of MTAC signals from the *YBP2* VP with different induction time and LacO copy numbers. 2 nM β -estradiol is used for all conditions. Statistical analysis (**C**) is based on two-sided Wald test with *P*-value adjustment for multiple comparisons (Benjamini & Hochberg method) by DESeq2 ($n = 2$ biologically independent samples per group).

A

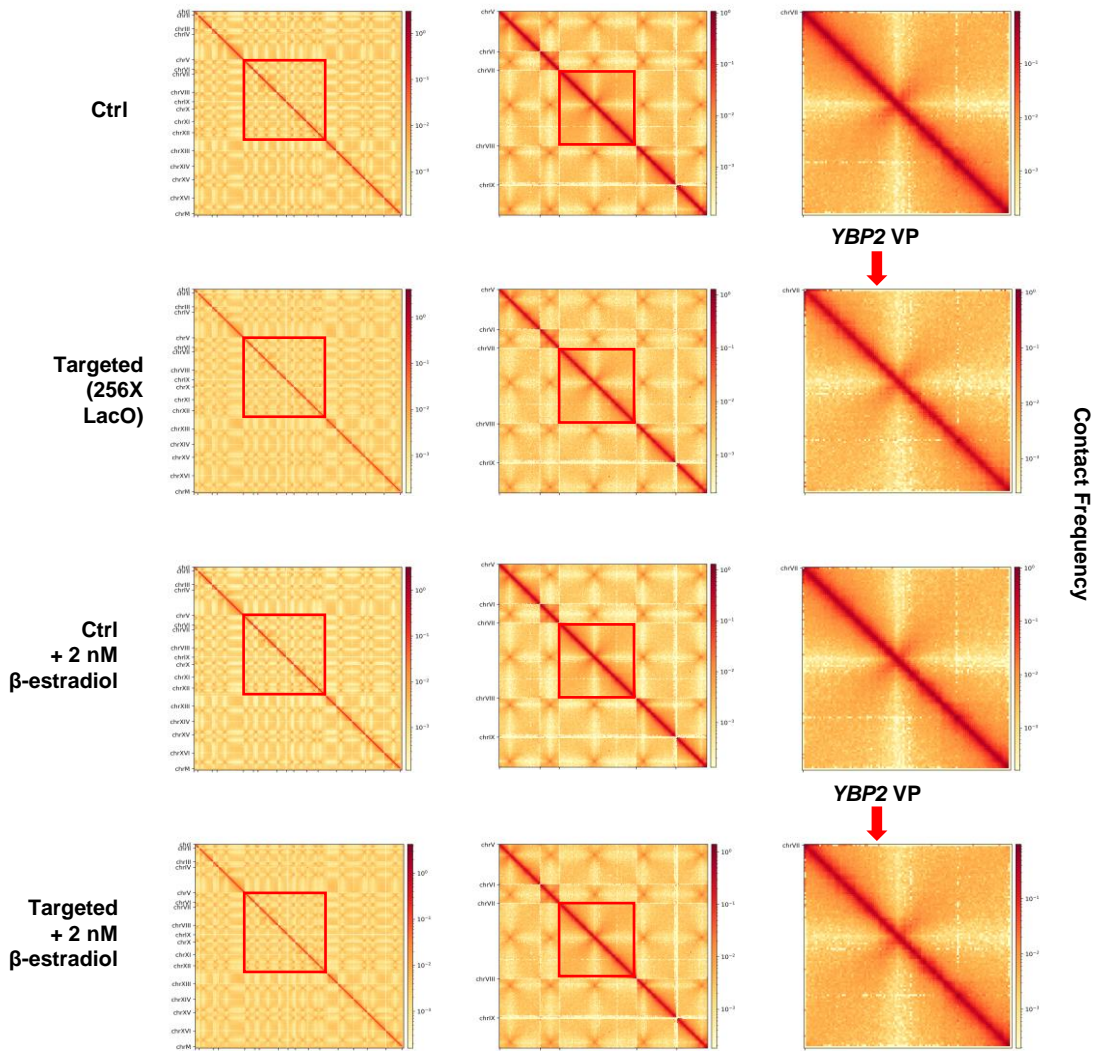

B

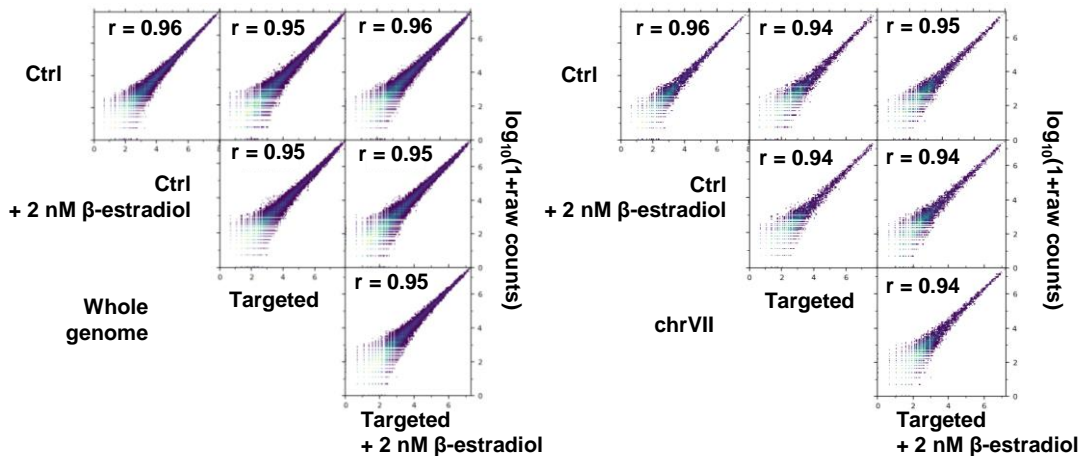

Supplementary Fig. 2. Hi-C experiments for testing the effect of LacO insertion and DNA methylation on 3D genome conformation. A) Hi-C matrices. Top to bottom: Control strain without β -estradiol, targeted strain at YBP2 VP without β -estradiol, control strain with 2 nM β -estradiol, targeted strain with 2 nM β -estradiol. LacO insertion site was marked by red arrows. **B)** Pearson's correlation " r " between Hi-C contact frequencies. Left: whole genome, Right: only for chrVII, in which YBP2 VP is inserted. The values of " r "s are comparable to typical correlation efficiency between biological replica of Hi-C using the same strain, indicating that LacO insertion and DNA methylation do not significantly impact 3D genome conformation.

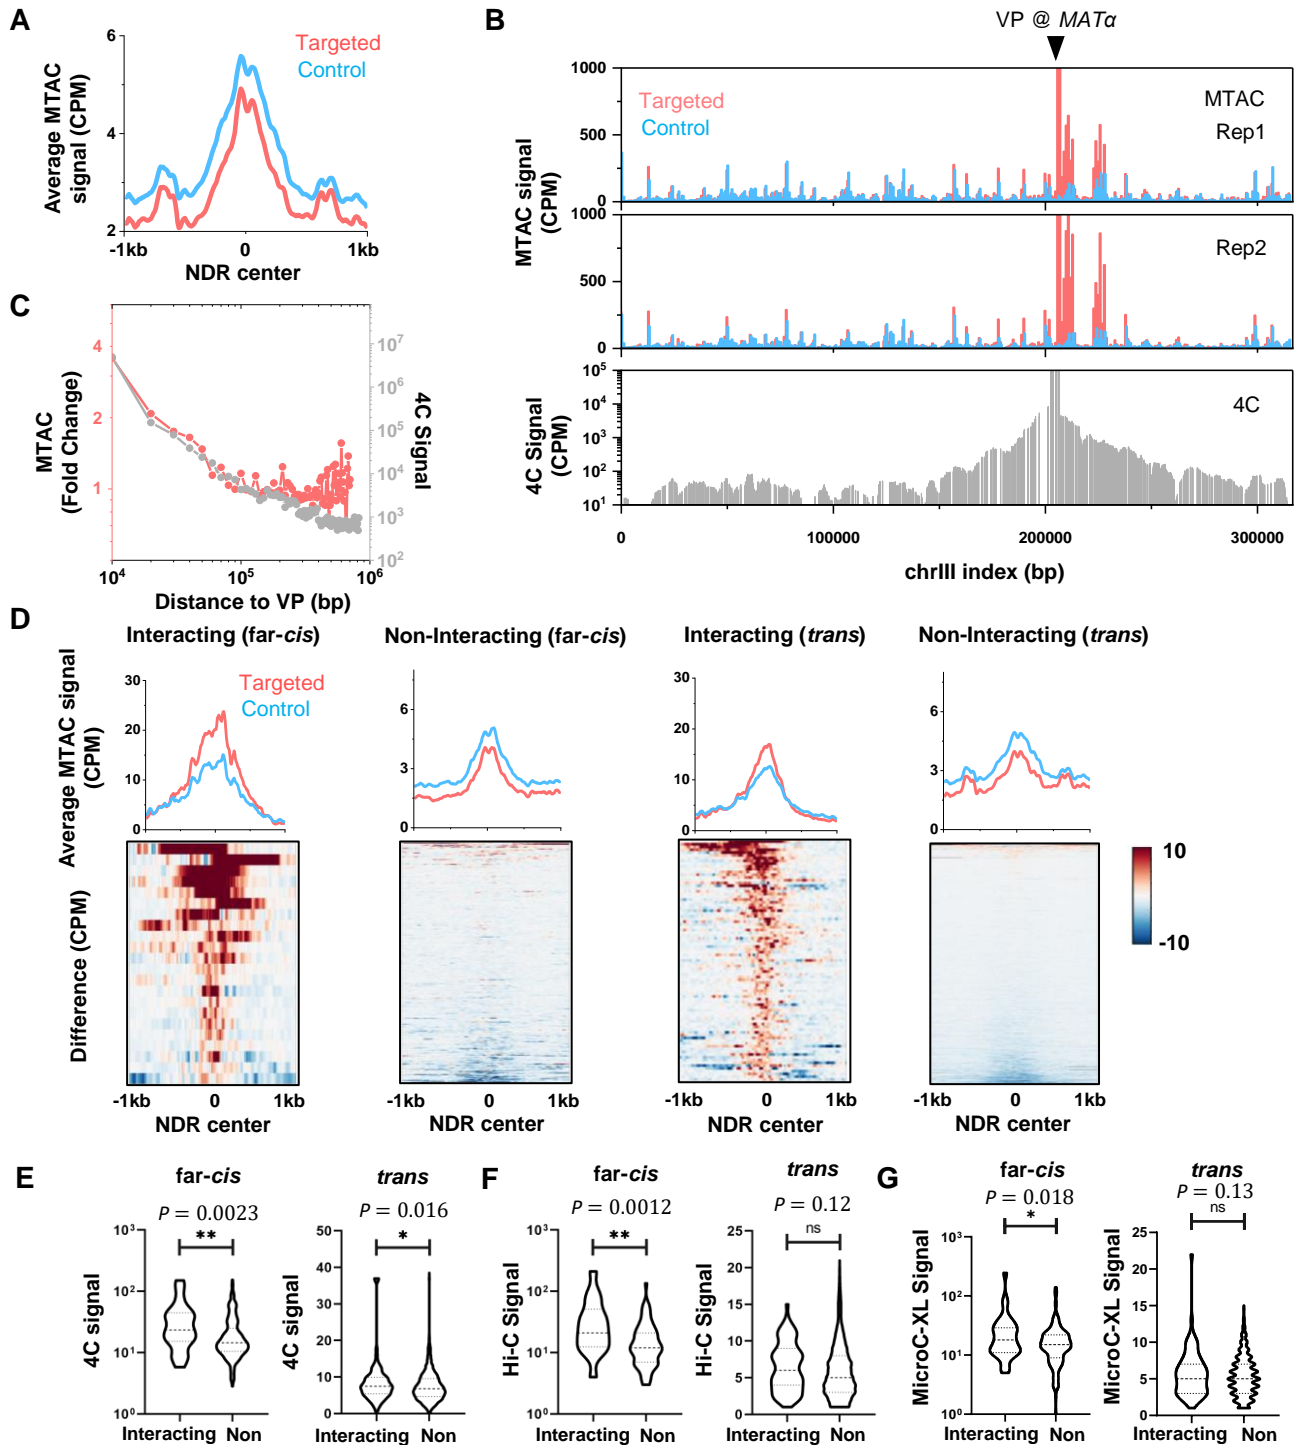

Supplementary Fig. 3. Additional MTAC data and comparison with 3C-based methods. **A)** Averaged MTAC signal from the *YBP2* VP as a function of distance to the genome-wide NDR centers. MTAC signals from the targeted and control strains are shown in pink and blue, respectively. **B)** MTAC and 4C signals from the *MATα* viewpoint. Two biological replicates are shown for MTAC signal. **C)** Averaged local MTAC (pink) and 4C signals (gray) as a function of distance to the VP. The averaged data from three VPs (*YBP2*, *MATα*, and *MATα*) are shown. **D)** Averaged MTAC signals and heatmaps of far-cis and trans NDRs from the *YBP2* VP that are either interacting or non-interacting. **E-G)** 4C, Hi-C and Micro-C XL signals (5 kb resolution) near the captured interacting and non-interacting far-cis and trans NDRs of the *YBP2* VP. Statistical analysis is based on two-tailed students' t-test. Source data are provided as a Source Data file.

A

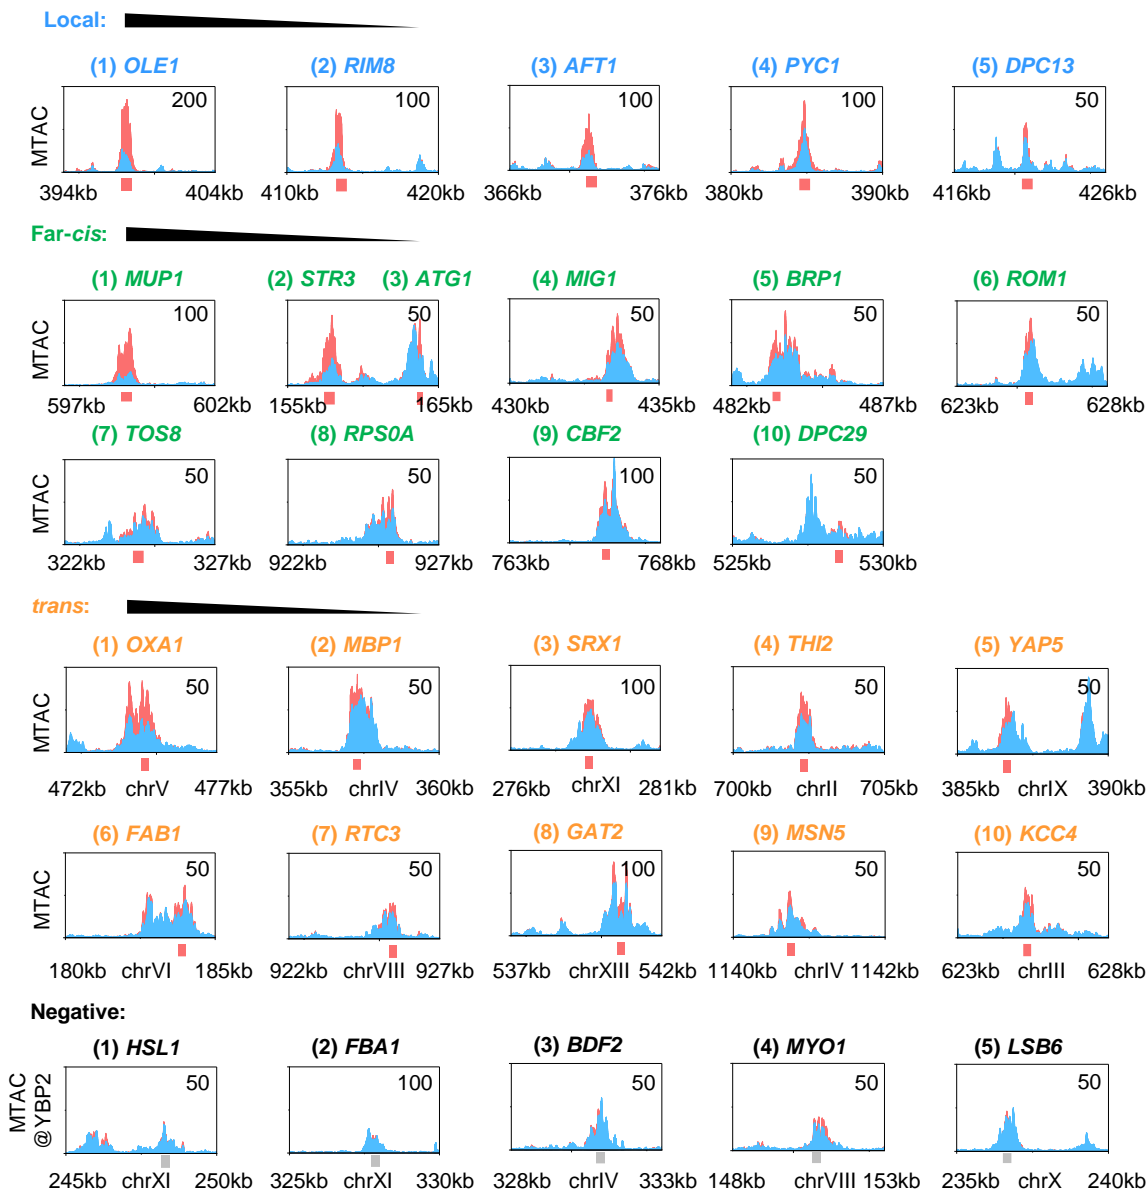

B

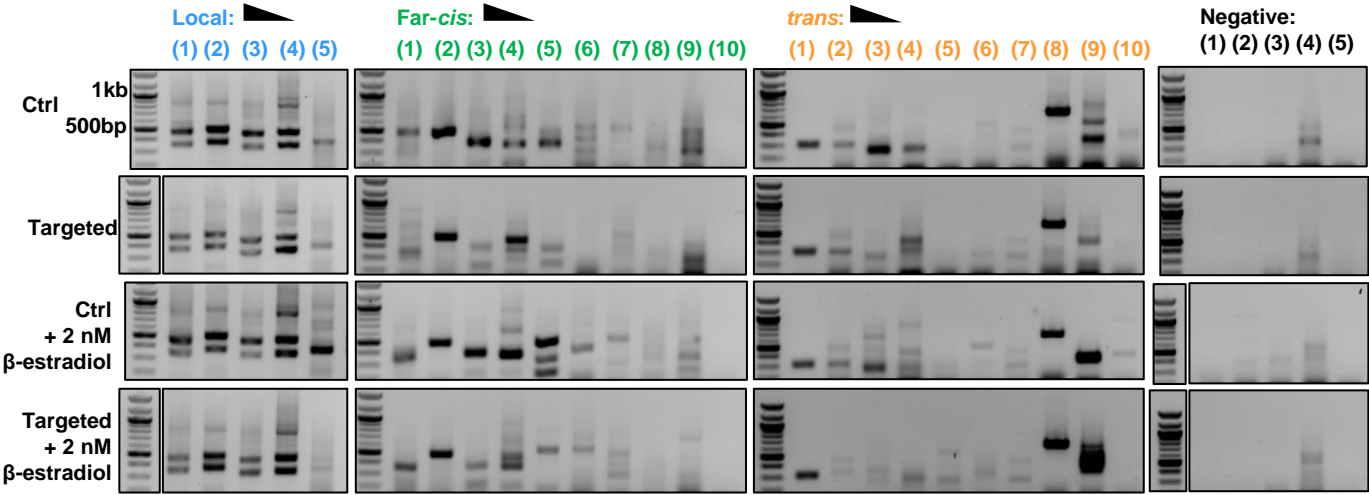

Supplementary Fig. 4. Examples of MTAC-captured interactions with YBP2 VP and 3C validation.

A) Examples of different types of interactions with YBP2 VP that are ranked by the MTAC signals. Top to bottom: Local interactions ($n = 5$), Far-*cis* interactions ($n = 10$), *trans* interactions ($n = 10$), and regions with no interactions ($n = 5$). **B)** 3C validations for all the interacting sites shown in A. 3C was performed in four different conditions to test the effect from LacO array insertion and DNA methylation. Top to bottom: control strain without β -estradiol, targeted strain at YBP2 VP without β -estradiol, control strain with 2 nM β -estradiol, targeted strain with 2 nM β -estradiol. Two pairs of primers were used for each interaction to test two conformations of interaction, the one with the strongest intensity was shown. Same molecular weight maker is used for all the plots. The experiments were repeated twice with similar results. Uncropped scans are provided in the Source Data file.

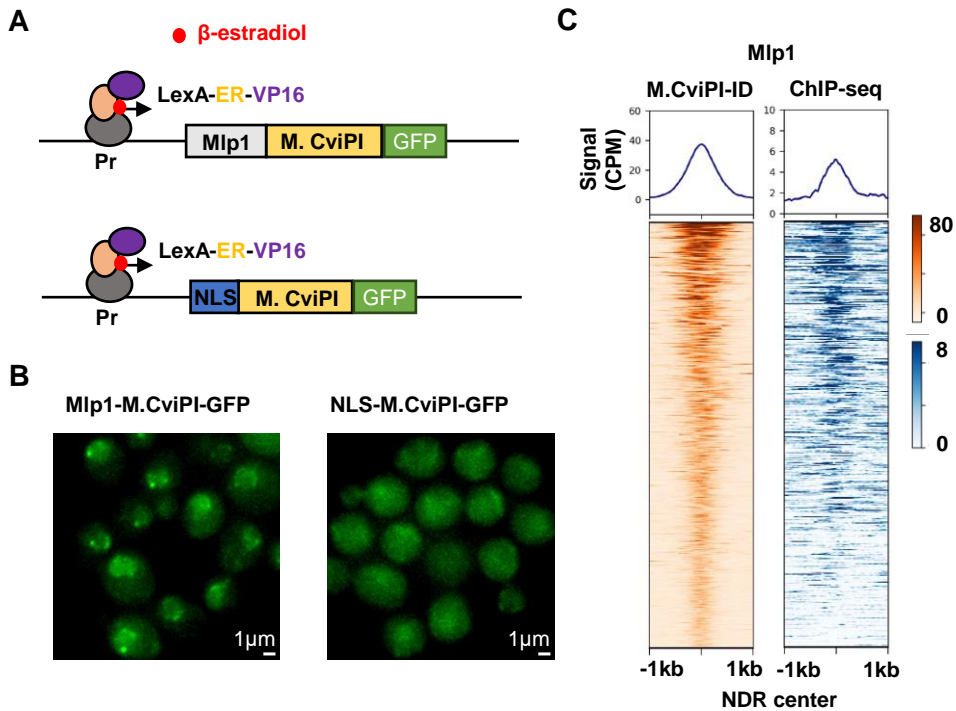

Supplementary Fig. 5. Mlp1 M.CviPI-ID and the comparison to Mlp1 ChIP-seq data. **A)** Inducible expression of the Mlp1-M.CviPI fusion protein. The fusion protein and the free M.CviPI control are regulated by LexA-ER-VP16, which is activated upon addition of β -estradiol. **B)** Imaging of the fusion proteins in live yeast cells. Mlp1-M.CviPI-GFP shows a nuclear envelope localization while NLS-M.CviPI-GFP shows a diffusive localization inside the nucleus upon induction with 10 nM β -estradiol. **C)** Comparison between Mlp1-M.CviPI ID signal and published Mlp1 ChIP-seq signal (Forey *et al.*³³). Mlp1 M.CviPI-ID signal is normalized by subtracting the free-M.CviPI signal. Mlp1 ChIP-seq signal is normalized by subtracting the free-GFP ChIP-seq signal.

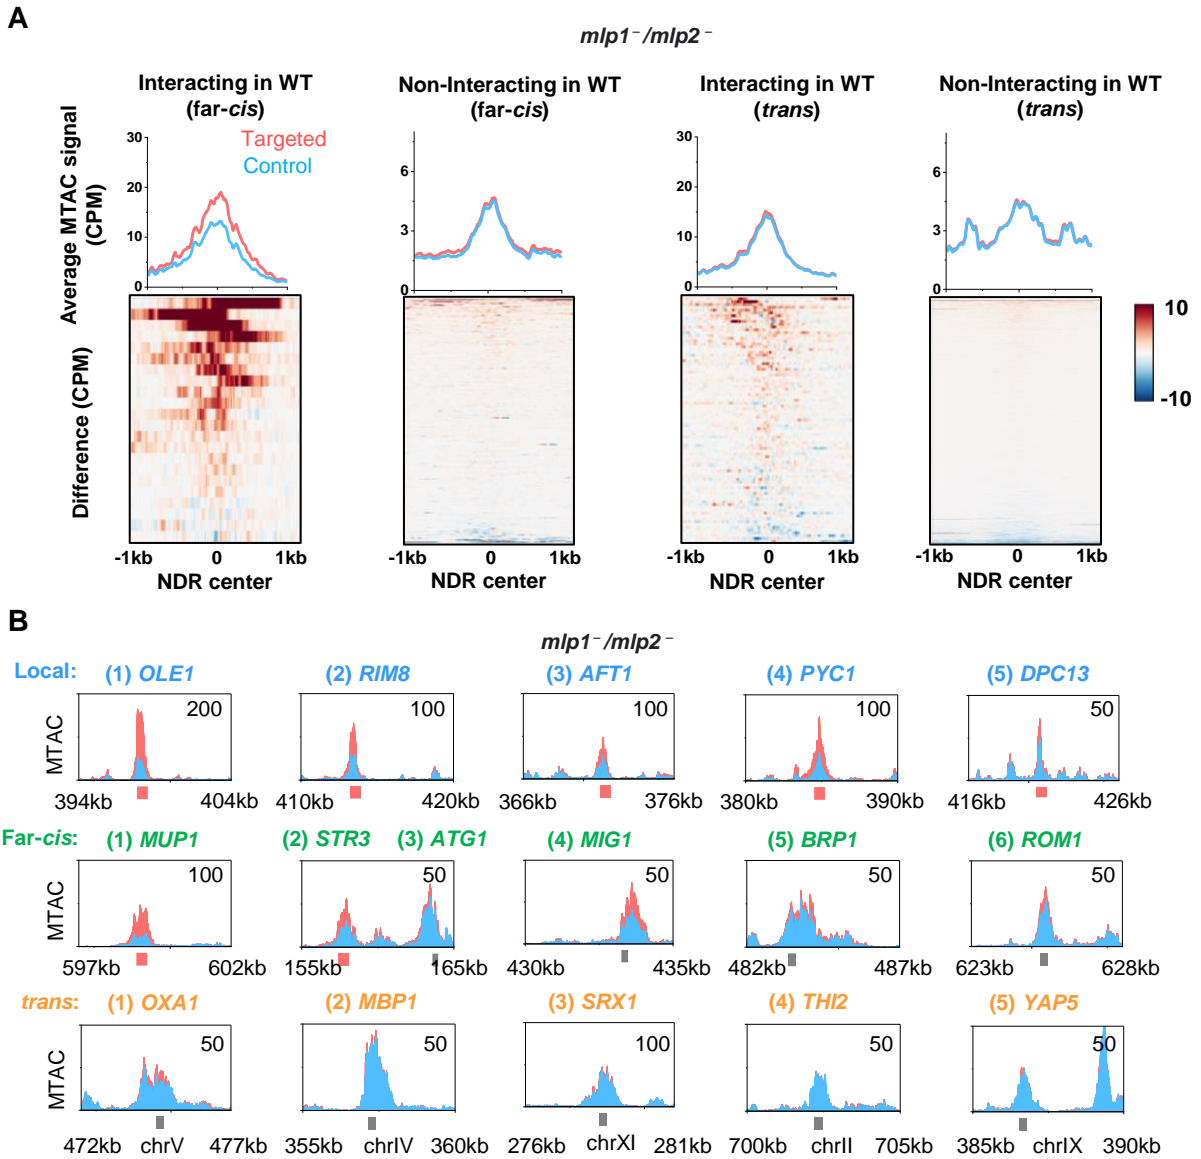

Supplementary Fig. 6. MTAC data at *YBP2* VP with *mlp1/mlp2* double deletion. A) Averaged MTAC signals and heatmaps of the *mlp1⁻/mlp2⁻* mutant at NDRs that show far-*cis* and *trans*-interactions with the VP in WT. Corresponding data of the WT are shown in Supplementary Fig. 3D. **B)** Example tracks of MTAC data in the *mlp1⁻/mlp2⁻* mutant at NDRs that show local, far-*cis* and *trans*-interaction with the VP in WT. Corresponding data of the WT are shown in Supplementary Fig. 4A.

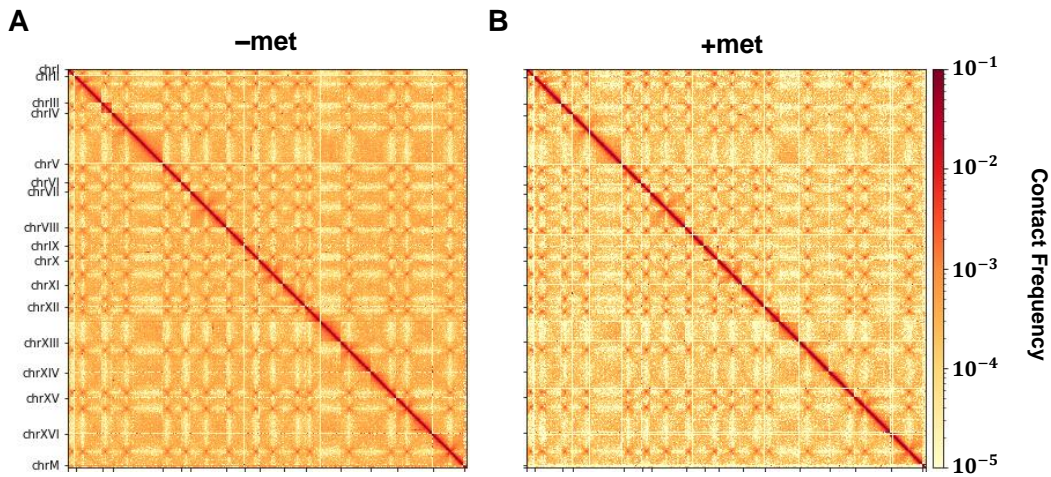

Supplementary Fig. 7. Hi-C experiments. **A)** Hi-C data measured in this study in -met condition. **B)** Hi-C data in +met condition³⁵.

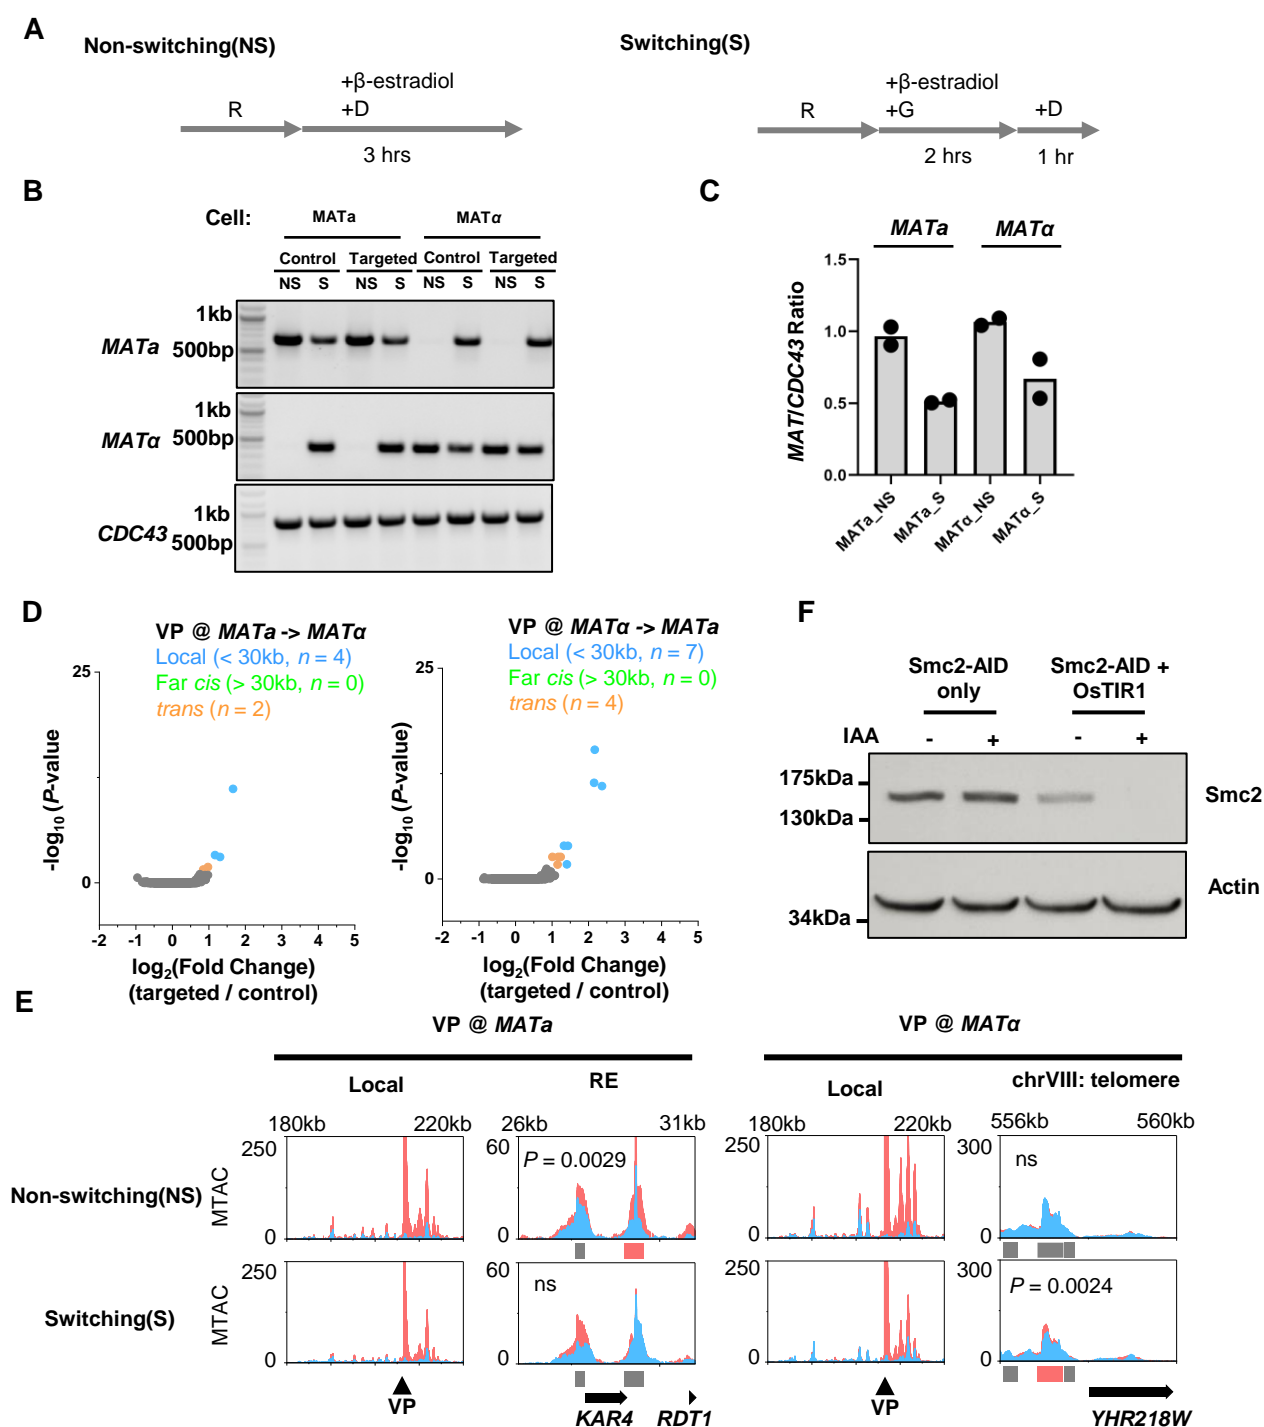

Supplementary Fig. 8. MTAC during mating-type switch. **A)** Experimental procedure of the mating-type switch assay in Non-switching (NS) and Switching conditions (S). R: raffinose, D: glucose, and G: galactose. **B)** Mating-type switch efficiency. MAT genes before and after switch are quantified by PCR using *MATa* or *MATα* – specific primers. *CDC43* gene is used as the control for total amount of genomic DNA. The experiments were repeated twice with similar results. **C)** Quantification of *MAT* gene before and after switch. The ratio of *MAT* gene and *CDC43* PCR product is calculated for each condition ($n = 2$ biological replicates). **D)** Volcano plot of MTAC signals from the *MAT* VP in switching *MATa* and *MATα* cells. **E)** Representative tracks of MTAC data near the VP and interacting NDRs. **F)** Western blot of V5-tagged Smc2 ± IAA in cells with or without Tir1. Actin is used as input loading control. The experiments were repeated twice with similar results. Statistical analysis (**D**) is based on two-sided Wald test with P -value adjustment for multiple comparisons (Benjamini & Hochberg method) by DESeq2 ($n = 2$ biologically independent samples per group).

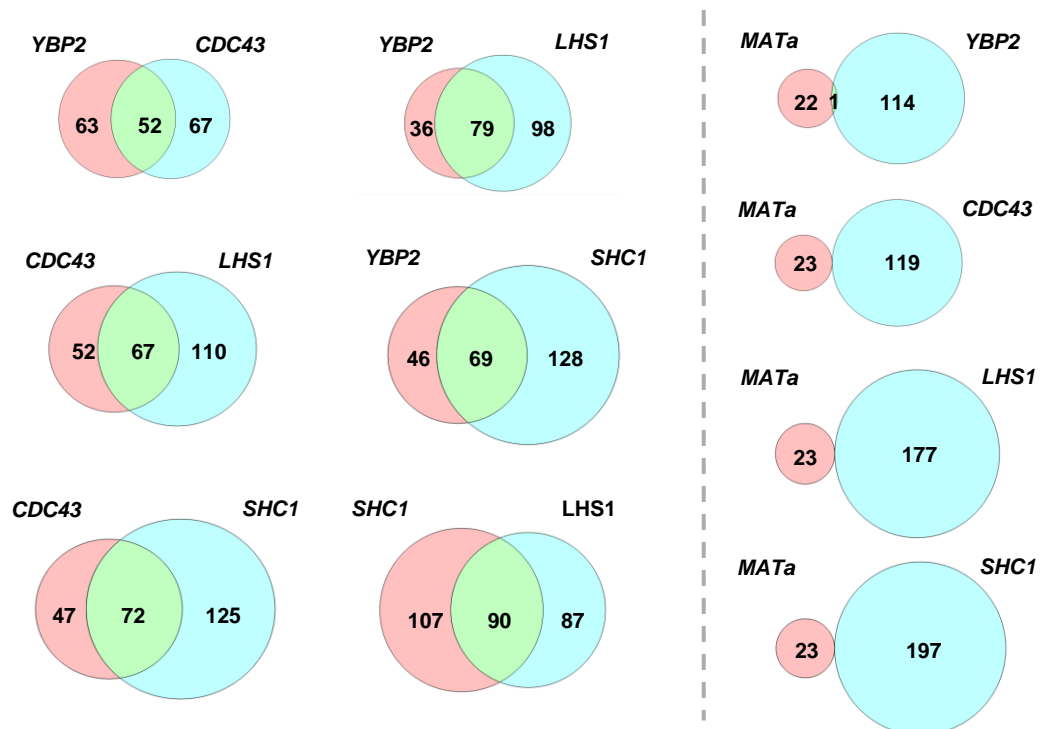

Supplementary Fig. 9. Venn diagram of the overlap of interactions made by different VPs. Interactions made by most VPs show significant overlaps (left). Interactions made by *MATa* VP have little or no overlap with other VPs (right).

Supplementary Table 1: Plasmid and strain list

Plasmid	Note	Note
pLB51c	2xlexO-GAL1corepr-Lact-SV40NLS-M CviPI and ADH1pr-LexA-ERHBD-VP16AD with LEU2 marker	
pLB2a-4X	4X LacO with HIS3 marker	
pYL1a-8X	8X LacO with HIS3 marker	
pYL1a-16X	16X LacO with HIS3 marker	
pSR15-YBP2	256X LacO with YBP2 homologs and HIS3 marker	
pSR15-OLE1	256X LacO with OLE1 homologs and HIS3 marker	
pSR15-PUS2	256X LacO with PUS2 homologs and HIS3 marker	
pSR15-MNR2	256X LacO with MNR2 homologs and HIS3 marker	
pSR15-PCL10	256X LacO with PCL10 homologs and HIS3 marker	
pSR15-MBR1	256X LacO with MBR1 homologs and HIS3 marker	
pSR15-VHR1	256X LacO with VHR1 homologs and HIS3 marker	
pSR15-SHC1	256X LacO with SHC1 homologs and HIS3 marker	
pSR15-LHS1	256X LacO with LHS1 homologs and HIS3 marker	
pSR15-LSM4	256X LacO with LSM4 homologs and HIS3 marker	
pSR15-CDC43	256X LacO with CDC43 homologs and HIS3 marker	
pSR15-MET6	256X LacO with TRP2 homologs and HIS3 marker	
pSR15-MET13	256X LacO with MET13 homologs and HIS3 marker	
pSR15-TAF2	256X LacO with TAF2 homologs and HIS3 marker	
pYL07	2xlexO-GAL1corepr-Mip1-M CviPI and ADH1pr-LexA-ERHBD-VP16AD with LEU2 marker	
pYL09	2xlexO-GAL1corepr-SV40NLS-M CviPI and ADH1pr-LexA-ERHBD-VP16AD with LEU2 marker	
pYL15	2xlexO-GAL1corepr-Mip1-M CviPI-GFP and ADH1pr-LexA-ERHBD-VP16AD with LEU2 marker	
pYL16	2xlexO-GAL1corepr-SV40NLS-M CviPI-GFP and ADH1pr-LexA-ERHBD-VP16AD with LEU2 marker	
Strain	Genotype	Note
YLB121a	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2	background
YLB121a-4X	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, YBP2::4XLacO::HIS3	YBP2 VP, 4X
YLB121a-8X	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, YBP2::8XLacO::HIS3	YBP2 VP, 8X
YLB121a-16X	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, YBP2::16XLacO::HIS3	YBP2 VP, 16X
YLB121a-YBP2	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, YBP2::256XLacO::HIS3	YBP2 VP
YLB121a-OLE1	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, OLE1::256XLacO::HIS3	OLE1 VP
YLB121a-PUS2	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, PUS2::256XLacO::HIS3	PUS2 VP
YLB121a-MNR2	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, MNR2::256XLacO::HIS3	MNR2 VP
YLB121a-PCL10	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, PCL10::256XLacO::HIS3	PCL10 VP
YLB121a-MBR1	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, MBR1::256XLacO::HIS3	MBR1 VP
YLB121a-VHR1	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, VHR1::256XLacO::HIS3	VHR1 VP
YLB121a-SHC1	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, SHC1::256XLacO::HIS3	SHC1 VP
YLB121a-LHS1	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, LHS1::256XLacO::HIS3	LHS1 VP
YLB121a-LSM4	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, LSM4::256XLacO::HIS3	LSM4 VP
YLB121a-CDC43	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, CDC43::256XLacO::HIS3	CDC43 VP
YLB121a-TRP2	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, TRP2::256XLacO::HIS3	TRP2 VP
YLB121a-MET13	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, MET13::256XLacO::HIS3	MET13 VP
YLB121a-MATa	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, TAF2::256XLacO::HIS3	MATa VP
YLB121a-MATa	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, TAF2::256XLacO::HIS3	MATa VP
YLB121a-sw	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, GAL10pr::GAL10pr-HO::URA3	Mating type switch
YLB121a-MATa-sw	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, TAF2::256XLacO::HIS3, GAL10pr::GAL10pr-HO::URA3	Mating type switch
YLB121a-sw	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, GAL10pr::GAL10pr-HO::URA3	Mating type switch
YLB121a-MATa-sw	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, TAF2::256XLacO::HIS3, GAL10pr::GAL10pr-HO::URA3	Mating type switch
YLB121a-RE	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, re::KanMX	RE depletion
YLB121a-MATa-RE	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, TAF2::256XLacO::HIS3, re::KanMX	RE depletion
YLB121a-SIR2	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, sir2::KanMX	SIR2 depletion
YLB121a-MATa-SIR2	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, TAF2::256XLacO::HIS3, sir2::KanMX	SIR2 depletion
YLB121a-SMC2tag	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, smc2::SMC2-IAA7::KanMX	SMC2 tag
YLB121a-MATa-SMC2tag	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, TAF2::256XLacO::HIS3, smc2::SMC2-IAA7::KanMX	SMC2 tag
YLB121a-SMC2AID	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, smc2::SMC2-IAA7::KanMX, ho::OstTIR1::URA3	SMC2 AID
YLB121a-MATa-SMC2AID	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, TAF2::256XLacO::HIS3, smc2::SMC2-IAA7::KanMX, ho::OstTIR1::URA3	SMC2 AID
YYL38a	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Mip1-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2	M. CviPI-HD
YYL41a	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2	M. CviPI-HD
YYL55a	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Mip1-M CviPI-GFP-ADH1pr-LexA-ERHBD-VP16AD::LEU2	M. CviPI-HD, imaging
YYL55a	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-SV40NLS-M CviPI-GFP-ADH1pr-LexA-ERHBD-VP16AD::LEU2	M. CviPI-HD, imaging
YMD291	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, tor1-1, fpr::NAT, bar1, HIS3::REV1pr-tetR-mCherry-REV1pr-LacI-GFP, ADE2::REV1pr-LacI-REV1pr-tetR, Chr15::497047_LacO, Chr15::834487_tetO	Hi-C
YJL60a	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, MET4::MET4-TAP::HIS3	MET4 ChIP
YJL59a	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, CDC20::MET3pr-mCherry::URA3, CWC23::MET3pr-GFP::KanMX	RNA-seq
YYL79a	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, MLP2::HygoMX, MLP1::KanMX	background, MLP1/2 deletion
YYL79a-YBP2	MATa, his3-11,15, leu2-3,112, trp1-1, ura3-1, can1-100, ade2-1, ADH1::2xlexO-GAL1corepr-Lact-SV40NLS-M CviPIADH1pr-LexA-ERHBD-VP16AD::LEU2, MLP2::HygoMX, MLP1::KanMX, YBP2::256XLacO::HIS3	YBP2 VP, MLP1/2 deletion

GAL1corepr, GAL1 core promoter, SV40NLS, Simian Virus 40 nuclear localization signal, ERHBD, human estrogen receptor alpha hormone binding domain, VP16AD, VP16 activation domain

Supplementary Table 2: Primer list

Primer	Sequence	Note
QPF-RE	TAGGAAGTTTACACGATGTTCTCGC	qPCR primer for enrichment at RE
QPR-RE	CGAATAAGTACCTCGACTTCAAATC	qPCR primer for enrichment at RE
QPF-Tel 12	TATTACCCTGCCGAATAAGAAAAACAG	qPCR primer for enrichment at Tel12
QPR-Tel 12	GGCAATATTTCTGTATTAGGCGATTG	qPCR primer for enrichment at Tel12
QPF-N	TTCTGATCGTATATCTCTCAGGG	qPCR primer for enrichment at negative ctrl
QPR-N	GTTTCGTGTCGCTTAATCTATG	qPCR primer for enrichment at negative ctrl
PFm1-LacO MAT	TTGAGGGATTTTGGGTATTTGAG	Bisulfite sanger sequencing primer for local methylation
PRm1-LacO MAT	CTATCCTATTTAAACTCCCCATCATC	Bisulfite sanger sequencing primer for local methylation
PF-MAT-a	AATCATCAATATCACCCCAAGCACGG	Mating type switch efficiency
PF-MAT-alpha	GCACGGAATATGGGACTACTTCG	Mating type switch efficiency
PR-MAT	AGTCACATCAAGATCGTTTATGG	Mating type switch efficiency
PF-CDC43	GATGCTGATTATATCACAGCTGTCTAG	Mating type switch efficiency
PR-CDC43	AGATGTTCAAATCTATGCAGCCAGC	Mating type switch efficiency
PF-4C YBP2	AGTACCAAGAGTAAATCACCTTGCG	4C at YBP2
PR-4C YBP2	ACACTATGTTTTGAGTCATCCAACTTTC	4C at YBP2
PF-4C MAT	TTGTGAAGCCGAAGGTAAGTACGAAAC	4C at MAT
PR-4C MAT	CTGTTGATTAGGGGTGTACATCACCC	4C at MAT
PF1-3C YBP2	TGCAATGAATCTAATAACGACACTAAG	3C
PR1-3C YBP2	GTAGTATTGGTGGCATATCTGTAAACTG	3C
PF1-3C OLE1	TCAGACACACCTATCCCTATTGTTAC	3C
PF1-3C RIM8	AAGAGTCATGGTATTGTTGGCAGTTAC	3C
PF1-3C AFT1	CATAGAACATGCGTCACCGATTAATTC	3C
PF1-3C PYC1	AATCTCTACTTGGCAACAAGAGTCAG	3C
PR1-3C DPC13	TTATACACGGAAGGCGCTAGTAAGAC	3C
PF1-3C MUP1	GCATCTTACAATGTATGCCACGATACC	3C
PR1-3C STR3	AACAACCTGGCGCATACGTAGCTATATT	3C
PF1-3C ATG1	TGACACTAAGTAACGAAAGATATCTGTAAC	3C
PR1-3C MIG1	GAAGGTTGTGGGCTCTCCAATAAATAG	3C
PF1-3C BRP1	TATTCTGTCAAAGCATGTCAGAGG	3C
PR1-3C ROM1	TTAGTTTCGCTATCTAGCAGCGGTGG	3C
PF1-3C TOS8	GAGCATATCTCAACTCCCAATTTCTATC	3C
PF1-3C RPS0A	CCACGTTAAAGCTCGAATTCCTCGC	3C
PR1-3C CBF2	AGCTGCCGTTCAATGTTGTACTTCG	3C
PF1-3C DPC29	TTTAGTACGCACGTACGCAAGTTTCAG	3C
PR1-3C OXA1	ATGCCGACACTATAGCATACATGTG	3C
PR1-3C MBP1	TGTGAGTTAGGAAAACGAACTGTAATG	3C
PF1-3C SRX1	AGTCATTACAGTAGCCCTGTTGGGTAAG	3C
PR1-3C THI2	ATGCAGATTCAAGAAACGCAGATG	3C
PF1-3C YAP5	TTAGTTTCCGACGAATTGAGCTGAAGC	3C
PR1-3C FAB1	TATTTCAGGTGCATAGGGTAACTGG	3C
PR1-3C RTC3	AATATTCTGTACAAGCTCTTCGGATGC	3C
PF1-3C GAT2	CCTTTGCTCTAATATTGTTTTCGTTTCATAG	3C
PF1-3C MSN5	CAGAGGTCATTGTAAGAAATGACGTG	3C
PR1-3C KCC4	CTAACCCTTATTTCTCATTTCTCTC	3C
PR1-3C HSL1	ACGTGGCTCGTTTTTGAAACGTGAC	3C
PF1-3C FBA1	TTATTCATTTCTTAGGGCTTGCCTCAGC	3C
PF1-3C BDF2	TTGTCTCCCATTTCCATTAGTAATGC	3C
PF1-3C MYO1	TCACAGGGTAATGCTGAGATAGCTTTTC	3C
PR1-3C LSB6	TCAGTGAGCCGACTCTACTACAATGC	3C

All primers are purchased from Integrated DNA Technologies

Supplementary Table 3: Genomic Dataset summary

Type	Name	Note	# of uniquely mapped reads	accession number	Source
MTAC	Ctrl_1_1hr	Ctrl, MeDIP, 1hr, 0X, rep1	2563387	GSM7762063	This study
	Ctrl_2_1hr	Ctrl, MeDIP, 1hr, 0X, rep2	2609825	GSM7762064	This study
	YBP2_1_1hr_4X	YBP2, MeDIP, 1hr, 4X, rep1	1912850	GSM7762065	This study
	YBP2_2_1hr_4X	YBP2, MeDIP, 1hr, 4X, rep2	1897716	GSM7762066	This study
	YBP2_1_1hr_8X	YBP2, MeDIP, 1hr, 8X, rep1	1071673	GSM7762067	This study
	YBP2_2_1hr_8X	YBP2, MeDIP, 1hr, 8X, rep2	1882979	GSM7762068	This study
	YBP2_1_1hr_16X	YBP2, MeDIP, 1hr, 16X, rep1	2876922	GSM7762069	This study
	YBP2_2_1hr_16X	YBP2, MeDIP, 1hr, 16X, rep2	1744597	GSM7762070	This study
	YBP2_1_1hr_256X	YBP2, MeDIP, 1hr, 256X, rep1	7028231	GSM7762071	This study
	YBP2_2_1hr_256X	YBP2, MeDIP, 1hr, 256X, rep2	5777646	GSM7762072	This study
	Ctrl_1	Ctrl, MeDIP, 2hr, 0X, rep1	7576467	GSM7762073	This study
	Ctrl_2	Ctrl, MeDIP, 2hr, 0X, rep2	6497995	GSM7762074	This study
	YBP2_1	YBP2, MeDIP, 2hr, 256X, rep1	2750440	GSM7762075	This study
	YBP2_2	YBP2, MeDIP, 2hr, 256X, rep2	2836266	GSM7762076	This study
	PUS2_1	PUS2, MeDIP, 2hr, 256X, rep1	2771614	GSM7762077	This study
	PUS2_2	PUS2, MeDIP, 2hr, 256X, rep2	4293136	GSM7762078	This study
	OLE1_1	OLE1, MeDIP, 2hr, 256X, rep1	2589806	GSM7762079	This study
	OLE1_2	OLE1, MeDIP, 2hr, 256X, rep2	3160436	GSM7762080	This study
	CDC43_1	CDC43, MeDIP, 2hr, 256X, rep1	5045882	GSM7762081	This study
	CDC43_2	CDC43, MeDIP, 2hr, 256X, rep2	4451495	GSM7762082	This study
	PCL10_1	PCL10, MeDIP, 2hr, 256X, rep1	1894009	GSM7762083	This study
	PCL10_2	PCL10, MeDIP, 2hr, 256X, rep2	4636618	GSM7762084	This study
	SHC1_1	SHC1, MeDIP, 2hr, 256X, rep1	1987853	GSM7762085	This study
	SHC1_2	SHC1, MeDIP, 2hr, 256X, rep2	1562438	GSM7762086	This study
	LSM4_1	LSM4, MeDIP, 2hr, 256X, rep1	3464136	GSM7762087	This study
	LSM4_2	LSM4, MeDIP, 2hr, 256X, rep2	4013404	GSM7762088	This study
	VHR1_1	VHR1, MeDIP, 2hr, 256X, rep1	2918360	GSM7762089	This study
	VHR1_2	VHR1, MeDIP, 2hr, 256X, rep2	2668382	GSM7762090	This study
	MBR1_1	MBR1, MeDIP, 2hr, 256X, rep1	3084859	GSM7762091	This study
	MBR1_2	MBR1, MeDIP, 2hr, 256X, rep2	2836143	GSM7762092	This study
	MNR2_1	MNR2, MeDIP, 2hr, 256X, rep1	3255820	GSM7762093	This study
	MNR2_2	MNR2, MeDIP, 2hr, 256X, rep2	3946345	GSM7762094	This study
	LHS1_1	LHS1, MeDIP, 2hr, 256X, rep1	2506307	GSM7762095	This study
	LHS1_2	LHS1, MeDIP, 2hr, 256X, rep2	3075927	GSM7762096	This study
	TRP2_1_minus	TRP2, -met, MeDIP, 2hr, 256X, rep1	2536546	GSM7762097	This study
	TRP2_2_minus	TRP2, -met, MeDIP, 2hr, 256X, rep2	2336606	GSM7762098	This study
	Ctrl_1_minus	Ctrl, -met, MeDIP, 2hr, 0X, rep1	3896569	GSM7762099	This study
	Ctrl_2_minus	Ctrl, -met, MeDIP, 2hr, 0X, rep2	3543876	GSM7762100	This study
	TRP2_1_plus	TRP2, +met, MeDIP, 2hr, 256X, rep1	3955143	GSM7762101	This study
	TRP2_2_plus	TRP2, +met, MeDIP, 2hr, 256X, rep2	4071011	GSM7762102	This study
	Ctrl_1_plus	Ctrl, +met, MeDIP, 2hr, 0X, rep1	3437007	GSM7762103	This study
	Ctrl_2_plus	Ctrl, +met, MeDIP, 2hr, 0X, rep2	3278012	GSM7762104	This study
	MATa_1_D_T	MATa, D, MeDIP, 2hr, 256X, rep1	1926066	GSM7762105	This study
	MATa_2_D_T	MATa, D, MeDIP, 2hr, 256X, rep2	1466199	GSM7762106	This study
	MATa_1_D_C	Ctrl_a, D, MeDIP, 2hr, 0X, rep1	2021677	GSM7762107	This study
	MATa_2_D_C	Ctrl_a, D, MeDIP, 2hr, 0X, rep2	1779710	GSM7762108	This study
	MATa_1_G_T	MATa, G, MeDIP, 2hr, 256X, rep1	2083163	GSM7762109	This study
	MATa_2_G_T	MATa, G, MeDIP, 2hr, 256X, rep2	1903572	GSM7762110	This study
	MATa_1_G_C	Ctrl_a, G, MeDIP, 2hr, 0X, rep1	3156921	GSM7762111	This study
	MATa_2_G_C	Ctrl_a, G, MeDIP, 2hr, 0X, rep2	2124145	GSM7762112	This study
	MATalpha_1_D_T	MATalpha, D, MeDIP, 2hr, 256X, rep1	1273791	GSM7762113	This study
	MATalpha_2_D_T	MATalpha, D, MeDIP, 2hr, 256X, rep2	1243979	GSM7762114	This study
	MATalpha_1_D_C	Ctrl_alpha, D, MeDIP, 2hr, 0X, rep1	1366041	GSM7762115	This study
	MATalpha_2_D_C	Ctrl_alpha, D, MeDIP, 2hr, 0X, rep2	1096130	GSM7762116	This study
	MATalpha_1_G_T	MATalpha, G, MeDIP, 2hr, 256X, rep1	1929813	GSM7762117	This study
	MATalpha_2_G_T	MATalpha, G, MeDIP, 2hr, 256X, rep2	1700940	GSM7762118	This study
	MATalpha_1_G_C	Ctrl_alpha, G, MeDIP, 2hr, 0X, rep1	858921	GSM7762119	This study
	MATalpha_2_G_C	Ctrl_alpha, G, MeDIP, 2hr, 0X, rep2	864864	GSM7762120	This study
	Ctrl_MLP1_MLP2_1	Ctrl, MLP1/2 mutant, MeDIP, 2hr, 0X, rep1	2443308	GSM8016823	This study
	Ctrl_MLP1_MLP2_2	Ctrl, MLP1/2 mutant, MeDIP, 2hr, 0X, rep2	1717788	GSM8016824	This study
	YBP2_MLP1_MLP2_1	YBP2, MLP1/2 mutant, MeDIP, 2hr, 256X, rep1	1583169	GSM8016825	This study
	YBP2_MLP1_MLP2_2	YBP2, MLP1/2 mutant, MeDIP, 2hr, 256X, rep2	1609459	GSM8016826	This study
M.CviPI-ID	Mlp1_ID_1	Mlp1_M.CviPI, MeDIP, rep1	1431200	GSM7762121	This study
	Mlp1_ID_2	Mlp1_M.CviPI, MeDIP, rep2	2112936	GSM7762122	This study
	Mlp1_Ctrl_1	M.CviPI, MeDIP, rep1	936321	GSM7762123	This study
	Mlp1_Ctrl_2	M.CviPI, MeDIP, rep2	2101152	GSM7762124	This study
Hi-C	HiC_1	HiC, -met, rep1	38432082	GSM7762058	This study
	HiC_2	HiC, -met, rep2	40855774	GSM7762059	This study
	HiC_Ctrl	HiC, Ctrl, -E2, rep1	44698489	GSM8016819	This study
	HiC_Ctrl_E2	HiC, Ctrl, +E2, rep1	36777542	GSM8016820	This study
	HiC_YBP2	HiC, YBP2, -E2, rep1	43994265	GSM8016821	This study
	HiC_YBP2_E2	HiC, YBP2, +E2, rep1	48372167	GSM8016822	This study
4C	HiC +met	HiC, +met, rep1	NA	GSM5918358	Bastie, N. et al.
	4C_MATa_1	MATa, 4C, rep1	1886743	GSM7762050	This study
	4C_MATa_2	MATa, 4C, rep2	2680549	GSM7762051	This study
	4C_MATalpha_1	MATalpha, 4C, rep1	2756258	GSM7762052	This study
	4C_MATalpha_2	MATalpha, 4C, rep2	2642636	GSM7762053	This study
	4C_YBP2_1	YBP2, 4C, rep1	1601532	GSM7762054	This study
ChIP	4C_YBP2_2	YBP2, 4C, rep2	1830420	GSM7762055	This study
	MET4_IP_1	Met4, -met, ChIP, rep1	4718813	GSM7762056	This study
	MET4_IP_2	Met4, -met, ChIP, rep2	4898339	GSM7762057	This study
	Mlp1_IP_1	Mlp1-GFP, ChIP, rep1	NA	GSM4455453	Forey, R. et al.
RNA-seq	GFP_IP_1	GFP, ChIP, rep1	NA	GSM4455454	Forey, R. et al.
	RNAseq_1	RNA-seq, -met, rep1	33508576	GSM7762125	This study
MicroC-XL	RNAseq_2	RNA-seq, -met, rep2	40154067	GSM7762126	This study
	MicroC-XL_1	MicroC-XL, rep1	NA	GSM2262329	Hsieh, TS. et al.
	MicroC-XL_2	MicroC-XL, rep2	NA	GSM2262330	Hsieh, TS. et al.
	MicroC-XL_3	MicroC-XL, rep3	NA	GSM2262331	Hsieh, TS. et al.

# Supplementary material for: DNA methylation-based high-resolution mapping of long-distance chromosomal interactions in nucleosome-depleted regions
**Source:** Nat Commun. 2024 May 22;15:4358. doi: 10.1038/s41467-024-48718-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: List of Nucleosome Depleted Regions (NDR) coordinates used in the DESeq2 analysis for differential methylation analysis.

File name: Supplementary Data 2

Description: Correlation matrix for heatmap presented in Figure 6B. We collected MTAC data for 487 interacting NDRs from 15 VPs located on 5 different chromosomes. In other words, each NDR has 15 MTAC signals (log2FC) associated with different VPs. The pairwise Pearson's correlation of MTAC signals was calculated for each NDR with the rest of 486 NDRs. A 487 X 487 correlation coefficient matrix was generated and clustered hierarchically by Ward's method using the `scipy.cluster.hierarchy` package (version 1.12.0).

File name: Supplementary Data 3

Description: Information of viewpoints and captured chromosomal interactions. This data is a direct output of DESeq2 differential analysis. Aligned reads on each NDR were counted by Subread `featureCounts` (version 2.0.3) with the parameters “-p -O”. The NDR coordinates (Supplementary Data 1) were generated by applying a previously described NDR annotation model to MNase-seq data in Kubik et al. Differential methylation analysis was performed on data from the targeted and control strains. Fold change and P-value were generated by DESeq2 (version 1.38.0) without outliers filtering. $\log_2(\text{Fold Change}) > 0.7$ and the adjusted P-value < 0.05 were used as the cutoff for identifying differentially methylated regions.

# Supplementary material for: DNA methylation-based high-resolution mapping of long-distance chromosomal interactions in nucleosome-depleted regions
**Source:** Nat Commun. 2024 May 22;15:4358. doi: 10.1038/s41467-024-48718-y
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	MATLAB 2017b was used for imaging data collection.
Data analysis	fastp (version 0.23.2), BWA (version 0.7.17), and Picard MarkDuplicates (version 3.0.0) from Galaxy were used for processing the sequencing data. deeptools bamCoverage (version 3.5.1), Subread featureCounts (version 2.0.3), MACS2 (version 2.2.7.1), and DESeq2 (version 1.38.0) from Galaxy were used for sequencing data analysis. pipe4C and PeakC were used for 4C analysis. HiC-pro (version 3.1.0) was used for Hi-C analysis. SciPy (version 1.12.0) was used for correlation analysis. Seaborn (version 0.11.0) was used for heatmap plot. Custom scripts used for correlation analysis and heatmap in Figure 6 are available at github.com/yzl452/MTAC .

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The sequencing data generated in this study have been deposited into the Gene Expression Omnibus (GEO) database under accession code GSE242400. The viewpoint information and detected chromosomal interactions are listed on Supplementary Data 3. The summary of datasets generated or used in this study is listed on Supplementary Table 3. Source data are provided with this paper.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	n/a
Reporting on race, ethnicity, or other socially relevant groupings	n/a
Population characteristics	n/a
Recruitment	n/a
Ethics oversight	n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No statistical method was used to predetermine sample sizes. The sample size was determined based on common practices and similar studies. Two biological replicates per group were used for DNA and RNA sequencing analysis in this study. Two biological replicates and three technical replicates per group were used for qPCR analysis and other in vivo experiments in this study. All sample sizes were listed in the corresponding figures or figure legends.
Data exclusions	No data were excluded.
Replication	Replication numbers are defined in the figure legends. For DNA and RNA sequencing analysis, two biological replicates per group were used. For qPCR and other in vivo experiments, two biological replicates and three technical replicates per group were used. All attempts at replication were successful.
Randomization	For all experiments, yeast strains and conditions in each group were kept as closely as possible to each other to reduce any potential co-variates. Biologically independent yeast colonies were randomly selected after cloning for each treatment group.
Blinding	Blinding was not possible as experiments were often performed by a single investigator. However, quantifications were performed using computational pipeline and threshold applied equally to all conditions with no bias.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	1. 5-Methylcytosine Monoclonal Antibody (Thermo Fisher, 33D3) 2. TAP Tag Polyclonal Antibody (Thermo Fisher, CAB1001) 3. Anti-V5 tag antibody [SV5-Pk1] (Abcam, ab27671) (1:1000 dilution) 4. Anti-Actin antibody [mAbGEa] (Abcam, ab230169) (1:2000 dilution) 5. Anti-Mouse IgG (Fab specific) - Peroxidase antibody produced in goat (Sigma, A9917) (1:2000 dilution)
Validation	Validation statements, relevant citations, and antibody profiles are available from manufactures: 1. https://www.thermofisher.com/antibody/product/5-Methylcytosine-Antibody-clone-33D3-Monoclonal/MA5-38432 2. https://www.thermofisher.com/antibody/product/TAP-Tag-Antibody-Polyclonal/CAB1001 3. https://www.abcam.com/products/primary-antibodies/v5-tag-antibody-sv5-pk1-ab27671.html 4. https://www.abcam.com/products/primary-antibodies/actin-antibody-mabgea-ab230169.html 5. https://www.sigmaaldrich.com/US/en/product/sigma/a9917

Plants

Seed stocks	n/a
Novel plant genotypes	n/a
Authentication	n/a

ChIP-seq

Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links	https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE242395

May remain private before publication.

Files in database submission	MET4_IP_1_R1_001.fastq.gz<br>MET4_IP_2_R1_001.fastq.gz<br>MET4_IP_1_R2_001.fastq.gz<br>MET4_IP_2_R2_001.fastq.gz<br>MET4_IP_1.bigwig<br>MET4_IP_2.bigwig

Genome browser session<br>(e.g. UCSC)	https://genome.ucsc.edu/s/yzl452/Met4_ChIP%2Dseq

Methodology

Replicates	2 biological replicates were used
Sequencing depth	10 million of 150bp paired-end reads were aligned to the <i>S. cerevisiae</i> genome, 6.5 million of reads were uniquely mapped.
Antibodies	TAP Tag Polyclonal Antibody (Thermo Fisher, CAB1001)
Peak calling parameters	Default parameters from Galaxy were used for BWA mapping and MACS2 peak calling.
Data quality	Two biological replicates were pooled for peak calling. 53 peaks are at FDR 5% and above 5-fold enrichment. 45 peaks were kept after manual inspection of peak quality.

fastp (version 0.23.2), BWA (version 0.7.17), and Picard MarkDuplicates (version 3.0.0) from Galaxy were used for processing the sequencing data. deepools bamCoverage (version 3.5.1) and MACS2 (version 2.2.7.1) from Galaxy were used for visualization and peak calling.

How the deposited data were processed for this re-analysis (not part of the article)

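The deposited data come from MTAC, in which LacI fused to the GpC methyltransferase M.CviPI is brought to a LacO array at a viewpoint (VP) and methylated DNA is recovered by immunoprecipitation and sequenced. The labels describe 66 libraries in 33 conditions, 2 per condition, and 21 comparison tables hold the values used here. These cover YBP2 with 256 LacO copies at 2 h, YBP2 with 4, 8, 16 and 256 copies at 1 h, PUS2, OLE1, CDC43, PCL10, SHC1, LSM4, VHR1, LHS1, MBR1 and MNR2 at 2 h, TRP2 with and without methionine, and MAT in MATa and MATα cells with and without switching.

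According to the authors' processing notes, reads were trimmed with fastp 0.23.2, aligned to the sacCer3 genome with BWA 0.7.17, freed of duplicates with Picard, counted per NDR with featureCounts 2.0.3 of Subread, and compared between targeted and control strains with DESeq2 1.38.0. deepTools 3.5.1 served for the authors' coverage tracks. The base mean of the authors' deposited tables is a signal value, the mean over the libraries of a comparison of the reads per NDR divided by size factors. The log2 fold change of the authors' deposited tables compares the targeted with the control strain on the log2 scale, with a standard error (SE) on the same scale. The Wald statistic in the deposited tables is a score that the authors obtained as the log2 fold change divided by its SE. The p-value and adjusted p-value columns of the deposited tables are the authors' two-sided p and its Benjamini-Hochberg adjustment. The last deposited column is -log10 of the authors' adjusted p. Checked over all tables, the Wald statistic equals the log2 fold change over the SE and the p follows from it. The SE is largest at intermediate base means and shrinks toward 0 reads, which is the pattern of log2 fold changes pulled toward 0 by a prior, so differences between tables are of shrunken values.

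Tables hold 4828 NDRs, that of MATa without switching 4824, and a few NDRs without an SE were left out (1 in that table, 3 in MATα after switching and 1 in TRP2 without methionine). From the log2 fold change and its SE, the two-sided normal p was recomputed and adjusted over the NDRs of each table by the Benjamini-Hochberg method. An NDR was called at a log2 fold change above 0.7 and an adjusted p under 0.05, and lower than the control at a log2 fold change under -0.7 with the same adjusted p. Local NDRs lie within 30 kb of the VP. The VP position is the paper's coordinate for YBP2, PUS2 and OLE1, and the midpoint of the named gene (TAF2 for MAT) elsewhere. NDRs under 10 kb from a chromosome end counted as near the end. Genes belong to an NDR when they start within 1 kb of it.

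Groups were formed from the sample labels alone. The tables name the targeted strain. For the 11 VPs at 2 h the control libraries were worked out as shared: control levels derived from base mean and log2 fold change correlate at 0.9985 or more among them, at 0.997 or more among the 4 tables at 1 h and at 0.745 to 0.973 between tables of different series. Where tables share controls, 200 pairs of tables without interactions and with the same control were simulated, and overlaps and covariances are given beside the simulated ones. These simulated pairs do not hold the rise of log2 fold change with base mean. Without interactions they hold few calls, so their overlaps are small by design.

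Both conditions of a contrast (methionine, mating type, switching, induction time) were compared at each NDR by the difference of log2 fold changes over the root of the summed squared SEs, a normal test that rests on the authors' SEs from DESeq2, adjusted over all NDRs or, where said, over the list alone. The tables of a contrast were normalized separately by the authors. Means over groups of NDRs were tested with 100000 permutations (seed 7), so the smallest p is 1e-05. Overlaps and enrichments used Fisher's exact test on NDRs beyond 30 kb. Both take NDRs as exchangeable units, which they are only in part, and say nothing about replicates of the experiment. Local decay was fitted as an exponential with a constant to fold changes within 100 kb, and decay around interacting NDRs as an exponential to log2 fold changes of neighbors within 10 kb, with 1000 bootstrap draws for 95% intervals. Cluster labels and distances to nuclear pores are the paper's. Pearson correlations among NDRs over the 15 tables were recomputed and grouped into 6 clusters by Ward's method. Relations between VP features and numbers of calls form a family of 11, adjusted together.

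Gene lists were written from general knowledge before the values were seen: the methionine regulon, a-specific, alpha-specific, galactose, heat shock, glycolysis, histone, nuclear pore inducible, translation factor, ribosomal protein, seripauperin, hexose transporter and tRNA genes, and the mating-type switch loci, 14 in all. The calculations ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.

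The genes named in the text were chosen by a rule set before the tables were read. It takes every gene the paper names for a comparison, the long-distance calls with the largest Wald statistic (up to 10 for YBP2, SHC1 and MATa and up to 3 for every other table), all such calls where a table has 8 or fewer, the 5 largest differences in each direction of a contrast with an adjusted p under 0.05, and 3 members of each gene list that passes. Some values of the YBP2, PUS2 and OLE1 tables stand in the paper's own tables and had been seen in part when the rule was written.

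Uniquely mapped reads per library, taken from the paper's supplement, ran from 858921 (control of MATα after switching) to 7576467 (control at 2 h). Median SEs lay between 0.22 (TRP2 without methionine) and 0.45 (8 copies at 1 h). Tested on simulated data with the SEs of each table, a log2 fold change of 1.5 was called at 54% of NDRs for 8 copies at 1 h, 66% for 256 copies at 1 h and 86% to 100% in the other tables, and a local half-distance of 5 kb and a neighbor half-distance of 400 bp were found again as 4.98 kb and 402 bp.

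Alternatives set before the values were seen are a cutoff of 1, a one-sided test against 0.7, NDRs with a base mean of at least 10, tables centered on their median, local within 50 kb, the authors' deposited adjusted p, other windows and curves for the decays, other distances for chromosome ends and gene starts, Spearman correlations, and other linkages and sets of tables for the clusters. After the values had been seen, removal of the trend of log2 fold change with base mean (lowess with a fraction of 0.3 and 3 iterations over NDRs of other chromosomes), the VP placed at the NDR with the largest Wald statistic, interacting NDRs included in the neighbor fit, and clusters without MATa or over the 11 VPs at 2 h were added. The Mlp1 fusion, the mlp1 mlp2 deletion, ChIP-seq, RNA-seq, Hi-C, 4C and PCR results were not analysed here. NDR sequences were read from the part of the paper's supplement at hand, 1998 NDRs.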

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

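All tests of explanations below, and the test of induction time over all long-distance NDRs, were chosen only after the result they address had been seen.

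Most long-distance NDRs called from the VPs at 2 h are NDRs with a high base mean, and in 10 of the 11 tables the log2 fold change rises with base mean across NDRs. In MATa, where log2 fold change falls with base mean (Spearman -0.22), all 19 trans calls lay in the 30% of NDRs with the highest base mean. So did all 3 trans calls from MNR2, where it does not rise (Spearman 0.006). Calls can thus lie at high base means without this trend. From YBP2, 13 long-distance NDRs, among them MUP1, STR3 and DMA2, stay called after this trend is removed, which argues against the trend as the source of those calls. For the 103 that are lost, a median log2 fold change of 0.50 (SD 0.16) remains against a median SE of 0.20. Of these, 102 lie above 0. The lost NDRs were drawn for high values and fell under the cutoff, so these values alone cannot tell a modest contact from the trend. Simulated trend and noise alone gave 30 calls against 116 observed. The paper reports that most long-distance interacting NDRs of YBP2 are pore-associated. It also reports that most of these interactions are lost when nuclear basket genes are deleted. Most interactions it tested, and few negative regions, were seen by chromosome conformation capture. These results favor contact for the calls as a whole, do not single out the 103 and were not analysed here. A gain of methylation over many NDRs, re-centered by the authors' size factors, could account for the NDRs lower than the control, whose number follows that of long-distance calls over the 11 VPs (Spearman rho 0.882, and 0.789 with the trend removed, when the lower NDRs at PUS2 go from 1 to 37). Distance to the nearest nuclear pore still goes with the number of long-distance calls once the trend is removed (Spearman rho 0.857 over 10 VPs), so both accounts stay open.

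STR3, MUP1 and DMA2 were called from all 11 VPs at 2 h. STR3 and MUP1 were also called against other control libraries, from TRP2 without methionine (STR3 at a log2 fold change of 0.95) and from YBP2 at 1 h (1.05 and 1.20), which argues against the shared control as the source of their calls, although neither was called from TRP2 with methionine (0.11 and 0.13) or in MATa (-0.15 and 0.62), by the authors' deposited tables. DMA2 was called in none of these, with 0.69 (SE 0.24), 1.18 (SE 0.43), 0.26 and -0.43 in the same order in the authors' deposited tables, so for DMA2 a shared control and a contact made from every VP cannot be told apart, as some values lie above 0 but none passes. After removal of the trend with base mean, each of the 3 NDRs is still called from at least 10 VPs, which argues against the trend. From TRP2, MUP1 was higher without methionine by 1.12 (SE 0.24), or 0.83 and no longer passing once the trend is removed, and whether methionine supply matters for the 11 VPs stays open, because none of them has a table with and without it.

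Cluster 6, with RE and the subtelomeric NDRs, is negatively correlated with the other clusters. Without both MAT tables the mean correlation is -0.05, so the negative values are likely carried by those tables alone. After removal of the trend with base mean it is -0.39, which argues against the trend as their source. That contacts of MATa lie apart from those of the other VPs is not in question by this test, only that the other VPs show it on their own.

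The remaining results to look at again differ between groups without the paper comparing the groups at that NDR, or come from tables the paper shows little of. MET6, beside the TRP2 VP, was higher without methionine by 0.97 (SE 0.20), a difference between groups that falls to 0.50 and no longer passes once the trend with base mean is removed. YCR043C, next to MAT, was higher in MATa than in MATα by 2.34, a difference between groups. After switching, 15 NDRs were lower in cells that began as MATa, or 35 with the trend removed, a difference between groups. In cells that began as MATα, YCR043C rose by 2.31 after switching, a difference between groups. With 256 copies at YBP2, 41 long-distance NDRs were higher at 2 h and 41 higher at 1 h, a difference between groups. From PCL10, which the paper uses in its clusters but not among the VPs it sets against pore distance, 24 long-distance NDRs were called. In the table of 256 copies at 1 h, which the paper does not discuss NDR by NDR, 18 NDRs near chromosome ends were called. In the same table, 8 NDRs of seripauperin genes were called. There, 155 NDRs were also lower than the control.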

How the results depend on the processing

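The settings named first were set before the values were seen; the VP at the NDR with the largest Wald statistic, the removal of the trend with base mean, the clusters without MATa and the clusters over 11 VPs were chosen only after the results had been seen.

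No paired analysis was possible because the deposited tables hold comparisons and no values per library, and for the same reason leaving out each library in turn could not be computed.

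With a log2 cutoff of 1, long-distance calls fell to 23 (YBP2), 12 (PUS2), 22 (CDC43), 6 (PCL10), 42 (SHC1), 31 (LSM4), 12 (VHR1), 32 (LHS1), 5 (MBR1), 13 (MATa), 0 (MATa after switching), 0 (TRP2 with methionine), 2 (TRP2 without), 0 (16 copies) and 134 (256 copies at 1 h). NDRs lower than the control numbered 9 (YBP2), 1 (CDC43), 5 (PCL10), 17 (SHC1), 43 (LSM4), 3 (VHR1), 20 (LHS1), 8 (MBR1), 0 (MNR2), 8 (TRP2 with methionine), 1 (4 copies) and 1 (16 copies). Shared calls fell to 7 (YBP2 and PUS2), 5 (YBP2 and OLE1), 8 (YBP2 and CDC43), 12 (YBP2 and LHS1), 8 (YBP2 and SHC1), 9 (CDC43 and LHS1), 14 (CDC43 and SHC1), 14 (LHS1 and SHC1) and 0 (MATa and YBP2, Fisher p 1). VPs per NDR differed by 0.253 (1a and 1b), 0.0188 (1a and 1c) and -0.234 (1b and 1c), and the methionine list at MNR2 had a Fisher p of 1. For all of these, the cause was not tested.

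With a one-sided test against 0.7, long-distance calls fell to 5 (YBP2), 1 (PUS2), 1 (OLE1), 6 (CDC43), 2 (PCL10), 7 (SHC1), 0 (LSM4), 1 (VHR1), 6 (LHS1), 1 (MBR1), 0 (MNR2), 0 (MATa), 0 (MATa after switching), 0 (MATα after switching), 0 (TRP2 with and without methionine), 0 (4 and 16 copies) and 24 (256 copies at 1 h). NDRs lower than the control numbered 1 for 8 copies, 1 for 256 copies at 1 h and 0 elsewhere. The Spearman rho with pore distance was 0.510, and VPs per NDR differed by -0.00405 (1a and 1b), -0.0599 (1a and 1c) and -0.0558 (1b and 1c). The cause was not tested.

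With the trend with base mean removed, long-distance calls were 13 (YBP2), 8 (PUS2), 4 (OLE1), 26 (CDC43), 7 (PCL10), 36 (SHC1), 27 (LSM4), 18 (VHR1), 26 (LHS1), 10 (MBR1), 41 (MATa), 0 (MATa after switching), 0 (16 copies) and 73 (256 copies at 1 h). NDRs lower than the control numbered 37 (PUS2), 27 (CDC43), 23 (PCL10), 80 (SHC1), 4 (MNR2), 8 (TRP2 with methionine) and 19 (16 copies). Shared calls were 6 (YBP2 and PUS2), 4 (YBP2 and OLE1), 4 (PUS2 and OLE1), 7 (YBP2 and CDC43), 6 (YBP2 and LHS1), 6 (YBP2 and SHC1), 10 (CDC43 and LHS1), 15 (CDC43 and SHC1), 13 (LHS1 and SHC1), 0 (MATa and YBP2, Fisher p 1) and 1 (MATa and SHC1). Correlations were 0.680, 0.643, 0.838, 0.619, 0.760, 0.604, 0.655, 0.710 and 0.648 for the first 9 of these pairs, and -0.173, -0.229, -0.215 and -0.342 for MATa with YBP2, CDC43, LHS1 and SHC1. From TRP2, 0 NDRs were higher without methionine, 35 NDRs were lower after switching in cells that began as MATa, and VPs per NDR differed by 0.147 (1a and 1b), -0.114 (1a and 1c) and -0.261 (1b and 1c). The cause was not tested. In simulated tables with the trend and noise but no interactions, 30 (YBP2), 26 (SHC1), 30 (LSM4) and 19 (LHS1) NDRs were called, and 0 after its removal.

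Half-distances of the local decay were 0.065 kb (PCL10), 0.295 kb (SHC1), 0.065 kb (LSM4) and 4.42 kb (VHR1) with a power law, whose exponent stopped at its limit at PCL10 and LSM4, and 35.2 kb (VHR1) in a window of 50 kb. With the VP at the NDR with the largest Wald statistic, they were 0.615 kb (CDC43), 15.4 kb (SHC1) and 0.304 kb (MATa), and TRP2 with methionine had 3 long-distance calls. The cause was not tested.

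Among other settings, the correlation of YBP2 and PUS2 was 0.715 without telomere-proximal NDRs, and Spearman correlations were 0.651 (YBP2 and CDC43), 0.773 (YBP2 and LHS1) and -0.268 (MATa and YBP2). With a base mean of at least 10, 2 NDRs were lower from PUS2. Fisher p values for the methionine list were 0.0900 from SHC1 within 500 bp of the gene start, and 0.0585 (OLE1) and 0.0505 (TRP2 without methionine) for 500 bp upstream. For NDRs under 5 kb from an end, the Fisher p in MATα after switching was 1. The cause was not tested for any of these.

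For the clusters, the adjusted Rand index was 0.710 with tables centered on their median, 0.716 with average linkage and 0.211 over the 11 VPs at 2 h. The mean correlation of cluster 6 with the others was -0.0544 without both MAT tables, -0.211 without MATa and -0.0688 over the 11 VPs, where the mean within clusters exceeded that between them by 0.409. The cause was not tested.

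A value was taken as the same when a count stayed within a factor of 1.5, a test on the same side of 0.05 with the same sign, a half-distance or correlation between VPs within its 95% interval, and a cluster measure within a factor of 1.5. Of 566 values under settings chosen before the data were seen, for 151 results, 440 stayed the same, 126 changed and 5 of these reversed. Of 192 values under settings added later, for 144 results, 125 stayed the same, 67 changed and 2 reversed. By these bounds, no value changed with the authors' deposited adjusted p (63 values), with NDRs more than 50 kb from both VPs (23) or with the NDR of the VP left out of the local fit (13).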

Differences from the paper's values

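The fit with interacting NDRs at distance 0 was chosen only after the values had been seen; the other settings below were set before.

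Of 68 values of the paper that could be set beside the deposited tables, 42 were equal and 67 lay within a factor of 1.5. The paper gives a half-distance of 400 bp for the signal around interacting NDRs of YBP2, and the fit here gave 189 bp. Neighbors that are not called themselves gave 254 bp, far-cis NDRs alone 144 bp and trans NDRs alone 199.6 bp, so the difference stays under each of these settings. With the interacting NDRs included at distance 0 the half-distance was 347 bp, within a factor of 1.5 of the paper's. This suggests that the paper's curve starts at the interacting NDRs themselves, which the tables here do not settle.

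The direction of the copy number and time series also differs from the paper's statement in parts. With 256 copies, 215 long-distance NDRs were called at 1 h and 116 at 2 h, and with 8 copies none was called against 6 with 4 copies. Local calls go the way the paper states, 4 at 1 h and 13 at 2 h with 256 copies.

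Smaller differences lie within a factor of 1.5. The paper counts 22 far-cis and 89 trans NDRs for YBP2 and 8 long-distance NDRs for OLE1, and here there were 23, 93 and 9. It counts 13 calls near chromosome ends for MATa and 44 NDRs on the left arm of chromosome III, and here there were 14 and 45.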

Other observations

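The counts over all VPs and the 1 h table were singled out only after the results had been seen; the gene lists and the tests of chromosome ends were set before.

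STR3, MUP1 and DMA2 stand out by being called from every VP at 2 h. Over the 11 VPs, STR3 had a median log2 fold change of 1.49 (range 0.84 to 2.88), MUP1 1.49 (0.78 to 2.45) and DMA2 1.45 (0.91 to 1.84). STR3 and MUP1 belong to methionine metabolism and DMA2 encodes a ubiquitin ligase of the spindle checkpoint. HXT1, SLM4 and YGR050C, called from 10 VPs, had medians of 1.01, 1.01 and 1.05. Of the NDRs called from any of these VPs, 177 were called from a single VP.

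In the YBP2 table with 256 copies at 1 h, seripauperin genes, a subtelomeric family of cell wall genes, held 8 called NDRs of 12, against 207 of 4787 others (Fisher p = 6.1e-09, adjusted p = 8.5e-08). PAU20, PAU14 and PAU1 had log2 fold changes of 1.33 (SE 0.23), 1.37 (SE 0.25) and 1.27 (SE 0.25) in the authors' deposited table. NDRs near chromosome ends had 18 calls of 91, against 197 of 4708 others (Fisher p = 6.7e-08). The sulfate permease gene SUL2 (XII, 323164) had 1.15 (SE 0.23) in the authors' deposited table. At 2 h, 2 of 91 NDRs near chromosome ends were called. Copies of these genes share sequence, and whether that bears on the 8 calls was not tested.

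Over 17 tables tested, which leave out those with 4, 8 and 16 copies at 1 h and that of MATα without long-distance calls, the methionine regulon passed in 6: PUS2 (adjusted p = 0.0321), OLE1 (0.0380), PCL10 (0.0155), MNR2 (0.0214), TRP2 without methionine (4.7e-04) and YBP2 with 256 copies at 1 h (0.0187), by Fisher's exact test. From PUS2, OLE1, PCL10 and MNR2 this rests on 2 or 3 NDRs each, those of STR3 and MUP1. These lie on chromosome VII, which also holds PUS2, OLE1 and PCL10, and on other chromosomes 0 of 41 NDRs near methionine regulon genes were called from any of these 3 VPs. MNR2 lies on chromosome XI, and from it 2 of 40 trans NDRs of the regulon were called, against 1 of 4530 others. The odds ratio was 238 (Fisher p = 2.2e-04, adjusted p = 0.0020). These are MUP1 (0.98) and STR3 (0.84), and neither is called at a log2 cutoff of 1. From YBP2 at 1 h, the regulon did not pass on other chromosomes (Fisher's exact test, adjusted p = 0.243). With 500 bp upstream of the gene start, Fisher p was 0.0585 for OLE1 and 0.0505 for TRP2 without methionine. The seripauperin genes passed in 1 table. The a-specific, alpha-specific, galactose and translation factor genes and the mating-type switch loci had 0 called NDRs in any of these 17 tables. Heat shock, glycolysis, histone, nuclear pore inducible, ribosomal protein, hexose transporter and tRNA genes passed in 0 tables, with smallest adjusted p of 0.991, 0.432, 0.409, 0.366, 1, 0.143 and 0.180 by Fisher's exact test.

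Chromosome ends also differed among the other VPs. The 91 NDRs near ends had a mean log2 fold change of -0.32 (SD 0.54) from SHC1, -0.27 (SD 0.45) from PUS2 and -0.20 (SD 0.36) from OLE1 (permutation p = 1e-05 each, the smallest the permutations can give), and 0.08 (SD 0.29) from YBP2 (permutation p = 0.0290). Far-cis NDRs were called more often than trans NDRs from most VPs, with odds ratios of 5.52 (VHR1), 5.23 (MBR1), 4.20 (PCL10), 2.82 (CDC43), 2.25 (LHS1) and 1.75 (LSM4), and Fisher p of 2.6e-04, 0.0023, 0.0041, 4.8e-05, 0.0054 and 0.0540. For PUS2 the odds ratio was 2.58 (Fisher p = 0.0457, adjusted p = 0.0738). For YBP2 with 256 copies at 1 h it was 1.06 (Fisher p = 0.806).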
